# A mouse model of human mitofusin-2-related lipodystrophy exhibits adipose-specific mitochondrial stress and reduced leptin secretion

**DOI:** 10.7554/eLife.82283

**Published:** 2023-02-01

**Authors:** Jake P Mann, Xiaowen Duan, Satish Patel, Luis Carlos Tábara, Fabio Scurria, Anna Alvarez-Guaita, Afreen Haider, Ineke Luijten, Matthew Page, Margherita Protasoni, Koini Lim, Sam Virtue, Stephen O'Rahilly, Martin Armstrong, Julien Prudent, Robert K Semple, David B Savage

**Keywords:** mitochondria, mitofusin, adipose tissue, integrated stress response, leptin, Mouse

## Abstract

Mitochondrial dysfunction has been reported in obesity and insulin resistance, but primary genetic mitochondrial dysfunction is generally not associated with these, arguing against a straightforward causal relationship. A rare exception, recently identified in humans, is a syndrome of lower body adipose loss, leptin-deficient severe upper body adipose overgrowth, and insulin resistance caused by the p.Arg707Trp mutation in *MFN2*, encoding mitofusin 2. How the resulting selective form of mitochondrial dysfunction leads to tissue- and adipose depot-specific growth abnormalities and systemic biochemical perturbation is unknown. To address this, *Mfn2^R707W/R707W^* knock-in mice were generated and phenotyped on chow and high fat diets. Electron microscopy revealed adipose-specific mitochondrial morphological abnormalities. Oxidative phosphorylation measured in isolated mitochondria was unperturbed, but the cellular integrated stress response was activated in adipose tissue. Fat mass and distribution, body weight, and systemic glucose and lipid metabolism were unchanged, however serum leptin and adiponectin concentrations, and their secretion from adipose explants were reduced. Pharmacological induction of the integrated stress response in wild-type adipocytes also reduced secretion of leptin and adiponectin, suggesting an explanation for the in vivo findings. These data suggest that the p.Arg707Trp MFN2 mutation selectively perturbs mitochondrial morphology and activates the integrated stress response in adipose tissue. In mice, this does not disrupt most adipocyte functions or systemic metabolism, whereas in humans it is associated with pathological adipose remodelling and metabolic disease. In both species, disproportionate effects on leptin secretion may relate to cell autonomous induction of the integrated stress response.

## Introduction

Mitochondrial dysfunction has been implicated in the pathogenesis of a wide range of congenital and acquired conditions (Gorman et al., 2016; Thompson et al., 2020; Craven et al., 2017). However, despite being central to cellular energy homeostasis, there has been little mechanistic evidence of a causal role for deranged mitochondrial function in human adiposity. Instead, most patients with inherited mitochondrial disorders have a neurological phenotype, although multisystem involvement is common (Gorman et al., 2016; Suomalainen and Battersby, 2018). This is true for disorders caused by many different mutations affecting mitochondrial proteins, whether encoded by the mitochondrial or nuclear genome. The mechanisms underlying such tissue-selective disease manifestations even in the face of constitutional mutations are unclear, but differing tissue requirements for oxidative phosphorylation, and interactions between the nuclear and mitochondrial genome may play a role (Pacheu-Grau et al., 2018; Alston et al., 2017; Schon and Manfredi, 2003).

We (Rocha et al., 2017) and others (Sawyer et al., 2015; Capel et al., 2018; Carr et al., 2015; Masingue et al., 2017; Piscosquito et al., 2015) recently identified biallelic R707W mutations in the nuclear *MFN2* gene in patients with a remarkable adipose phenotype characterised by extreme upper body adiposity (lipomatosis) and lower body lipodystrophy. Affected patients also showed non-alcoholic fatty liver disease, dyslipidaemia and insulin resistant type 2 diabetes, likely secondary to the changes in adipose tissue. *MFN2* encodes mitofusin 2, a mitochondrial outer membrane protein that plays a key role in mitochiondrial fusion and tethering to other organelles (Giacomello et al., 2020). Like patients with heterozygous complete loss-of-function mutations in *MFN2,* patients with the R707W mutation also often exhibit axonal peripheral neuropathy known as Charcot-Marie Tooth type 2 A (CMT2A) (Chung et al., 2006; Verhoeven et al., 2006; Neusch et al., 2007), but the adipose and metabolic phenotype has uniquely been associated with the R707W allele to date. Evidence suggesting that the MFN2 R707W mutation does disrupt mitochondrial function in humans includes elevated serum lactate in affected patients, abnormal mitochondrial morphology seen on transmission electron microscopy of affected adipose tissue (Rocha et al., 2017), and strong transcriptomic signatures of mitochondrial dysfunction and activation of the integrated stress response (ISR) in the same tissue.

Despite normal or raised whole body adipose mass, and the relatively normal histological appearance of lipomatous upper body fat, plasma leptin concentrations were very low in the patients reported by Rocha et al (Rocha et al., 2017). This observation was supported by Sawyer et al. who reported one patient with undetectable serum leptin (<0.6 ng/mL) (Sawyer et al., 2015) and Capel et al. who described five patients with serum leptin concentrations <1.6 ng/mL despite body mass indices (BMIs) within the normal range (Capel et al., 2018). Leptin is a critical endocrine signal of adipose stores and yet what determines the rate of adipocyte leptin secretion remains poorly understood (Szkudelski, 2007). This surprising observation thus offered a rare opportunity to address this important issue. Circulating leptin concentration correlates with fat mass, and is usually higher in women than men, with some adipose depots reported to release more than others (Montague et al., 1997). Leptin secretion is increased by insulin stimulation (Cammisotto et al., 2005) but this effect is modest in the context of serum leptin concentrations. Adipose depots that secrete higher leptin have increased *LEP* mRNA and, at least in vitro, *LEP* mRNA increases in response to insulin stimulation (Alvarez-Guaita et al., 2021).

Most neuropathy-associated *MFN2* mutations are located within the protein’s GTPase domain (Kijima et al., 2005; Züchner et al., 2004; Feely et al., 2011; Stuppia et al., 2015), but to date, all patients with *MFN2*-associated multiple symmetric lipomatosis (MSL) have had at least one R707W allele. Most cases have been homozygous for the R707W mutation, with others compound heterozygous for R707W and a second, functionally null mutation (Rocha et al., 2017; Sawyer et al., 2015; Capel et al., 2018; Carr et al., 2015; Masingue et al., 2017; Piscosquito et al., 2015). Arginine 707 lies in the highly conserved heptad-repeat (HR)2 region of MFN2 but consensus on the precise orientation and/or function of this domain has not yet been established (Mattie et al., 2018). The dominant model holds that the HR2 domains of Mitofusin 1 (MFN1) and/or MFN2 face the cytosol and interact in trans*,* forming mitofusin homodimers or heterodimers required for mitochondrial fusion and tethering to other organelles (Koshiba et al., 2004; Franco et al., 2016). The R707W mutation may disrupt this binding and subsequent MFN oligomerisation and mitochondrial fusion/tethering.

Global knock-out of the core mitochondrial fusion-fission machinery proteins *Mfn1*, *Mfn2*, *Opa1*, and *Drp1* in mice confers embryonic lethality in all cases (Davies et al., 2007; Ishihara et al., 2009; Chen et al., 2003). Two homozygous loss-of-function *Mfn2* knock-ins - H361Y and R94W - have also been reported. H361Y was also embryonically lethal due to complete loss of detectable Mfn2 protein (Misko et al., 2010), while homozygous R94W mice died at post-natal day 1 (Strickland et al., 2014). Mfn2^R94W^ is expressed but is GTPase defective, increasing mitochondrial fragmentation and preventing formation of Mfn2 homodimers (Li et al., 2019).

Multiple tissue-specific knock-outs of *Mfn2* (and/or *Mfn1*) have been studied, including three in adipose tissue (Chen et al., 2007; Boutant et al., 2017; Mahdaviani et al., 2017; Mancini et al., 2019). Adipose-specific *Adipoq*::Cre *Mfn2* knock-out increased fat mass, attributed to reduced energy expenditure, whether it occurred in embryonic life (Boutant et al., 2017) or was induced by tamoxifen in adult mice (Mancini et al., 2019), with ultrastructural evidence of more rounded mitochondria with fewer lipid droplet contacts (Boutant et al., 2017). Both Adipoq::Cre driven (adipose-specific) and *Ucp1*::Cre driven (brown adipose-specific) *Mfn2* knock-out also caused cold intolerance with ‘whitened’ brown adipose tissue (Mahdaviani et al., 2017). Plasma leptin concentrations were not reported in Adipoq-Cre or *Ucp1*::Cre *Mfn2* knock-outs, but leptin concentration was higher and adiponectin concentration lower in the tamoxifen-inducible adult Adipoq::Cre *Mfn2* knockout model (Mancini et al., 2019).

These studies suggest that *Mfn2* has a non redundant role in adipose tissues, but findings to date are not readily reconcilable with the phenotype observed in humans with the MFN2^R707W^ mutation. We thus generated and characterised mice homozygous for Mfn2^R707W^ to determine the extent of tissue-specific manifestations of mitochondrial dysfunction and to interrogate the effect of this mutant on adipose leptin secretion.

## Results

### Generation of Mfn2^R707W/R707W^ mice

*Mfn2^R707W/R707W^* mice were generated by CRISPR-Cas9 genomic engineering using an ssODN (single-stranded oligo donor) template recoding Arginine to Tryptophan in codon 707 (Figure 1A). A single round of targeting yielded one founder (F0) mouse (Figure 1B) which was used to expand a colony on a C57/BL6J background. An additional silent mutation introducing an EcoRV restriction site was introduced to facilitate genotyping (Figure 1C and D). We first compared expression of Mfn2 and its paralogue, Mfn1, in knock-in (KI) mice and wild-type (WT) littermates in order to determine if the R707W change perturbed expression of the mutant Mfn2 protein and/or resulted in a compensatory change in Mfn1. We observed no consistent differences in Mfn1 or Mfn2 expression, relative to WT, in inguinal white adipose tissue (WAT), liver, heart, or skeletal muscle in both chow and high-fat diet (HFD) fed mice (Figure 1E, Figure 1—figure supplements 1–4). However, in brown adipose tissue (BAT) expression of Mfn1 was lower in KI than in WT mice fed with chow diet for 6 months (Figure 1—figure supplements 1D and 2D). Similarly, expression of Mfn1 was lower in KI than WT mice after only 4 weeks of chow diet (Figure 1—figure supplements 1G and 2G). In HFD-fed mice, both Mfn1 and Mfn2 expression was lower in BAT in KI compared to WT mice (Figure 1E, Figure 1—figure supplements 3D and 4D). In epididymal WAT, expression of Mfn1 was also lower in KI than in WT mice fed with chow diet (Figure 1—figure supplements 1F and 2F), but no differences were observed in HFD-fed mice (Figure 1—figure supplements 3F and 4F). We interpret these data as suggesting that the R707W missense mutation does not directly reduce expression of Mfn2, nor does it result in a compensatory change in Mfn1 in most tissues. However, in BAT the data suggests that the cellular perturbation induced in brown adipocytes is associated with a very modest reduction in expression of Mfn1 and 2.

**Figure 1.**
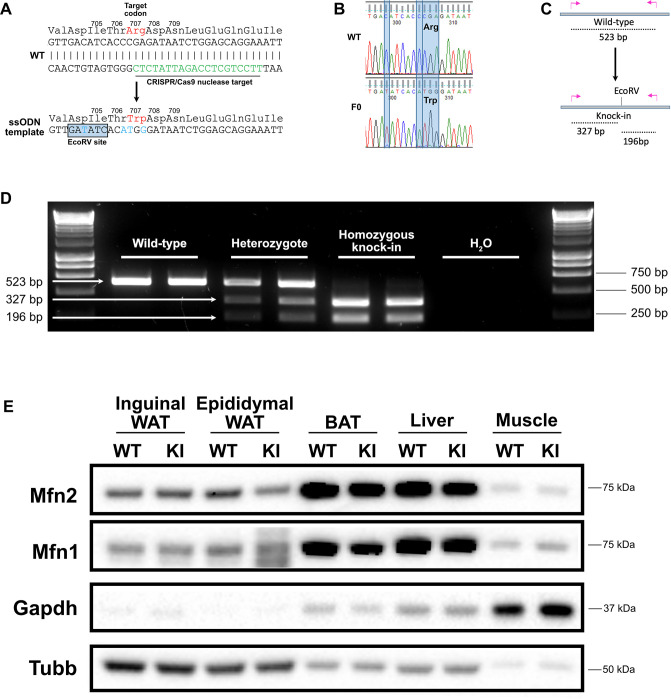
Generation of a Mfn2^R707W^ knock-in mouse. (**A**) Wild-type (WT) nucleotide and amino acid sequence around the Arg 707 codon. The CRISPR/Cas9 nuclease target is indicated in *green*. Below is part of the ssODN template with mutated nucleotides in *blue*, including the upstream silent mutation (at codon 704–705) to generate an EcoRV restriction site. (**B**) Sanger sequencing confirmation of the knock-in (KI) with restriction site in a founder (**F0**). (**C**) Illustration of the genotyping strategy: mutant alleles will digest into 327 bp and 196 bp fragments in response to EcoRV digestion. (**D**) Ear biopsies were digested using chelix and *Mfn2* amplified by PCR, then digested using EcoRV. Representative SYBR Safe DNA gel demonstrating genotyping for two WT, heterozygous, and homozygous KI mice. Image is representative of other genotyping gels. (**E**) Western blot from inguinal and epididymal white adipose tissue (WAT), brown adipose tissue (BAT), liver and skeletal muscle for expression of Mfn1 and Mfn2. Tissues are from WT and homozygous Mfn2^R707W^ KI mice fed a 45% kcal high fat diet (HFD) for 6 months. Due to variability across tissues, both *Gapdh* and Beta-tubulin (*Tubb*) are given as loading controls. The image is representative of at least three biological replicates. Figure 1—source data 1.Raw and annotated immunoblots from Figure 1E.

**Figure 1—figure supplement 1.**
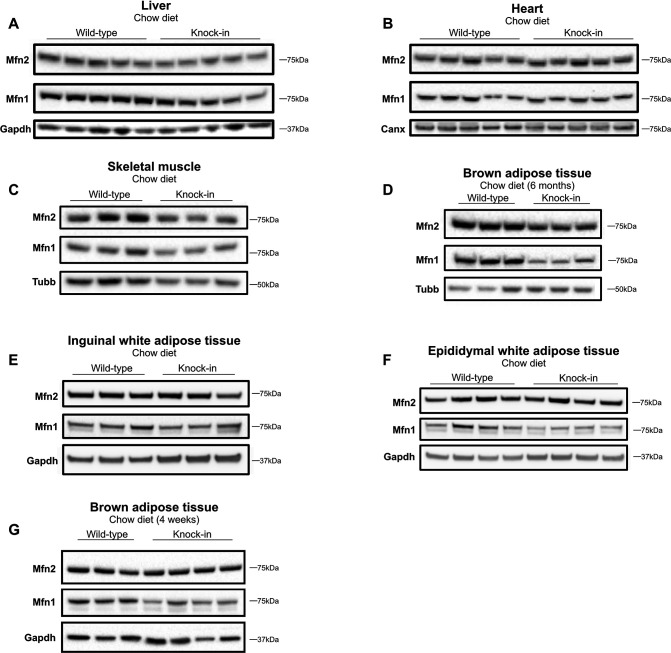
Expression of mitofusins on chow diet. Western blots showing expression of Mfn2 and Mfn1 in liver (**A**), heart (**B**), skeletal muscle (**C**), BAT (**D**), inguinal WAT (**E**), and epididymal WAT (**F**) in WT and homozygous Mfn2^R707W^ KI mice fed chow diet for 6 months; and (**G**) expression of Mfn2 and Mfn1 in BAT in mice fed chow for 4 weeks. Each lane contains samples from a separate animal and blots are representative of at least three replicates. *Canx* (calnexin), *Gapdh*, and *Tubb* (β-tubulin) are loading controls. Figure 1—figure supplement 1—source data 1.Raw and annotated immunoblots from Figure 1—figure supplement 1.

**Figure 1—figure supplement 2.**
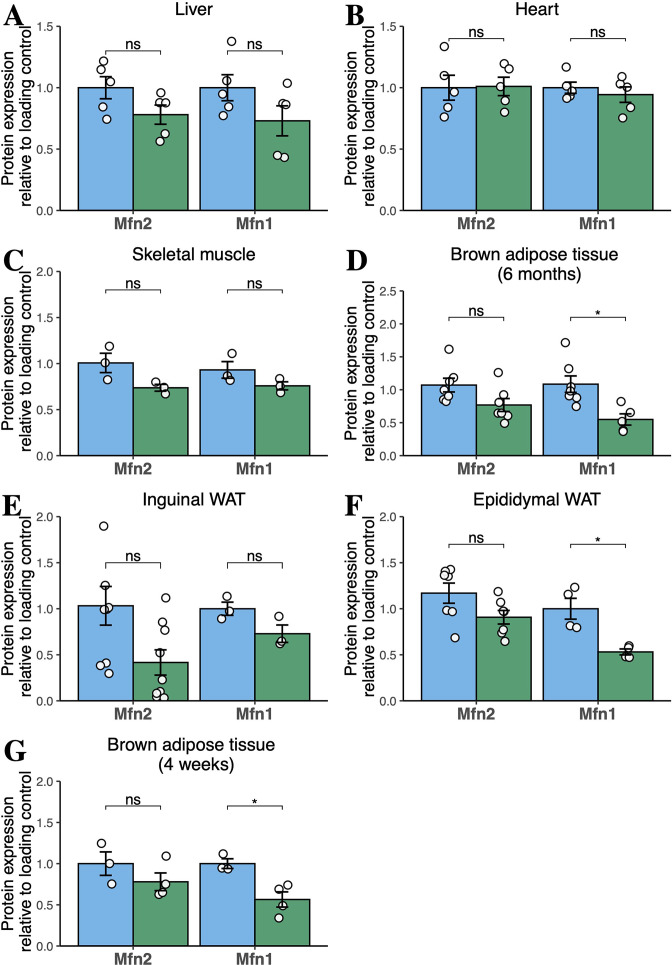
Quantification of western blots for mitofusins in tissues of chow-diet-fed mice. Densitometric quantification of Mfn1 and Mfn2 bands from liver (**A**), heart (**B**), skeletal muscle (**C**), BAT (**D**), inguinal WAT (**E**), and epididymal WAT (**F**) in male mice fed chow diet for 6 months; and (**G**) BAT in mice fed chow diet for 4 weeks. Data are from n=3–9 animals. Each point represents data from a separate animal. Asterisks indicate p-values from pairwise comparisons (T-tests) that are false-discovery rate (FDR)-adjusted for multiple tests (* p-FDR <.05). WT in *blue*, homozygous Mfn2^R707W^ KI in *green*.

**Figure 1—figure supplement 3.**
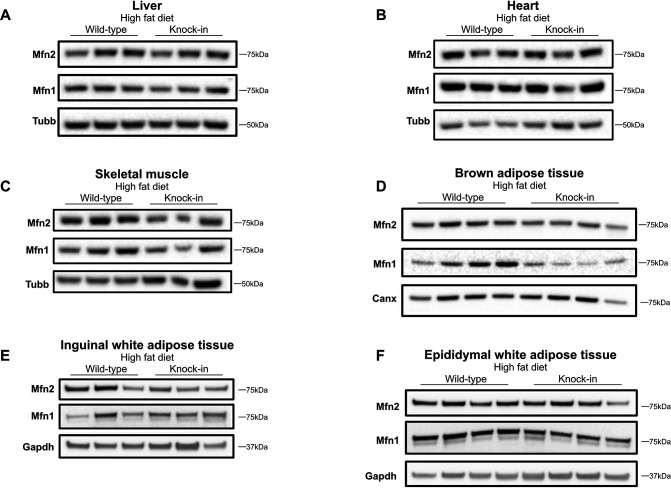
Expression of mitofusins on high-fat diet. Western blots showing expression of Mfn2 and Mfn1 in liver (**A**), heart (**B**), skeletal muscle (**C**), BAT (**D**), inguinal WAT (**E**), and epididymal WAT (**F**) from WT and homozygous Mfn2^R707W^ KI mice fed a 45% kcal high fat diet (HFD) for 6 months. Each lane contains samples from a separate animal and blots are representative of at least three replicates. *Canx* (calnexin), *Gapdh*, and *Tubb* (β-tubulin) are given as loading controls. Figure 1—figure supplement 3—source data 1.Raw and annotated immunoblots from Figure 1—figure supplement 3.

**Figure 1—figure supplement 4.**
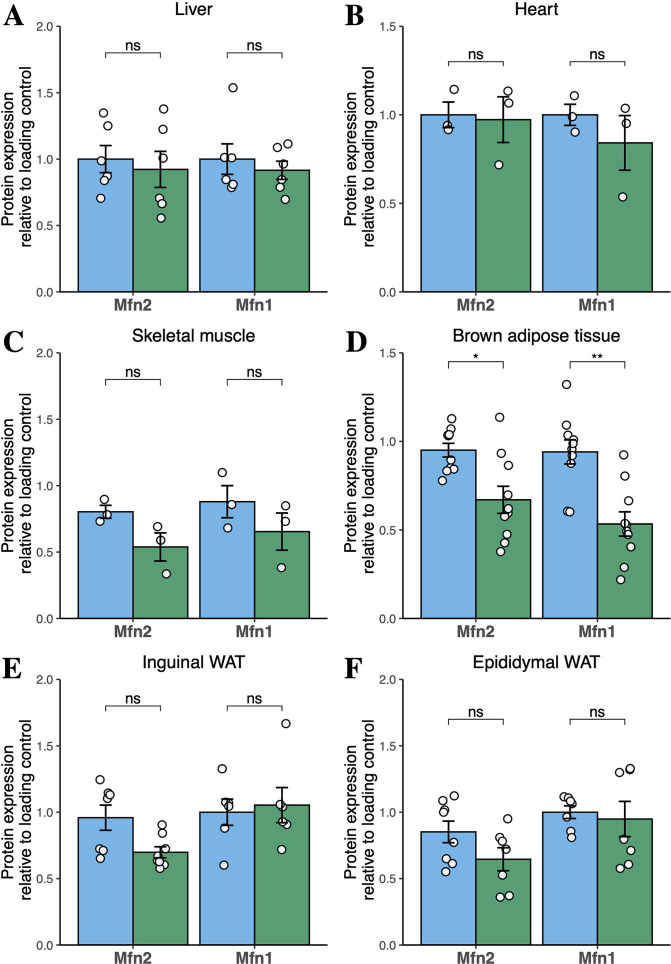
Quantification of western blots for mitofusins in tissues of high-fat diet-fed mice. Densitometric quantification of bands for Mfn1 and Mfn2 from male mice fed HFD for 6 months is shown. Data are from liver (**A**), heart (**B**), skeletal muscle (**C**), BAT (**D**), inguinal WAT (**E**), and epididymal WAT (**F**). Data are from n=3–10 animals. Each point represents a separate animal. Asterisks indicate p-values from pairwise comparisons (T-tests) that are FDR-adjusted for multiple tests (* p-FDR <0.05, ** p-FDR <0.01). WT in *blue*, homozygous Mfn2^R707W^ KI in *green*.

### Mfn2^R707W/R707W^ mice show adipose-selective alterations of mitochondrial structure and function

Next, we used transmission electron microscopy (TEM) to examine mitochondrial ultrastructure (Figure 2A). In BAT, mitochondria from KI mice had a tendency to exhibit a decreased mitochondrial perimeter compared to WT mice (Figure 2B), but significantly reduced size, assessed by the mitochondrial cross-sectional length/ width aspect ratio analysis (Figure 2C), indicating that Mfn2^R707W^ leads to mitochondrial fragmentation in BAT. Double membrane-bound structures representing autophagosomes consistent with mitophagy were observed in lipomatous adipose tissue from human patients with the MFN2^R707W^ mutation (Rocha et al., 2017), but these were not identified in the murine tissues examined. Mitofusins may mediate contact between mitochondria and lipid droplets (Boutant et al., 2017), and the extent of these contacts was reduced in BAT from KI animals (Figure 2D). In addition, mitochondrial cristae were disrupted in KI compared to WT animals (Figure 2E). In both inguinal (Figure 2—figure supplement 1A–C) and epididymal WAT (Figure 2—figure supplement 1D–F), similar mitochondrial fragmentation and cristae defects were observed. In contrast, no change in mitochondrial morphology, cristae number, or cristae structure was seen in the heart, skeletal muscle, or liver of KI mice (Figure 2—figure supplement 2).

**Figure 2.**
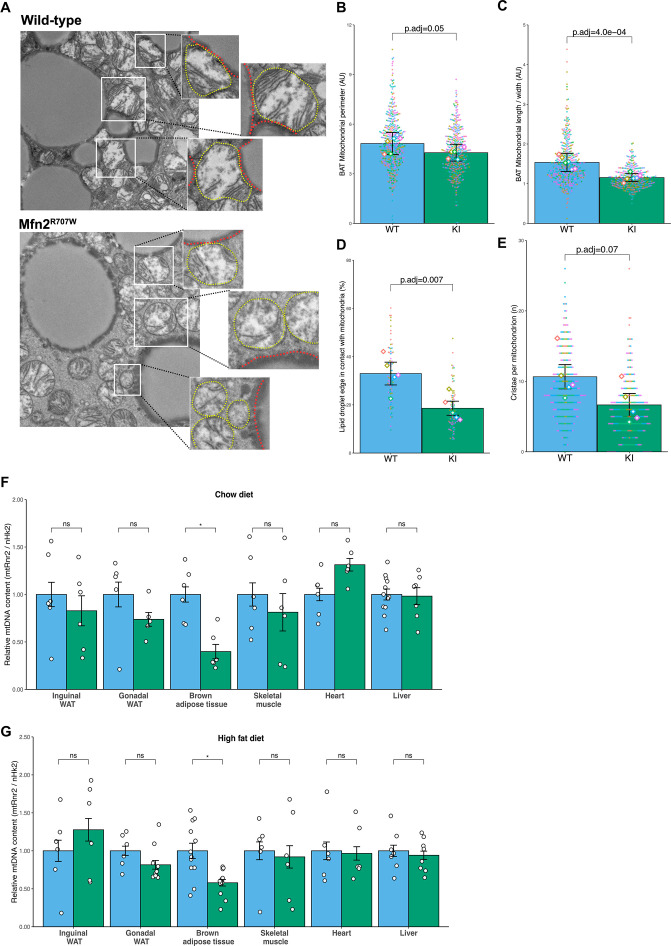
Effect of Mfn2^R707W^ on mitochondrial structure and function. (**A**) Representative transmission electron microscopy (TEM) images of BAT with zoomed-in images of mitochondria (highlighted in *yellow*) bordering lipid droplets (outlined in *red*). (**B**) Quantification of mitochondrial perimeter from TEM on BAT. Each dot represents data from an individual mitochondrial cross section with each diamond showing the separate 6 biological replicates. p.adj gives the FDR-adjusted p-value from across all TEM analyses. (**C**) Quantification of mitochondrial aspect ratio (length/width) from TEM of BAT. (**D**) Quantification of mitochondrial-lipid droplet contact from TEM, expressed as proportion (%) of lipid droplet in contact with mitochondrial membrane on BAT. (**E**) Number of cristae per mitochondrion from TEM of BAT. (**F–G**) Mitochondrial DNA content in tissues from mice fed chow diet (**F**) or HFD (**G**) for 6 months. Each data point represents a separate animal. p-values are from pairwise comparisons (T-tests) between WT and Mfn2^R707W^ KI that are FDR-adjusted for multiple tests (* p-FDR <0.05). WT in *blue*, homozygous Mfn2^R707W^ KI in *green*. AU, arbitrary units.

**Figure 2—figure supplement 1.**
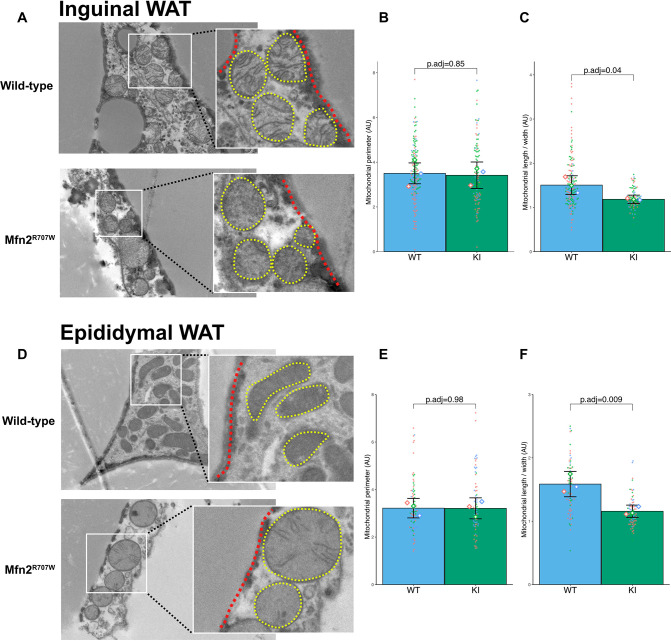
Effect of Mfn2^R707W^ on mitochondrial morphology in white adipose tissue. (**A**) Representative TEM images from inguinal WAT with zoomed-in images of mitochondria (highlighted in *yellow*) bordering lipid droplets (outlined in *red*). Quantification of mitochondrial perimeter (**B**) and aspect ratio (length/width) (**C**) from TEM in inguinal WAT. Each dot represents an individual mitochondrion with diamonds showing biological replicates. p.adj gives the FDR-adjusted p-value from across all TEM analyses. (**D**) TEM images from epididymal WAT with zoomed-in images of mitochondria (highlighted in *yellow*) bordering lipid droplets (outlined in *red*). Quantification of mitochondrial perimeter (**E**) and aspect ratio (length/width) (**F**) from TEM on epididymal WAT. FDR-adjusted p-values are from pairwise comparisons (T-tests) between WT and Mfn2^R707W^ KI. WT in *blue*, homozygous Mfn2^R707W^ KI in *green*.

**Figure 2—figure supplement 2.**
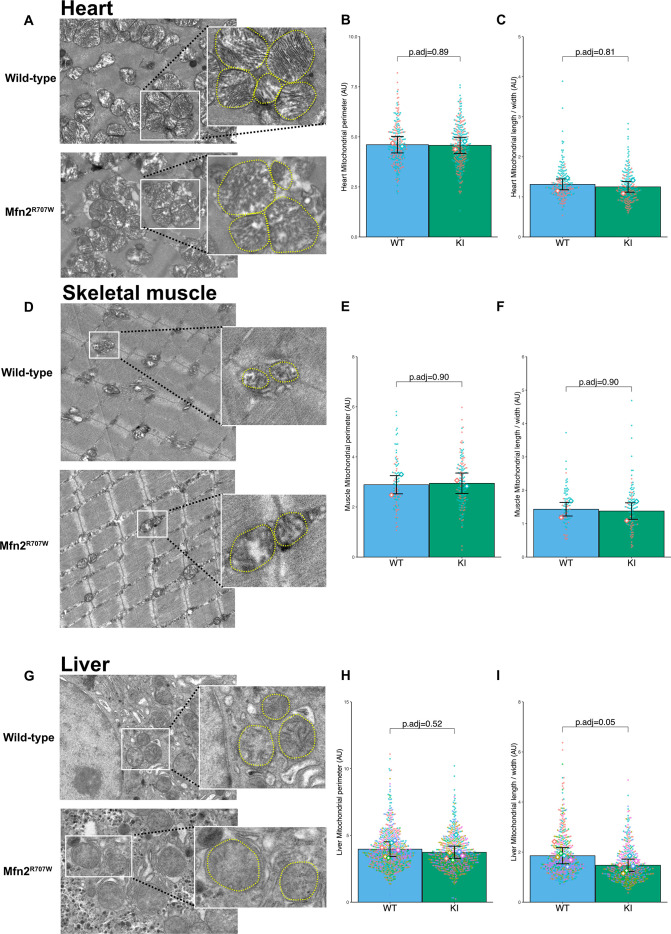
Effect of Mfn2^R707W^ on mitochondrial morphology in liver, heart, and muscle. (**A**) Representative TEM images from the heart with zoomed-in images of mitochondria (highlighted in *yellow*). (**B**) Quantification of mitochondrial perimeter from TEM on heart. Each dot represents an individual mitochondrion with diamonds showing biological replicates. p.adj gives the FDR-adjusted p-value from across all TEM analyses. (**C**) Quantification of mitochondrial aspect ratio (length/width) from TEM on heart. (**D**) TEM images from skeletal muscle with zoomed-in images of mitochondria (highlighted in *yellow*). Quantification of mitochondrial perimeter (**E**) and aspect ratio (length/width) (**F**) from TEM on skeletal muscle. (**G**) TEM images from liver with zoomed-in images of mitochondria (highlighted in *yellow*). Quantification of mitochondrial perimeter (**H**) and aspect ratio (length/width) (**I**) from TEM on liver. FDR-adjusted p-values are from pairwise comparisons (T-tests) between WT and Mfn2^R707W^ KI. WT in *blue*, homozygous Mfn2^R707W^ KI in *green*.

**Figure 2—figure supplement 3.**
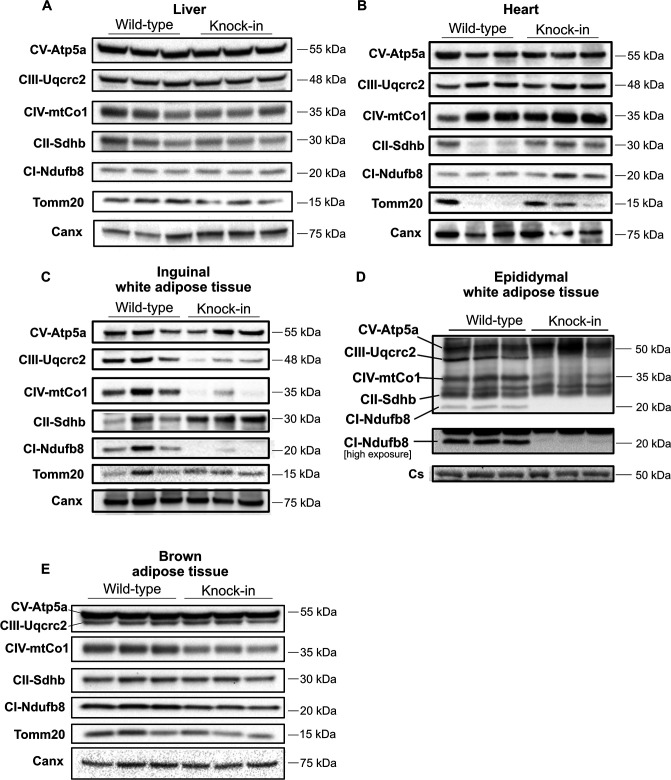
Altered expression of Oxphos protein subunits in adipose tissue. Western blots showing expression of Oxphos protein subunits in mice fed chow diet for 6 months. Expression is shown from liver (**A**), heart (**B**), inguinal WAT (**C**), epididymal WAT (**D**), and BAT (**E**). Each lane contains samples from a separate animal and blots are representative of at least three replicates. *Canx* (calnexin) is used as total cellular control and *Tomm20* (or citrate synthetase (*Cs*)) is used as mitochondrial mass loading control. Figure 2—figure supplement 3—source data 1.Raw and annotated immunoblots from Figure 2—figure supplement 3.

**Figure 2—figure supplement 4.**
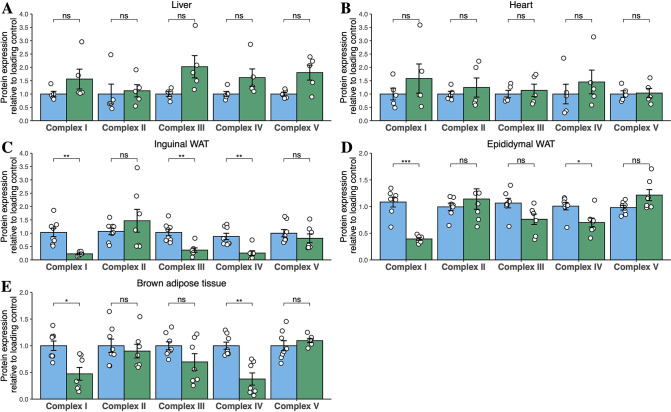
Quantification of western blots for Oxphos subunits from tissues of chow-diet-fed mice. Densitometric quantification of bands for mitochondrial Oxphos subunits from male mice fed chow diet for 6 months. Data are from liver (**A**), heart (**B**), inguinal WAT (**C**), epididymal WAT (**D**), and BAT (**E**). Data are from n=3–8 animals per genotype. Each point represents a separate animal. Asterisks indicate p-values from pairwise comparisons (T-tests) that are FDR-adjusted for multiple tests (* p-FDR <0.05, ** p-FDR <0.01). WT in *blue*, homozygous Mfn2^R707W^ KI in *green*.

**Figure 2—figure supplement 5.**
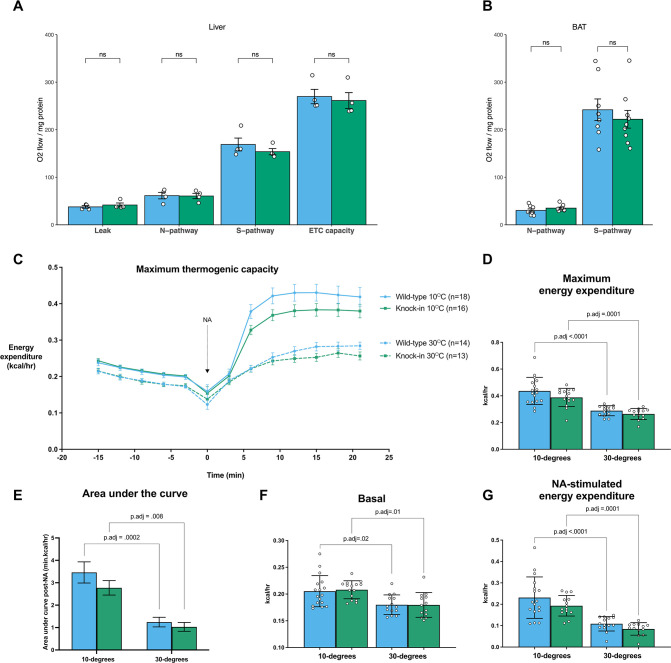
Mfn2^R707W^ does not impair brown adipose tissue thermogenic capacity. Ex vivo mitochondrial respirometry in liver (A, n=4) and BAT (B, n=9). Each data point represents data from a separate animal. Eight-week-old chow-diet-fed mice were exposed to cold (10 °C, n=16–18) or thermoneutrality (30 °C, n=13–14) for 4 weeks and then maximum thermogenic capacity was tested using noradrenaline (NA) stimulation under anaesthesia. (**C**) Trend in energy expenditure (kcal/hr) before and after noradrenaline stimulation for cold (solid line) and thermoneutral (dashed line) housed animals. (**D**) Quantification of maximum (peak) energy expenditure. P-values represent the difference between groups comparing 10°C and 30°C. (**E**) Area under the curve analysis using the minimum value at the point of noradrenaline (NA) injection at the base of the curve. (**F**) Basal energy expenditure prior to NA injection. (**G**) Difference between peak and baseline energy expenditure under both conditions. WT in *blue*, homozygous Mfn2^R707W^ KI in *green*. Each data point represents results from an individual animal. FDR-adjusted p-values are from pairwise comparisons (T-tests) between groups as indicated.

Perturbed mitochondrial dynamics have been associated with decreased mitochondrial DNA (mtDNA) content, as replication of mtDNA relies on balanced fusion and fission (Silva Ramos et al., 2019). In Mfn2^R707W/R707W^ mice, mtDNA was reduced in BAT in both diet conditions, but not in any other tissue analysed (WAT, heart, skeletal muscle, or liver) (Figure 2F–G). Immunoblotting of electron transport chain components from chow fed animals showed no changes in liver or heart (Figure 2—figure supplement 3A–B and Figure 2—figure supplement 4A–B). However, mtCo1 (complex IV) and Ndufb8 (complex I) were reduced in KI mice in brown and white adipose tissue (Figure 2—figure supplement 3C–E and Figure 2—figure supplement 4C–E). In addition, Uqcrc2 (complex III) was also lower in inguinal WAT.

To determine if these changes altered mitochondrial oxidative phosphorylation, we assessed oxidative capacity in freshly isolated mitochondria from BAT and liver by high-resolution respirometry using Oroboros Oxygraphy. No significant differences were detected between WT and KI mitochondria (Figure 2—figure supplement 5A–B). We further assessed mitochondrial function in BAT in vivo by challenging mice with noradrenaline in cold (10 degrees) or thermoneutral (30 degrees) conditions to determine maximum thermogenic capacity. Again, despite a trend towards reduced thermogenic capacity in KI animals, the difference was not significant, and both groups manifested the expected increase in energy expenditure at 10 °C (Figure 2—figure supplement 5C–G).

### Body composition and metabolic phenotype of Mfn2^R707W/R707W^ mice

We next assessed whether *Mfn2^R707W/R707W^* mice phenocopy the severely abnormal adipose topography and metabolic abnormalities of patients harbouring the same mutations. Male mice fed with either chow or HFD for up to 6 months were assessed. Whole body mass and composition, and masses of individual adipose depots and other organs were similar in KI and WT mice throughout the study period (Table 1, Figure 3A–C and Figure 3—figure supplement 1A–D). Moreover, no difference in hepatic steatosis nor lipid droplet size was detected histologically in BAT or WAT (Figure 3D–E and Figure 3—figure supplement 1F–G). In keeping with the normal body composition, fasting serum glucose, insulin, triglycerides, cholesterol, lactate, and liver transaminase concentrations showed no difference between WT and KI mice (Figure 3F–I and Figure 3—figure supplement 1E, H). There was also no differences in hepatic expression of genes related to lipid metabolism or steatohepatitis (Figure 3—figure supplement 1). Dynamic testing of glucose and insulin tolerance was also similar between genotypes (Figure 3G–K).

**Figure 3.**
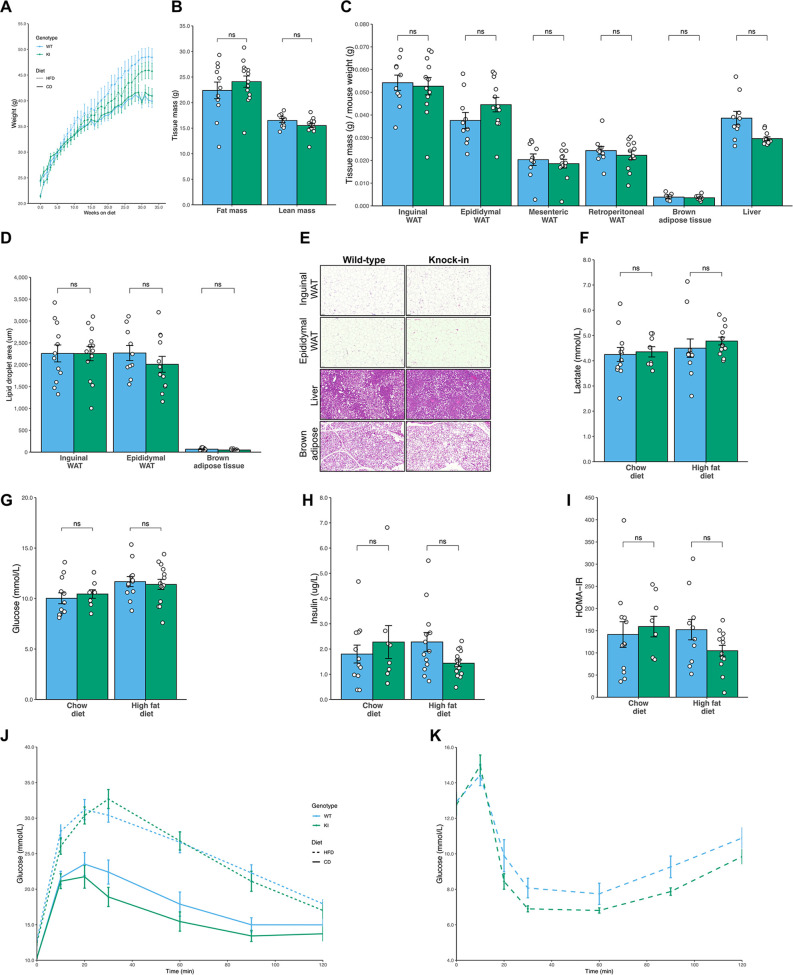
No difference in fat mass or glucose homeostasis in Mfn2^R707W^ mice compared to WT mice on chow or high fat diet. Seven-week-old mice were fed chow (n=8–12) or 45% kcal HFD (n=13–14) for 6 months. (**A**) Absolute body mass for mice fed chow (solid line) and HFD (dashed line) over 6 months. (**B**) Time-domain nuclear magnetic resonance (TD-NMR) measurement of fat and lean mass of mice fed HFD. (**C**) The ratio of tissue weights versus body mass for multiple tissues, including four WAT depots, from mice fed HFD. (**D**) Quantification of lipid droplet area from histological specimens of adipose tissue from mice fed HFD for 6 months. (**E**) Representative histological images from WAT, liver, and BAT from mice fed HFD. Analyses of mouse plasma lactate (**F**), plasma glucose (**G**), and insulin (**H**), homeostatic model of assessment of insulin resistance (HOMA-IR, **I**) after a 6 hr fast. Change in plasma glucose during intraperitoneal glucose tolerance test (**J**) and intraperitoneal insulin tolerance test (**K**). ns, p>0.05 on unpaired T-tests, adjusted for multiple comparisons. WT in *blue*, homozygous Mfn2^R707W^ KI in *green*. Each data point represents an individual animal.

**Figure 3—figure supplement 1.**
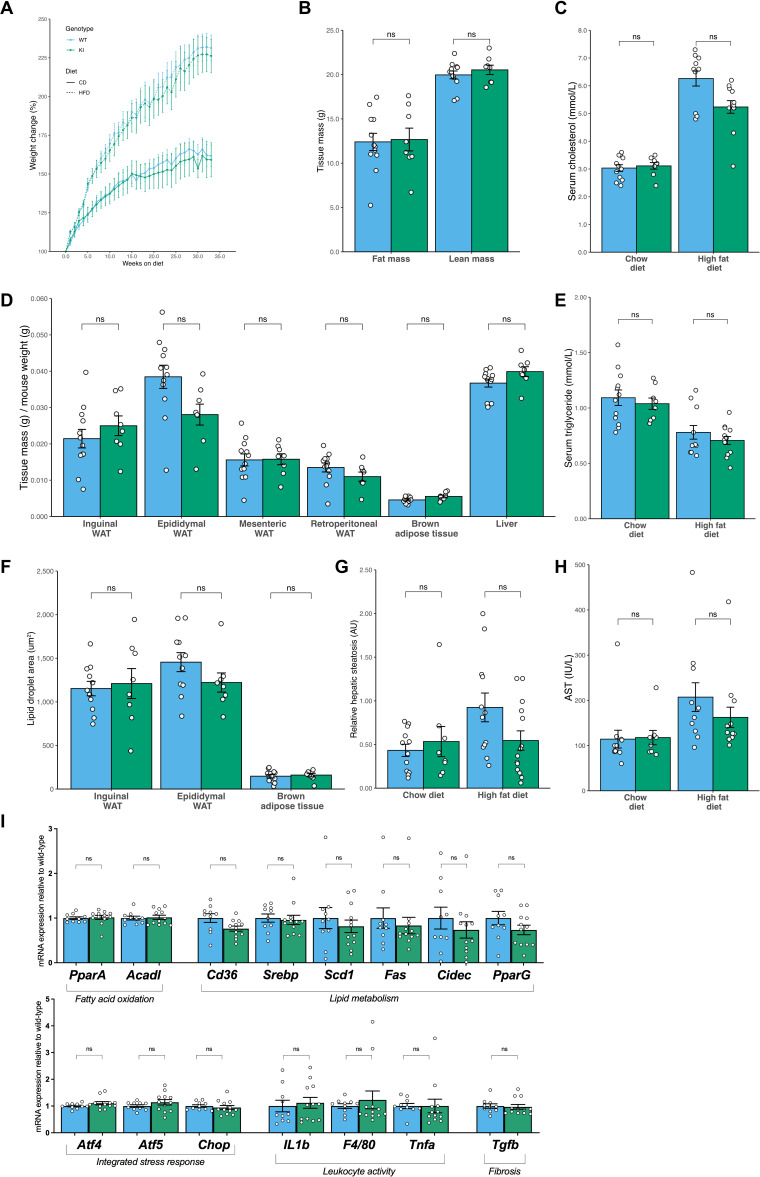
No evidence of altered fat mass or glucose homeostasis in Mfn2^R707W^ compared to WT mice on chow or high fat diet for 6 months. Seven-week-old mice were fed chow diet (n=8–12) or 45% kcal HFD (n=13–14) for 6 months. (**A**) Relative (%) change of body mass for mice fed chow diet (solid line) and HFD (dashed line) over 6 months. (**B**) TD-NMR measurement of fat and lean mass in mice fed a chow diet for 6 months. (**C**) Analysis of mouse serum biochemistry after 6 months of diet and a 6 hr fast for total cholesterol. (**D**) The ratio of tissue weights versus body mass for multiple tissues, including four WAT depots, from mice fed chow diet for 6 months. (**E**) Serum triglycerides. (**F**) Quantification of lipid droplet area from histological specimens of adipose tissue from mice fed chow diet for 6 months. (**G**) Quantification of relative hepatic steatosis from histological images of liver. (**H**) Serum aspartate aminotransferase. (**I**) qPCR of genes implicated in the integrated stress response, lipid metabolism or inflammation in liver from animals fed HFD for 6 months. Raw expression values for target genes were normalised to three housekeeping genes (*36b4, B2m,* and *Hprt*) and expressed relative to WT liver. ns, p>0.05 on unpaired T-tests, adjusted for multiple comparisons. WT in *blue*, homozygous Mfn2^R707W^ in *green*. Each data point represents results from an individual animal.

**Figure 3—figure supplement 2.**
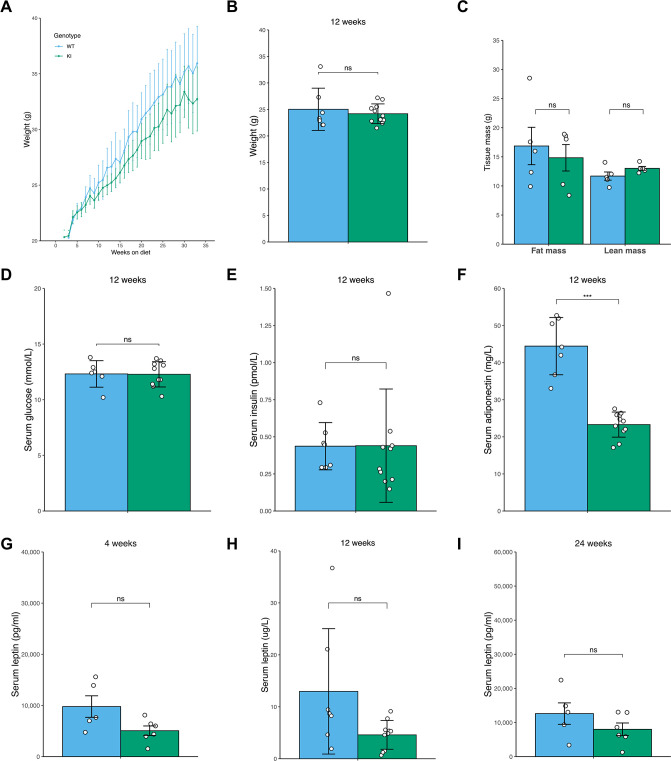
Similar phenotype in female Mfn2^R707W^ knock-in mice fed high fat diet for 6 months. Seven-week-old female mice were fed 45% kcal HFD (n=5–11) for 6 months. (**A**) Absolute body mass for over 6 months. (**B**) Body mass after 12 weeks on HFD. (**C**) TD-NMR measurement of fat and lean mass of female mice after 12 weeks on HFD. (**D–F**) Analysis of mouse serum biochemistry after 12 weeks of diet and a 6 hr fast for serum glucose (**D**), serum insulin (**E**), and serum adiponectin (**F**). Analysis of mouse serum leptin at 4 weeks (**G**), 12 weeks (**H**), and 24 weeks (**I**) on HFD after a 6 hr fast. WT in *blue*, homozygous Mfn2^R707W^ KI in *green*. Each data point represents an individual animal. Asterisks indicate p-values from pairwise comparisons (T-tests) between WT and Mfn2^R707W^ KI that are FDR-adjusted for multiple tests (*** p-FDR <0.001).

**Table 1.** Weights and serum biochemistry for mice on chow or high fat diet for 6 months. Seven-week-old mice were fed chow (n=8–12) or 45% kcal HFD (n=13–14) for 6 months. Blood was taken 4 weekly with 6 hr fasting blood taken on week 24. p-FDR are false-discovery rate adjusted p-values derived from unpaired T-tests. Values in brackets referred to standard error of the mean. ALT, alanine aminotransferase; AST, aspartate aminotransferase; FGF21, fibroblast growth factor 21; Gdf15, Growth and differentiation factor 15; HOMA-IR, Homeostatic Model Assessment for Insulin Resistance; NEFA, non-esterified fatty acids.

	Chow diet			High-fat diet		
	WT	Knock-in	p-FDR	WT	Knock-in	p-FDR
**Weight (g**)	39.9 (1.2)	40.9 (1.4)	1	48.4 (1.7)	45.7 (1.5)	0.51
**Lean mass (g**)	19.97 (0.44)	20.53 (0.53)	0.85	16.50 (0.39)	15.51 (0.42)	0.2
**Fat mass (g**)	12.41 (0.97)	12.67 (1.29)	1	22.39 (1.63)	24.09 (1.10)	0.79
**Leptin (ug/L**) 4 weeks 8 weeks 12 weeks 24 weeks (fasting)	3.6 (0.9) 4.5 (0.8) 7.6 (0.4) 15.4 (3.4)	1.3 (0.2) 1.6 (0.3) 2.3 (0.5) 6.0 (1.3)	0.17 0.056 0.045 0.047	14.3 (2.6) 20.8 (3.3) 19.3 (4.0) 57.0 (8.9)	4.8 (0.5) 8.6 (0.9) 11.4 (1.5) 15.6 (1.5)	0.01 0.007 0.31 0.003
**Adiponectin (mg/L**) 4 weeks 8 weeks 12 weeks 24 weeks (fasting)	24.8 (1.0) 20.0 (0.7) 29.0 (1.4) 29.0 (2.3)	16.4 (2.3) 11.0 (0.7) 14.7 (0.7) 15.4 (2.3)	0.068 1.50E-05 4.50E-05 0	21.0 (0.4) 29.4 (1.4) 33.0 (0.8) 27.9 (0.9)	11.0 (3.3) 16.0 (0.7) 18.2 (0.9) 15.5 (0.6)	4.20E-10 5.30E-07 7.20E-09 4.30E-09
**Fgf21 (ng/L**) 20 weeks 28 weeks	238 (26) 444 (51)	292 (22) 638 (96)	0.50 0.24	2,655 (203) 3,355 (911)	2,475 (268) 2,919 (289)	1 1
**Gdf15 (ng/L**) (28 weeks)	132 (6)	172 (14)	0.067	250 (36)	217 (23)	1
**Glucose (mmol/L**)	10.0 (0.5)	10.4 (0.4)	1	11.7 (0.5)	11.4 (0.5)	1
**Insulin (µg/L**) (33 weeks)	1.8 (0.3)	2.0 (0.3)	1	1.7 (0.2)	1.2 (0.1)	0.17
**HOMA-IR**	141.3 (29.0)	159.2 (23.3)	1	152.2 (22.9)	104.8 (12.1)	0.26
**Insulin (µg/L**) (GTT baseline)	1.8 (0.4)	2.3 (0.7)	1	2.3 (0.4)	1.4 (0.1)	0.1
**Lactate (mmol/L**)	4.2 (0.3)	4.4 (0.2)	1	4.5 (0.4)	4.8 (0.2)	1
**NEFA (µmol/L**)	1,688 (78)	1,564 (46)	0.39	922 (87)	1030 (90)	0.90
**TG (mmol/L**)	1.1 (0.1)	1.0 (0.1)	1	0.8 (0.1)	0.7 (0.0)	0.76
**Total cholesterol (mmol/L**)	3.0 (0.1)	3.1 (0.1)	1	6.3 (0.3)	5.2 (0.2)	0.042
**ALT (IU/L**)	64 (6)	68 (5)	1	144 (33)	45 (9)	0.076
**AST (IU/L**)	114 (20)	118 (16)	1	207 (32)	162 (22)	0.65

Similar results were observed in female mice harboring the Mfn2^R707W^ mutation. Specifically, there was no difference in body weight, fat mass, fasting glucose or insulin between high-fat fed WT and KI mice (Figure 3—figure supplement 2A–C).

### Adipose-tissue specific activation of the integrated stress response in Mfn2^R707W^ mice

Mitochondrial dysfunction is sensed by cells, and triggers a series of adaptive responses to maintain mitonuclear balance and cellular homeostasis (Melber and Haynes, 2018). Precise sensing and transducing mechanisms vary among different forms of mitochondrial perturbation (D’Amico et al., 2017), and show some redundancy (Condon et al., 2021). Although details of the integration of these mechanisms in different tissue and cellular contexts are not fully elucidated, it is clear that the transcription factor Atf4 plays a crucial role (Lu et al., 2004). Atf4 is translationally upregulated following phosphorylation of eIF2α, which is a point of convergence of several cellular stress sensing pathways. The canonical eIF2α kinase HRI is most closely implicated in linking mitochondrial dysfunction to eIF2α phosphorylation (Guo et al., 2020; Fessler et al., 2020), but mTORC1 appears to play a role in Atf4 upregulation independently of eIF2α phosphorylation (Ben-Sahra et al., 2016). The response to sustained mitochondrial dysfunction overlaps significantly with the response to many other cellular stressors including unfolded protein induced stress (i.e. the unfolded protein response [UPR]), and is best characterised as a cellular ISR (Youle and van der Bliek, 2012).

Strong transcriptional evidence of ISR activation was found in adipose tissue of patients with *MFN2^R707W^*-related lipodystrophy (Rocha et al., 2017). We thus screened multiple tissues from the KI mice for ISR activation. mRNA levels of *Atf4*, *Atf5*, and *Ddit3* (Chop)*,* all sentinel markers of the ISR, were increased in BAT and epididymal WAT of KI mice (Figure 4A–C). *Ddit3* was also higher in inguinal WAT from KI animals. mRNA levels of *Atf4*, *Atf5*, and *Ddit3* (Chop) were unchanged in liver, heart, and skeletal muscle, except for a 1.4-fold rise in *Atf5* (p.adj=0.03) in skeletal muscle only. Phosphorylation of eIF2α and protein expression of Mthfd2, an Atf4-upregulated enzyme playing a rate-limiting role in mitochondrial one carbon metabolism (Shin et al., 2017; Forsström et al., 2019; Khan et al., 2017), were also both strongly increased in BAT and in WAT in KI mice (Figure 4D–F and Figure 4—figure supplement 1E–G and Figure 4—figure supplement 2), whereas they were unchanged in the liver, skeletal muscle, and heart. mRNA expression of two important secreted mediators of the organismal metabolic response to mitochondrial dysfunction, Gdf15 and Fgf21, trended towards an increase in adipose tissue, but serum concentrations were unchanged in KI mice (Figure 4—figure supplement 1A–D). This differs from observations in patients with MFN2^R707W^-related lipodystrophy (Khan et al., 2017; Fisher and Maratos-Flier, 2016; Patel et al., 2019), and may relate to the fact that such patients manifest non-alcoholic fatty liver disease, which was not seen in the KI animals.

**Figure 4.**
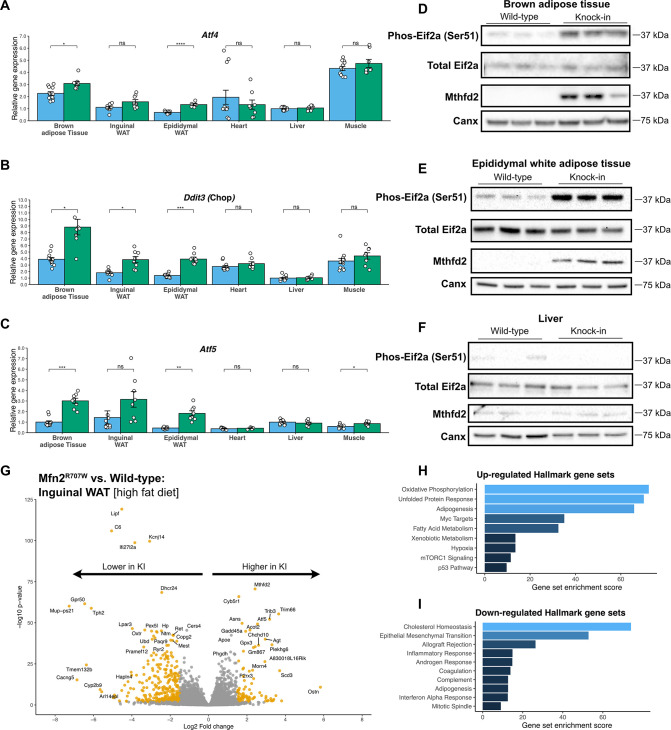
Mfn2^R707W^ causes an adipose-tissue-specific induction of the integrated stress response. qPCR of genes involved in the integrated stress response (ISR) for six tissues from animals fed chow diet for 6 months: *Atf4* (**A**), *Ddit3* (Chop, **B**), and *Atf5* (**C**). Each data point represents one animal. Target gene CT values were normalised to three housekeeping genes (*36b4, B2m,* and *Hprt*) and expressed relative to WT liver for each gene. WT in *blue*, homozygous Mfn2^R707W^ in *green*. p-values are FDR-adjusted for multiple tests. Western blots from BAT (**D**), epididymal WAT (**E**), and liver (**F**) illustrating Ser51-phosphorylation of eIF2α and expression of Mthfd2 with calnexin (*Canx*) as loading control. Western blots are representative of at least three biological and technical replicates. (**G**) Volcano plot from bulk RNA sequencing (n=8 per genotype) of inguinal WAT from mice on HFD. Significantly differentially expressed genes (Log_2_ fold change >1.5 and p-FDR <0.001) are highlighted in orange. Pathway analysis using significantly differentially expressed genes for upregulated (**H**) and downregulated (**I**) Hallmark gene sets. The X-axis depicts a relative gene set enrichment score. All illustrated gene sets are enriched with p-FDR <0.05. Asterisks indicate p-values from pairwise comparisons (T-tests) between WT and Mfn2^R707W^ KI that are FDR-adjusted for multiple tests (* p-FDR <0.05, ** p-FDR <0.01, *** p-FDR <0.001, **** p-FDR <0.0001). Figure 4—source data 1.Raw and annotated immunoblots from Figure 4D–F.

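In inguinal WAT from HFD-fed mice, 1886 of the 16471 genes tested were called, 1023 higher and 863 lower in KI mice (edgeR's quasi-likelihood test, n = 8 per genotype), and 5426 had an unadjusted p below 0.05. With the thresholds of the volcano plot, an absolute log2 fold change above 1.5 and an adjusted p below 0.001, 215 genes differed, 44 higher and 171 lower. In 772 of the called genes every KI mouse lay beyond every WT mouse. Over all genes tested the share so separated was 4.75%, against 0.0155% by chance. The threshold moved the number of called genes most, to 880 at an adjusted p below 0.001 and 3448 below 0.05. DESeq2, the paper's tool, called 2722 genes, among them all 1886, and one fit of all 6 groups of mice called 1242. Of the genes labelled in the volcano plot as higher in KI mice, 16 were tested and all 16 had a positive log2 fold change, 15 of them past both thresholds. Of those labelled as lower, 23 were tested, all 23 were negative and 22 passed both thresholds. Among called genes without overlap between the genotypes, Scd3 rose most (ENSMUSG00000025202, chromosome 19, 44203288 to 44244016), from 0.165 ± 0.149 CPM in WT to 2.10 ± 0.498 CPM in KI mice (SD, n = 8 each, at most 65 counts in a mouse). Its log2 fold change was 3.65 (standard error 0.381, adjusted p = 1.65e-06 from edgeR). Scd3 belongs to a family of similar genes, between which reads may not be told apart. It was followed by Trim66 (log2 fold change 3.63), Plekhg6 (3.30), Trib3 and Agt (2.95). The largest fall was that of Mup-ps21 (ENSMUSG00000083524, chromosome 4, 62029342 to 62031662), a pseudogene of a family with many similar members, from 11.1 ± 2.26 CPM to 0.0714 ± 0.0871 CPM (SD, n = 8 each). Its log2 fold change was -7.15 (standard error 0.448, adjusted p = 7.22e-09 from edgeR). Cacng5 had at most 2 counts in any KI mouse, and its mean was at least 11.7-fold lower in KI than in WT mice when set against the floor of 3 counts. Gpr50 (log2 fold change -6.40), Tmem132b (-6.29) and Tph2 (-6.11) came next.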

**Figure 4—figure supplement 1.**
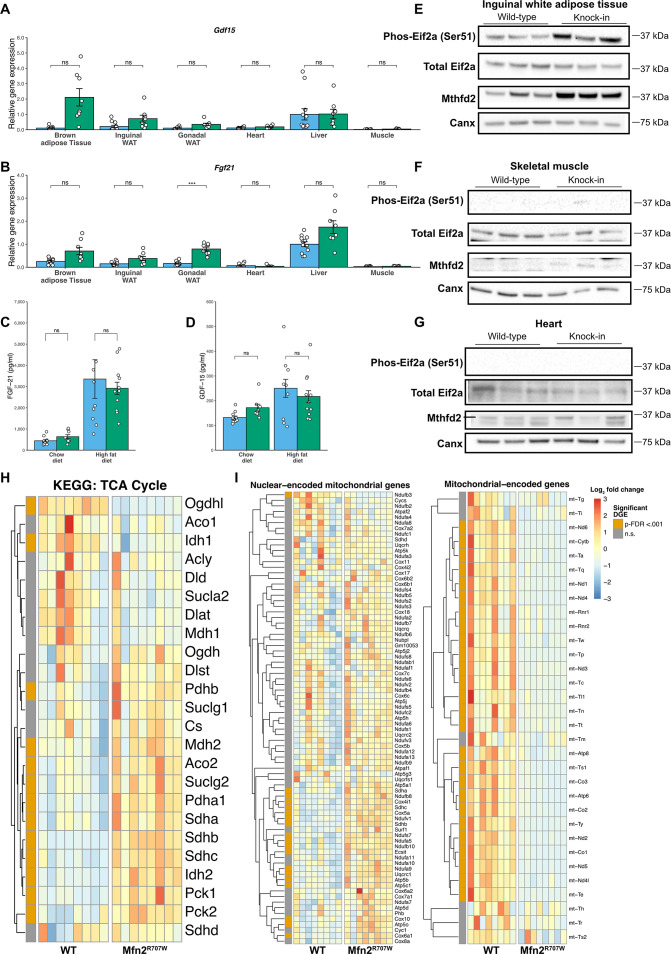
Mfn2^R707W^ causes adipose tissue-specific induction of the integrated stress response with perturbation of mitochondrial gene expression. qPCR of genes involved in the ISR for six tissues from animals fed a chow diet for 6 months: *Gdf15* (**A**) and *Fgf21* (**B**). Each data point represents data from a separate animal. Target gene CT values were normalised against three housekeeping genes (*36b4, B2m,* and *Hprt*) and expressed relative to WT liver for each gene. p-Values are FDR-adjusted for multiple tests. Serum FGF-21 (**C**) and GDF-15 (**D**) after 6 months of chow diet or HFD. Western blots from inguinal WAT (**E**), skeletal muscle (**F**), and heart (**G**) illustrating Ser51-phosphorylation of eIF2α and expression of Mthfd2 with calnexin (*Canx*) as loading control. Western blots are representative of at least three biological replicates. Mthfd2 in heart (**G**) is the upper band within the box, as indicated by a horizontal line. (**H**) Heatmap of all genes from the citrate acid (tricarboxylic acid (TCA)) cycle KEGG pathway. Colour illustrates the Log_2_ fold change normalised per gene. Those annotated with orange in the leftmost column had significant differential gene expression (DGE) with p-FDR <0.001. (**I**) Heatmaps comparing mRNA expression of mitochondrial- and nuclear-encoded mitochondrial genes from inguinal WAT from HFD-fed animals. Asterisks indicate p-values from pairwise comparisons (T-tests) between WT and Mfn2^R707W^ KI that are FDR-adjusted for multiple tests (*** p-FDR <0.001). Figure 4—figure supplement 1—source data 1.Raw and annotated immunoblots from Figure 4—figure supplement 1E–G.

**Figure 4—figure supplement 2.**
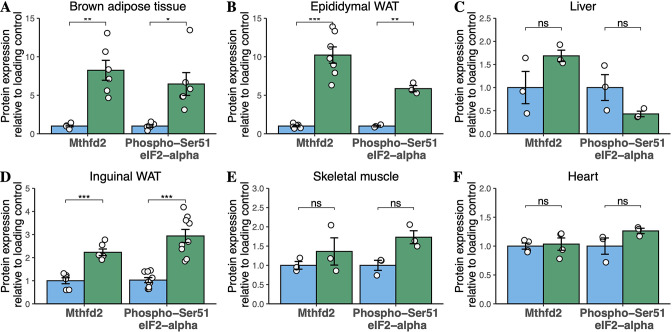
Quantification of western blots for components of the integrated stress response in high-fat diet-fed mice. Densitometric quantification of bands for Mthfd2 and phosphorylated Ser-51 eIF2α from male mice fed HFD for 6 months. (**A**) BAT, (**B**) epididymal WAT, (**C**) liver, (**D**) inguinal WAT, (**E**) skeletal muscle, and (**F**) heart. Data are from three to nine animals. Each point represents a separate animal. Asterisks indicate p-values from pairwise comparisons (T-tests) between WT and Mfn2^R707W^ KI that are FDR-adjusted for multiple tests (* p-FDR <0.05, ** p-FDR <0.01, *** p-FDR <0.001). WT in *blue*, homozygous Mfn2^R707W^ KI in *green*.

**Figure 4—figure supplement 3.**
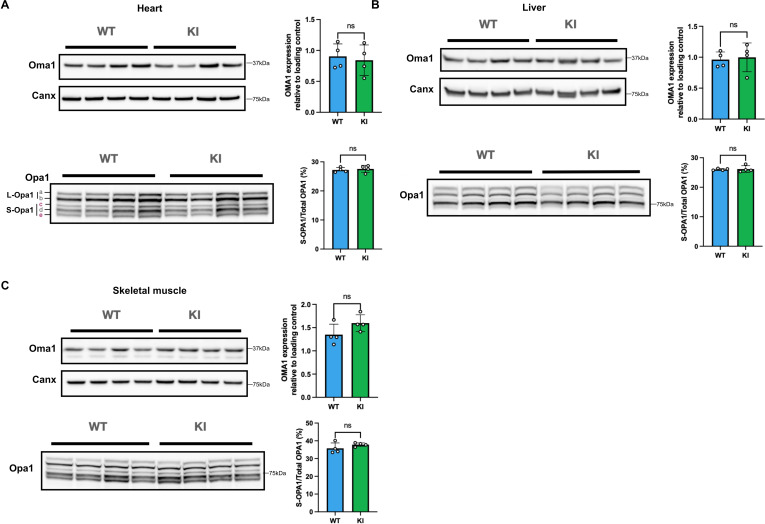
Mfn2^R707W^ does not affect Oma1 or Opa1 processing in heart, liver, and muscle. Western blots of heart (**A**), liver (**B**), and skeletal muscle (**C**) for Opa1 and Oma1 are shown. Tissues are from male mice fed chow diet for 6 months. Each lane contains samples from a separate animal, with band intensity quantified densitometrically. Opa1 is quantified as percentage of the short form of Opa1 (bands c and e of S-Opa1) to total Opa1 (long and short forms, bands a-e). ns, p>0.05 on unpaired T-tests, adjusted for multiple comparisons. WT in *blue*, homozygous Mfn2^R707W^ KI in *green*. Figure 4—figure supplement 3—source data 1.Raw and annotated immunoblots from Figure 4—figure supplement 3.

**Figure 4—figure supplement 4.**
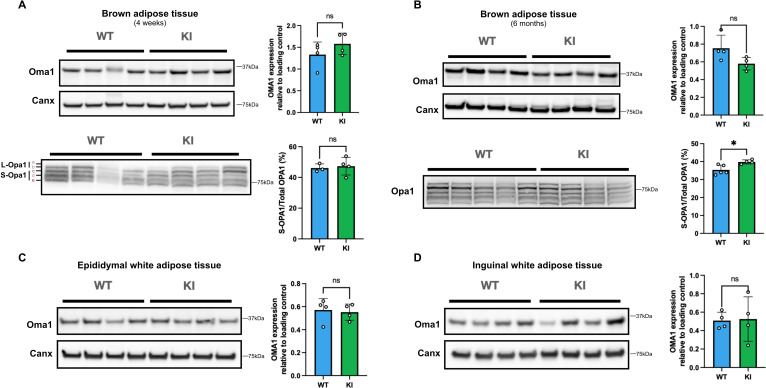
Evidence of modest activation of the Oma1-Opa1 pathway in brown adipose tissue from Mfn2^R707W^ mice. Western blots of BAT and WAT for Opa1 and Oma1 are shown. Tissues are from male mice fed chow diet. (**A**) BAT (chow diet for 4 weeks), (**B**) BAT (chow diet for 6 months), (**C**) Epididymal WAT (chow diet for 6 months), and inguindal WAT (chow diet for 6 months). Each lane contains samples from a separate animal with band intensity quantified densitometrically. Opa1 is quantified as percentage of the short form of Opa1 (bands c and e of S-Opa1) to total Opa1 (long and short forms, bands a-e). ns, p>0.05 on unpaired T-tests, adjusted for multiple comparisons. WT in *blue*, homozygous Mfn2^R707W^ KI in *green*. * p-FDR <0.05. Figure 4—figure supplement 4—source data 1.Raw and annotated immunoblots from Figure 4—figure supplement 4.

**Figure 4—figure supplement 5.**
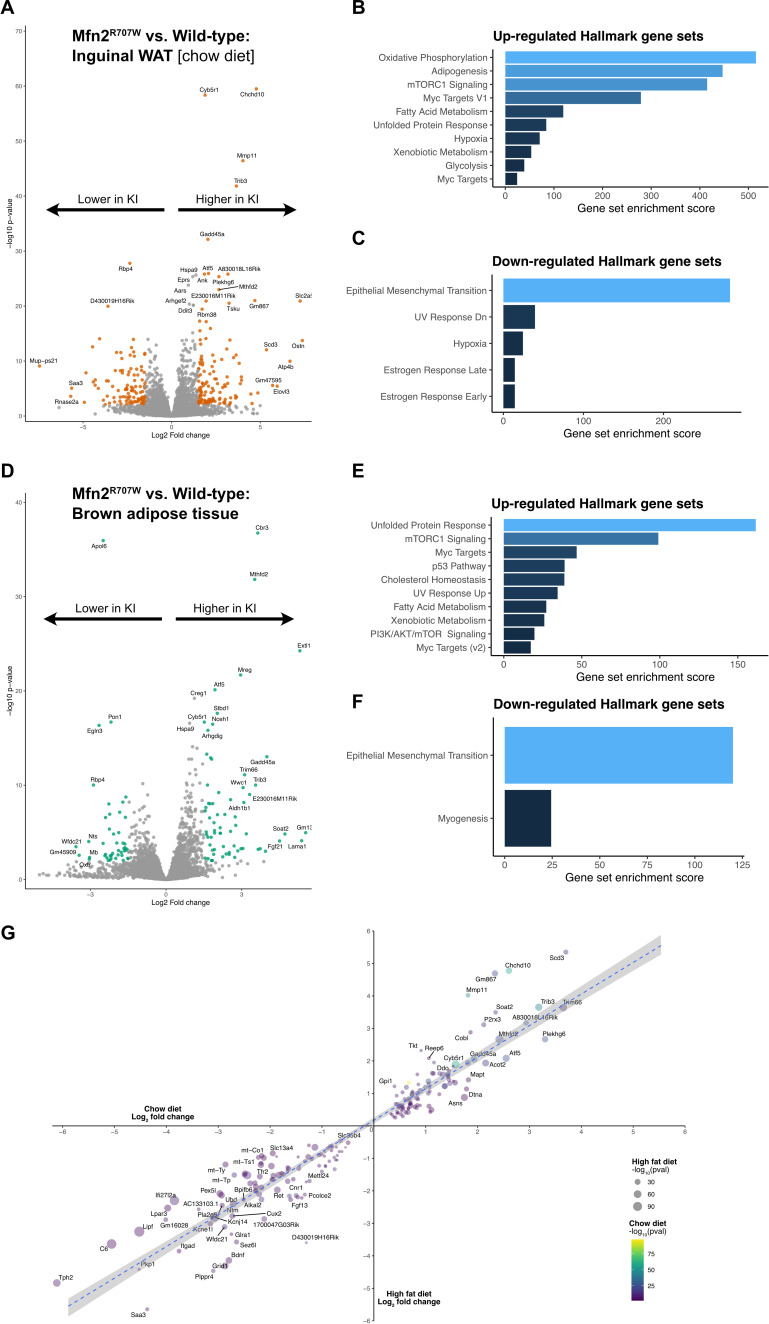
Transcriptional evidence of upregulation of the unfolded protein response and mTorc1 pathways in adipose tissue. (**A**) Volcano plot from bulk RNA sequencing (n=7 WT and n=6 KI) of inguinal WAT from mice on chow diet, where significantly differentially expressed genes (Log_2_ fold change >1.5 and p-FDR <0.001) are highlighted in *orange*. Pathway analysis using significantly differentially expressed genes for upregulated (**B**) and downregulated (**C**) Hallmark gene sets. X-axis depicts a relative gene set enrichment score. (**D**) Volcano plot from bulk RNA sequencing (n=6 per genotype) of BAT from mice on HFD, where significantly differentially expressed genes (Log_2_ fold change >1.5 and p-FDR <0.001) are highlighted in *green*. Pathway analysis using significantly differentially expressed genes for upregulated (**E**) and downregulated (**F**) Hallmark gene sets. X-axis depicts a relative gene set enrichment score. All illustrated gene sets are enriched with p-FDR <0.05. (**G**) Scatter plot of the top 100 up-/down-regulated genes from bulk RNA sequencing from inguinal WAT. For each gene, the fold change observed under HFD is plotted on the x-axis and fold change under chow diet is shown on the y-axis. P-values for each dietary condition are shown using size (HFD) and color (chow diet).

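In inguinal WAT from chow-fed mice, 479 of 14629 genes tested were called, 301 higher and 178 lower in KI mice (edgeR's quasi-likelihood test), and 3591 had an unadjusted p below 0.05. Of these, 59 passed the thresholds of the volcano plot, 43 higher and 16 lower. Every KI mouse lay beyond every WT mouse in 385 called genes and in 4.36% of all genes tested, where chance gives 0.117%. DESeq2 called 1102, among them all 479. Without WT mouse 6 the count fell to 285, and without KI mouse 5 it rose to 509. Of the labelled genes that were tested, all 22 marked as higher had positive log2 fold changes, 17 past both thresholds, and all 4 marked as lower had negative ones, 2 past both thresholds. Among called genes without overlap between the genotypes, Ostn had no count in any WT mouse and 2.95 ± 1.27 CPM in KI mice (SD, n = 6), which is at least 10.1-fold higher when WT is set at the floor of 3 counts. Slc2a5 (ENSMUSG00000028976, chromosome 4, 150119283 to 150144169) had 0.349 ± 0.281 CPM in WT mice (SD, n = 7) and rose in KI mice by a log2 fold change of 7.22 (standard error 0.775, adjusted p = 1.45e-04 from edgeR). Scd3 (log2 fold change 5.22), Chchd10 (4.78) and Gm867 (4.67) came next, and Chchd10 and Gm867 overlap on chromosome 10 (75933130 to 75937747 and 75937723 to 75940672), so that reads of one may have been counted on the other. Mup-ps21 had no count in any KI mouse and was at least 10.7-fold lower there than in WT mice. Tph2 (log2 fold change -4.82), Plppr4 (-4.39), Pkp1 (-4.26) and Grid1 (-4.22) followed, at mean levels in WT mice from 2.46 CPM for Pkp1 to 34.4 CPM for Tph2. When 1 mouse was left out, Mup-ps21 stayed called in 1 of 13 fits, Tph2 in 6 and Pkp1 in 7, and Plppr4 and Grid1 in all 13.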

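Of the 13267 genes tested in BAT, 243 were called, 180 higher and 63 lower in KI mice (edgeR's quasi-likelihood test, n = 6 per genotype), and 3242 had an unadjusted p below 0.05. Past the thresholds of the volcano plot were 23 genes, 19 higher and 4 lower. The genotypes did not overlap in 192 of the called genes and in 3.56% of all genes tested, where chance gives 0.217%. Among changes of the fit, one fit of all 6 groups moved the number of called genes most, to 835, followed by DESeq2 with 717, which included all 243. Without WT mouse 6 the number fell to 134, and without KI mouse 6 it rose to 313. The volcano genes numbered 42 without KI mouse 6 and 14 without KI mouse 4. Of the labelled genes that were tested, all 18 marked as higher had positive log2 fold changes, 11 of them past both thresholds, and all 5 marked as lower had negative ones, 3 past both thresholds. Scd3 again rose most among genes without overlap, from 0.148 ± 0.209 CPM in WT to 9.91 ± 6.14 CPM in KI mice (SD, n = 6 each), a log2 fold change of 5.93 (standard error 0.733, adjusted p = 4.68e-04 from edgeR). Extl1 (log2 fold change 5.22), Gadd45a, Cbr3 (3.63) and Mthfd2 followed. The largest falls were those of Rbp4 (-2.89), Egln3 (-2.65), Apol6 (-2.50), Hcar1 (-2.26) and Peg3 (-2.26). Rbp4 (ENSMUSG00000024990, chromosome 19, 38116620 to 38125321) fell from 103 ± 50.8 CPM to 13.9 ± 4.23 CPM (SD, n = 6 each, standard error of the log2 fold change 0.384, adjusted p = 0.00114 from edgeR). Leaving out 1 mouse at a time, Peg3 stayed called in 4 of 12 fits. Between BAT and inguinal WAT on HFD, 96 genes were called in both tissues, 71 higher in both, 19 lower in both and the rest in opposite directions.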

Given the recent evidence implicating HRI kinase as a key mediator of eIF2α phosphorylation induced by mitochondrial dysfunction (Guo et al., 2020; Fessler et al., 2020), we next sought to determine if this pathway was active in R707W KI mice. The pathway activating HRI kinase was reported to be initiated by activation of the metalloendopeptidase Oma1 (Baker et al., 2014; Anand et al., 2014). In addition to cleaving Dele1 (Harada et al., 2010), which activates HRI kinase, Oma1 also cleaves Opa1 (optic atrophy type 1) (Head et al., 2009) and itself upon activation. We thus immunoblotted tissue lysates for Opa1 and Oma1. No evidence for Oma1 activity was found in liver, skeletal muscle or heart (Figure 4—figure supplement 3). In BAT, we did detect a modest change in Oma1 expression and a slight increase in the short / long Opa1 ratio, providing some evidence that the pathway may be activated (Figure 4—figure supplement 4). However, the differences observed were small precluding a confident conclusion at this stage. In WAT, clear bands for all five Opa1 forms could not be visualised on repeated attempts and so we did not attempt to quantify the data. Current WAT data thus do not suggest Oma1 activation (Figure 4—figure supplement 4C–D). As far as we are aware, Oma1 activation has yet to be examined in Mfn2 tissue-specific KO models so we cannot infer anything from those studies either. Thus we conclude that the ISR is activated in selected tissues in the KI mice, but the question of how this is linked to the Mfn2 R707W mutation remains open.

To obtain an unbiased view of the transcriptional consequences of the lipodystrophy-associated Mfn2 mutation, we next applied bulk RNA sequencing (RNAseq) to BAT and inguinal WAT from HFD-fed mice. 

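BAT and inguinal WAT were taken from male mice homozygous for the R707W change in the endogenous Mfn2 gene (KI) and from wild-type (WT) mice, all fed an HFD with 45% of calories from fat for 6 months. The methods give a starting age of 5 weeks and a table legend gives 7 weeks. RNA of 6 KI and 6 WT mice was sequenced for BAT, and of 8 KI and 8 WT mice for inguinal WAT. The authors removed adapters from the paired reads with cutadapt, aligned them to GRCm38 with STAR, sorted them with samtools and counted them on genes with featureCounts. The paper's text does not name the annotation release, the strand setting of the counting or the versions of these tools. The deposited values are these counts, without normalization, with 1 value per gene and mouse, and each gene is listed with its symbol, Ensembl identifier and position. For inguinal WAT, 16 libraries were made per genotype, 2 technical replicates of each mouse, but the deposited table has 1 column per mouse, so each column was taken as both libraries together. Between 8042591 and 10347424 reads per mouse were counted on genes in BAT of WT mice (median 8445274) and between 8414754 and 10522554 in BAT of KI mice (median 8972028). In inguinal WAT the counts per mouse ran from 19835504 to 25680411 in WT mice (median 20930280) and from 17572752 to 24498516 in KI mice (median 21968862). The 10 genes with the most counts took from 16.3% to 21.1% of the counts in WT BAT and from 12.0% to 14.8% in KI BAT. In inguinal WAT they took from 10.5% to 17.8% in WT and from 8.27% to 10.6% in KI mice. Within each tissue, KI mice were compared with WT mice with edgeR, which normalized for library size with TMM and tested each gene with its quasi-likelihood test. Its filter on low counts left 13267 genes for BAT and 16471 for inguinal WAT, and p values were adjusted over these by the Benjamini-Hochberg method. A gene with an adjusted p below 0.01, the threshold in the paper's methods, is given as called. Expression in single mice is given as CPM, counts scaled to the normalized library size. Transcripts of 4 Y-linked genes were present in every group and Xist was at or near 0 in each, with at most 7 counts in any mouse, as in male tissue.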

Inguinal, rather than epididymal, WAT was selected as subcutaneous adipose tissue is predominantly affected in human MFN2-related and other partial lipodystrophies (Mann and Savage, 2019). 

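The edited gene itself, Mfn2 (ENSMUSG00000029020, chromosome 4, 147873599 to 147904704), had 182 ± 24.0 CPM in WT and 230 ± 27.1 CPM in KI mice in inguinal WAT on HFD (SD, n = 8 each). The log2 fold change was 0.34 (standard error 0.0901, adjusted p = 0.0114 from edgeR). In BAT it had 275 ± 12.8 CPM in WT and 337 ± 47.9 CPM in KI mice (SD, n = 6 each), a log2 fold change of 0.29 (standard error 0.109, adjusted p = 0.113 from edgeR). Single-mouse values differed between genotypes in both tissues (2-sided exact permutation tests, p = 0.00326 and p = 0.00649). Mfn1 was not called in either tissue (log2 fold change 0.11, adjusted p = 0.317 in inguinal WAT, and 0.28, adjusted p = 0.138 in BAT, edgeR), and nor were Oma1 (-0.05 and -0.26), Opa1 (0.04 and 0.16) and Dele1 (0.24 and -0.16). A list of 39 genes of the ISR, drawn up without regard to these counts, stood in for the ISR, since the Hallmark sets of the paper were not at hand. In inguinal WAT the median log2 fold change of the 39 genes was 0.59, with 33 higher in KI mice. 25 were called higher and none lower, and adjusted over the list alone 28 were higher and 1 lower. In BAT 38 were tested, with a median of 1.04 and 33 higher. 18 were called higher and none lower, and adjusted over the list alone 29 were higher and 1 lower. The mean log2 CPM of the list was higher in each KI mouse than in every WT mouse in both tissues (2-sided exact permutation tests, p = 1.55e-04 for 8 against 8 mice and p = 0.00216 for 6 against 6, the smallest these numbers allow). The competitive test camera with a preset correlation gave adjusted p values of 2.31e-40 and 3.43e-34, fry 1.2e-10 and 3.06e-04, and camera with an estimated correlation 5.36e-05 and 0.0186. With the preset correlation, random divisions of the same mice passed a median of 9 lists in inguinal WAT and 8 in BAT. Many of these divisions kept part of the genotype difference, so these medians are not those of chance alone. The preset correlation may still understate the correlation between genes, so exact tests of single-mouse means are given beside it from here on. The Reactome set for the unfolded protein response moved the result most, with adjusted p values of 0.512 in inguinal WAT and 0.0601 in BAT. A separate list of 24 chaperones and quality-control genes of the endoplasmic reticulum had a median log2 fold change of 0.10 in inguinal WAT. There 3 genes were called higher and 1 lower, and the exact permutation test of the list gave p = 0.0367, or 0.0684 adjusted over all lists. In BAT its median was -0.02 (exact permutation test, p = 0.18), with 2 called higher and none lower. Across all 3 comparisons of genotype, 66 such pairs of list and comparison were tested, and the adjusted values of these list tests are over all of them (67 for the exact test).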

Induction of the ISR was confirmed in both BAT and WAT (Figure 4G–I and Figure 4—figure supplement 5), with the “unfolded protein response” gene set, a surrogate for the ISR, the top upregulated gene set in BAT and 6th in inguinal WAT. 

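Atf5 (ENSMUSG00000038539, chromosome 7, 44812256 to 44816658) rose from 143 ± 41.8 CPM in WT to 838 ± 165 CPM in KI mice in inguinal WAT (SD, n = 8 each), a log2 fold change of 2.55 (standard error 0.172, adjusted p = 1.07e-08 from edgeR). In BAT it rose from 243 ± 68.2 to 923 ± 180 CPM (SD, n = 6 each), a log2 fold change of 1.93 (standard error 0.193, adjusted p = 3.4e-05 from edgeR). Ordered by log2 fold change, it was the number 8 of the 1023 genes called higher in inguinal WAT and number 21 of the 180 in BAT. Mthfd2 (ENSMUSG00000005667, chromosome 6, 83305691 to 83325908) rose from 9.83 ± 2.45 to 52.8 ± 6.73 CPM in inguinal WAT (SD, n = 8 each), a log2 fold change of 2.42 (standard error 0.132, adjusted p = 6.27e-10 from edgeR). Its level in BAT was 3.96 ± 2.19 CPM in WT and 44.6 ± 13.8 CPM in KI mice (SD, n = 6 each), a log2 fold change of 3.50 (standard error 0.292, adjusted p = 3.4e-05 from edgeR). It was number 10 in inguinal WAT and number 6 in BAT in the same order. For both genes every KI mouse lay above every WT mouse in both tissues (2-sided exact permutation tests, again the smallest p values possible). With each mouse left out in turn, both stayed called in all 16 fits of inguinal WAT and all 12 of BAT. The log2 fold change of Atf5 ran from 2.48 to 2.69 and from 1.82 to 2.05 in these fits, and that of Mthfd2 from 2.36 to 2.53 and from 3.34 to 3.84.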

*Atf5* and *Mthfd2* were confirmed among the most highly upregulated mRNAs in both tissues, and a range of other well established ISR genes also showed increased expression. These included *Ddit3* (Chop), *Trib3*, an Atf4-driven ISR component that exerts negative feedback on the ISR, and *Gadd45a*, involved in ISR-induced G2/M checkpoint arrest (Lee et al., 2019).

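Ddit3 (ENSMUSG00000116429, chromosome 10, 127290829 to 127293753) rose from 39.0 ± 6.58 CPM in WT to 101 ± 12.6 CPM in KI mice in inguinal WAT (SD, n = 8 each), a log2 fold change of 1.37 (standard error 0.104, adjusted p = 4.04e-08 from edgeR). In BAT the values were 62.9 ± 19.4 and 279 ± 152 CPM (SD, n = 6 each), a log2 fold change of 2.15 (standard error 0.399, adjusted p = 0.00851 from edgeR). There Ddit3 stayed called in 2 of the 12 fits that each left out 1 mouse, with log2 fold changes from 1.92 to 2.35. Trib3 (ENSMUSG00000032715, chromosome 2, 152337422 to 152344032) had log2 fold changes of 3.18 in inguinal WAT (standard error 0.222, adjusted p = 4.72e-08 from edgeR) and 3.54 in BAT (standard error 0.514, adjusted p = 0.00245). Gadd45a (ENSMUSG00000036390, chromosome 6, 67035096 to 67037457) had log2 fold changes of 1.93 (standard error 0.126, adjusted p = 7.22e-09 from edgeR) and 3.99 (adjusted p = 0.00143). The rise of Gadd45a was larger in BAT than in inguinal WAT, by 2.08 on the log2 scale, when the difference between tissues was itself tested (adjusted p = 0.00455, edgeR). Atf4 rose from 148 ± 27.9 to 309 ± 24.2 CPM in inguinal WAT (SD, n = 8 each, adjusted p = 5.35e-07 from edgeR), and in BAT its log2 fold change of 0.68 (standard error 0.153, adjusted p = 0.0148) did not reach the threshold. In inguinal WAT every KI mouse lay above every WT mouse for each of these 4 genes, in BAT this held for Gadd45a alone, and for the others 5 of 6 KI mice lay above every WT mouse. From the higher expression of these genes, and from the unfolded protein response gene set taken as a surrogate, the paper concludes that the ISR was induced in both tissues.

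**Figure D1:**
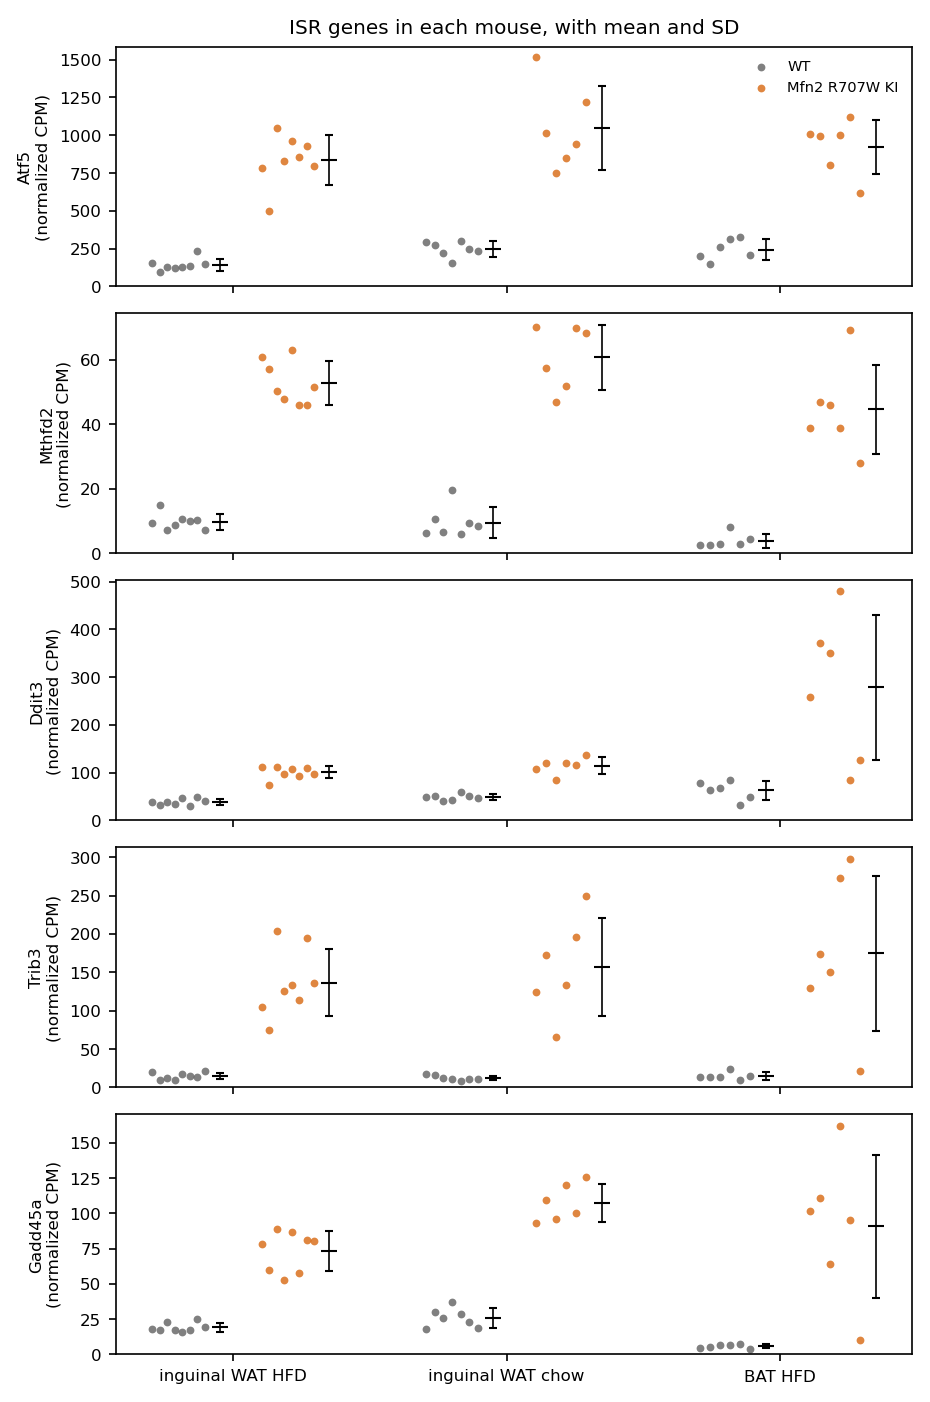
Normalized CPM of Atf5, Mthfd2, Ddit3, Trib3 and Gadd45a in each mouse (points) by tissue and diet (horizontal axis), for WT (grey) and KI mice (orange), with the mean and SD in black. In inguinal WAT on HFD the KI mice lie above all WT mice for all 5 genes, and for Ddit3 the KI mice in BAT have an SD of 152 CPM.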

The top upregulated gene set in inguinal WAT was ‘oxidative phosphorylation’, driven solely by increased expression of nuclear-encoded mitochondrial genes (Figure 4—figure supplement 1H). In contrast, mitochondria-encoded genes were nearly universally downregulated (Figure 4—figure supplement 1I), recapitulating the pattern seen in affected human WAT (Rocha et al., 2017). 

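The 81 nuclear-encoded genes shown in the paper's heatmap had a median log2 fold change of 0.17 in inguinal WAT on HFD, with 71 higher and 10 lower in KI mice. Of these, 16 were called higher and 1 lower, and adjusted over the list alone 17 were higher and 1 lower. Sdhb (ENSMUSG00000009863, chromosome 4, 140961203 to 140979193) rose most among those called, from 102 ± 6.32 to 165 ± 17.2 CPM (SD, n = 8 each), a log2 fold change of 0.70 (standard error 0.0694, adjusted p = 9.15e-07 from edgeR). Ndufb3 was the one called lower (log2 fold change -0.55, adjusted p = 7.78e-04). The list's mean log2 CPM was 0.19 higher in KI mice, 4 of 8 of which lay above every WT mouse (2-sided exact permutation test, p = 0.00233). This exceeded the change of all nuclear genes (0.23 relative to their mean, exact permutation test, p = 0.00373). The adjusted p was 1.06e-06 by camera with the preset correlation, 0.00446 by fry and 0.4 by camera with an estimated correlation. A list of 24 genes of the TCA cycle heatmap had a median log2 fold change of 0.18. Of these, 10 were called higher and 2 lower, from Ogdhl (-1.74) to Pck1 (1.40). The exact permutation test of the list's mean gave p = 0.0378, or 0.0684 adjusted over all lists.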

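All 13 mRNAs encoded by the mitochondrial genome were lower in KI mice in inguinal WAT on HFD, with a median log2 fold change of -1.78, and all 13 were called, both over all genes and adjusted over the list alone. The largest fall was that of mt-Nd6 (ENSMUSG00000064368, mitochondrial genome, 13552 to 14070), from 5469 ± 1685 CPM in WT to 1212 ± 196 CPM in KI mice (SD, n = 8 each), a log2 fold change of -2.17 (standard error 0.174, adjusted p = 8.18e-08 from edgeR). The smallest was that of mt-Atp8, a log2 fold change of -1.30 (standard error 0.274, adjusted p = 0.00216 from edgeR). mt-Nd6 lies on the strand opposite to mt-Nd5, and mt-Atp8 overlaps mt-Atp6, so that the reads assigned to each depend on the strand setting and on how shared reads were counted. Of the 26 tested genes of the paper's heatmap of mitochondrially encoded genes, which include tRNAs and rRNAs, 26 were lower and 24 called, with mt-Tc lowest (log2 fold change -2.92). The mean log2 CPM of the 13 mRNAs fell by 1.72 in KI mice, and each KI mouse lay below every WT mouse (2-sided exact permutation test, p = 1.55e-04, the smallest possible). Mitochondrially encoded genes held 9.46 ± 3.05% of all counts in WT and 2.61 ± 0.497% in KI mice (SD, n = 8 each). The adjusted p was 8.23e-30 by camera, 1.68e-05 by fry and 0.0181 with an estimated correlation.

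**Figure D2:**
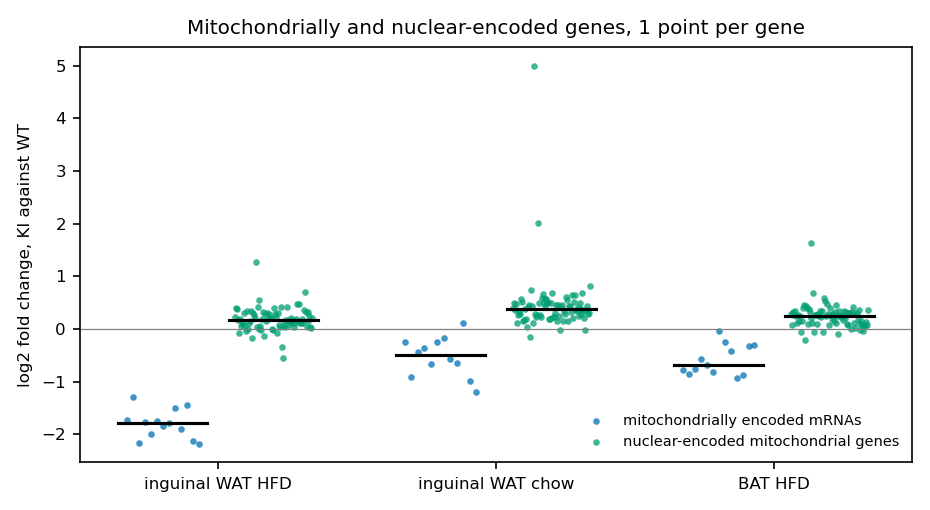
Log2 fold change of KI against WT mice (vertical axis) for the mitochondrially encoded mRNAs (blue) and the nuclear-encoded mitochondrial genes of the paper's heatmap (green), 1 point per gene, by tissue and diet, with the median as a black bar. In inguinal WAT on HFD all 13 mitochondrially encoded mRNAs lie below 0, around a median of -1.78, and the nuclear-encoded genes lie around 0.17.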

In BAT, a similar but weaker pattern was seen on inspection of heatmaps, but this was not sufficient to reach statistical significance.

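In BAT all 13 mitochondrially encoded mRNAs were lower in KI mice as well, with a median log2 fold change of -0.69, but 2 were called, and 6 when adjusted over the list alone. These were mt-Nd4, from 17314 ± 3013 CPM in WT to 9044 ± 698 CPM in KI mice (SD, n = 6 each, log2 fold change -0.94, standard error 0.144, adjusted p = 0.00114 from edgeR), and mt-Co1 (log2 fold change -0.75, adjusted p = 0.00978). mt-Co1 was called in none of the 12 fits that each left out 1 mouse. The mean log2 CPM of the 13 mRNAs fell by 0.55 and 2 of 6 KI mice lay below every WT mouse (2-sided exact permutation test, p = 0.0152). By camera the adjusted p was 1.37e-07, by fry 0.0131 and with an estimated correlation 0.19. Of the paper's heatmap of mitochondrially encoded genes, 29 were tested in BAT, 21 lower and 8 higher, with a median log2 fold change of -0.32 (exact permutation test of the list's mean, p = 0.13; fry, adjusted p = 0.117; camera, adjusted p = 0.0014). Mitochondrially encoded genes held 16.3 ± 1.45% of counts in WT and 11.4 ± 0.816% in KI mice (SD, n = 6 each). For the 81 nuclear-encoded genes the median log2 fold change was 0.25, with 74 higher. None of them was called, over all genes or adjusted over the list alone. The exact permutation test of the list's mean gave p = 0.0476, or 0.0818 adjusted over all lists. The adjusted p was 1.0e-06 by camera with the preset correlation, 0.13 by fry and 0.521 with an estimated correlation. The fall of the 13 mRNAs was larger in inguinal WAT than in BAT, with a median difference of -1.23 (camera with the preset correlation, adjusted p = 1.62e-15; fry, 0.00202; permutation of the residuals of the list's mean, 0.00173; permutation of the means themselves, 0.15).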

Another finding common to mouse and human was the transcriptional evidence of mTORC1 activation. The ‘mTorc signalling’ gene set was the second most upregulated group in BAT and third most upregulated in WAT (Figure 4—figure supplement 5B, E). This activation is consistent with the proposed role for mTORC1 in mediating the proximal ISR (Ben-Sahra et al., 2016), and is of interest given accumulating evidence that the mTORC1 inhibitor sirolimus may exert beneficial effects in various mitochondrial diseases (Johnson et al., 2013).

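The Hallmark set for mTORC1 signalling was not at hand and had no list of its own, so that the enrichment itself was not recomputed. Lists of related genes were tested in its place. Genes of glycolysis and the pentose phosphate pathway had a median log2 fold change of 0.08 in inguinal WAT on HFD (exact permutation test of the list's mean, p = 0.271; 2 called higher and 1 lower of 19). In BAT their median was 0.20 (exact permutation test, p = 0.307; none called, 16 of 19 higher). In inguinal WAT on chow it was 0.67 (exact permutation test, p = 5.83e-04, the smallest possible; 6 called higher and none lower of 19), and 6 of 6 KI mice lay above every WT mouse. Genes of amino acid synthesis and one-carbon metabolism, which include Mthfd2, rose in inguinal WAT on HFD by a median of 0.38 (8 of 26 called higher, none lower), and each KI mouse lay above every WT mouse (exact permutation test, p = 1.55e-04, the smallest possible). Cytosolic aminoacyl-tRNA synthetase genes rose by a median of 0.39 in inguinal WAT on HFD (10 of 19 called higher), 0.38 on chow (8 of 19) and 0.63 in BAT (9 of 19), each time without overlap between the genotypes. The synthetase list shares genes such as Nars with the ISR list, and the amino acid list shares members with it too. The rise of these lists therefore partly repeats that of the ISR list and cannot speak for mTORC1.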

Although no increase in adipose tissue mass was seen in *Mfn2^R707W^* mice the ‘adipogenesis’ gene set was upregulated in inguinal WAT under both diet conditions (Figure 4H, Figure 4—figure supplement 5B). However, closer inspection revealed a mixed profile of individual gene expression. 

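Adipogenesis was represented by a list of 30 adipocyte genes, written without regard to these counts, in place of the Hallmark set. In inguinal WAT on HFD its median log2 fold change was 0.01, with 15 genes higher and 15 lower. 4 were called higher and 8 lower, from Acsl1 (-1.13) to Pck1 (1.40), and adjusted over the list alone 6 were higher and 9 lower. The list's mean log2 CPM did not differ between genotypes (2-sided exact permutation test, p = 0.506; camera, adjusted p = 0.395; fry, 0.6). A test of the called genes alone moved the result most (Fisher's exact test, adjusted p = 8.91e-04, with more genes lower than higher). With the Reactome set for white adipocyte differentiation in its place, the direction turned to higher in KI mice (camera, adjusted p = 0.251).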

The most consistent finding was downregulation of the adipokine-encoding mature adipocyte genes *Adipoq* and *Lep* in *Mfn2^R707W^* mice (discussed below). 

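Among 11 genes for secreted adipocyte proteins, which include Adipoq, Lep and Cfd, the median log2 fold change in inguinal WAT on HFD was -0.16. The exact permutation test of the list's mean gave p = 0.0298, or 0.0625 adjusted over all lists, and camera an adjusted p of 0.167. Of these genes 4 were called lower and 1 was called higher. Retn was the lowest of those called, from 457 ± 79.3 CPM in WT to 220 ± 45.7 CPM in KI mice (SD, n = 8 each, log2 fold change -1.05, standard error 0.135, adjusted p = 1.84e-05 from edgeR). Apoe was the one called higher (log2 fold change 1.18, standard error 0.0939, adjusted p = 7.38e-08). Cfd was not called (log2 fold change 0.40, standard error 0.226, adjusted p = 0.233). Within each mouse, Adipoq and Lep fell relative to the mean of 24 other adipocyte genes (exact permutation test, p = 1.55e-04, the smallest possible), which itself did not differ between genotypes (0.04, exact permutation test, p = 0.745).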

*Adipoq* and *Lep* were also downregulated in BAT (fold changes 0.64 (p.adj=6.3 × 10^–4^) *and 0.31* (p.adj=0.03) respectively), but the adipogenesis gene set was not enriched overall (Figure 4—figure supplement 5E).

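In BAT Adipoq (ENSMUSG00000022878, chromosome 16, 23146536 to 23158028) had 857 ± 65.5 CPM in WT and 540 ± 136 CPM in KI mice (SD, n = 6 each), a log2 fold change of -0.67 (standard error 0.147, adjusted p = 0.0133 from edgeR). Lep (ENSMUSG00000059201, chromosome 6, 29060220 to 29073877) had 80.7 ± 57.7 CPM in WT and 24.4 ± 10.4 CPM in KI mice (SD, n = 6 each), a log2 fold change of -1.72 (standard error 0.582, adjusted p = 0.101 from edgeR). For Adipoq 5 of 6 KI mice lay below every WT mouse (2-sided exact permutation test, p = 0.00433), and for Lep 1 of 6 (exact permutation test, p = 0.0628). As fold changes these are 0.630 for Adipoq and 0.303 for Lep. Within each BAT sample no change of Lep was detected relative to 31 genes at least 20 times lower in BAT than in inguinal WAT of both diets on average (exact permutation test, p = 0.643). The 30 adipocyte genes had a median log2 fold change of -0.21 in BAT, with 21 lower and 2 called lower, Rbp4 and Retn (exact permutation test of the list's mean, p = 0.0173; camera, adjusted p = 0.00107; fry, 0.0197; estimated correlation, 0.24). The 11 secreted protein genes fell by a median of 0.67, with each KI mouse below every WT mouse (exact permutation test, p = 0.00216, the smallest possible). The 31 genes far lower in BAT than in inguinal WAT fell in KI BAT too. Less white fat in these samples therefore stays open as a cause of the falls of both lists.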

To assess for other potential drivers of adipose hyperplasia, we also examined downregulated gene sets. The signature of epithelial-mesenchymal transition (EMT) was the most strongly down-regulated set in mouse BAT and WAT (Figure 4I, Figure 4—figure supplement 5C, F), and was also previously found to be downregulated in overgrown human WAT in MFN2-associated multiple symmetric lipomatosis (Rocha et al., 2017). 

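A list of genes of the extracellular matrix and of EMT, written without regard to these counts, took the place of the Hallmark set. In inguinal WAT on HFD 48 were tested, with a median log2 fold change of -0.32 and 37 lower in KI mice. 8 were called lower and 4 higher, and adjusted over the list alone 13 were lower and 4 higher. Lum fell most among those called (ENSMUSG00000036446, chromosome 10, 97565128 to 97572703) (log2 fold change -1.39, standard error 0.2, adjusted p = 9.79e-05 from edgeR), and Thbs1 rose most (log2 fold change 1.58, adjusted p = 0.00213). In BAT 35 of 45 tested were lower, with a median of -0.33. The only gene called was Lox (log2 fold change -1.04, standard error 0.202, adjusted p = 0.00648 from edgeR), which stayed called in 3 of the 12 fits that each left out 1 mouse, and adjusted over the list alone 2 were lower. The list's mean log2 CPM fell by 0.22 in inguinal WAT, with 2 of 8 KI mice below every WT mouse, and by 0.32 in BAT, with 3 of 6 (2-sided exact permutation tests, p = 0.0287 and p = 0.0368, or 0.0621 and 0.0684 when adjusted over all lists). By camera with the preset correlation the adjusted p values were 0.00133 and 2.87e-05, by fry 0.0487 and 0.0625, and with an estimated correlation 0.511 and 0.388. Fibroblast marker genes outside the list also fell in BAT, by 0.60, with an exact permutation p of 0.00216, the smallest possible, and in inguinal WAT they fell by 0.10 (exact permutation test, p = 0.501).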

In bulk transcriptomic data it is not possible to discern the cell type(s) responsible for this consistent signature. However, TGFβ family ligands are important mediators of EMT, some family members inhibit adipogenesis (Zamani and Brown, 2011), and they also play important roles in regulating mitochondrial function and in responding to mitochondrial dysfunction (Casalena et al., 2012).

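Of 18 genes for TGFβ family ligands, receptors and binding proteins, 10 were higher and 8 lower in KI mice in inguinal WAT on HFD, with a median log2 fold change of 0.01. Tgfb3 was called higher (ENSMUSG00000021253, chromosome 12, 86056745 to 86079041), from 25.7 ± 6.42 CPM in WT to 38.4 ± 6.10 CPM in KI mice (SD, n = 8 each, log2 fold change 0.57, standard error 0.146, adjusted p = 0.00863 from edgeR). It stayed called in 4 of the 16 fits that each left out 1 mouse. Ltbp3 was called lower, from 518 ± 102 to 321 ± 48.4 CPM (SD, n = 8 each, log2 fold change -0.69, standard error 0.12, adjusted p = 3.97e-04 from edgeR), in all 16 of these fits. The list's mean did not differ between genotypes in inguinal WAT (2-sided exact permutation test, p = 0.716). In BAT 12 of 17 tested were lower, with a median of -0.17 and none called, 2 lower when adjusted over the list alone. 4 of 6 KI mice had a list mean below every WT mouse (exact permutation test, p = 0.00649, or 0.0161 adjusted over all lists; camera, adjusted p = 0.0947; fry, 0.0393). The difference between the tissues was not past the threshold of the list tests (permutation of the residuals, adjusted p = 0.0585).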

We next sought to assess whether the increased demand for adipose expansion imposed by HFD feeding exacerbates the transcriptional consequences of Mfn2 R707W homozygosity. RNAseq was thus undertaken of inguinal WAT from mice maintained on HFD for 6 months. 

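The other samples of inguinal WAT came from 7 WT and 6 KI male mice fed chow for 6 months, each given by 1 library and 1 column of counts, made by the authors with the same steps as for the HFD samples. Counts per mouse ran from 8668279 to 11720458 in WT mice (median 9976124) and from 8921120 to 11229208 in KI mice (median 10117928), below those of the HFD samples of the same depot. The 10 genes with the most counts took from 8.20% to 11.4% of the counts in WT and from 7.68% to 11.0% in KI mice. KI mice were compared with WT mice in these 13 samples alone, with edgeR as above, and 14629 genes passed the filter on low counts. The effect of KI on HFD was then compared with that on chow by the interaction of genotype and diet, in a fit of all inguinal WAT samples that tested 17400 genes. The counts of the diets were deposited as separate sets with no mouse in common, so this interaction also holds any difference between the sets. To compare the numbers of genes at like numbers of mice and counts, 50 draws were made from the HFD samples with as many mice of each genotype and as many counts as on chow. The draws keep the spread between the HFD mice.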

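On chow Mfn2 had 191 ± 33.1 CPM in WT (SD, n = 7) and 246 ± 27.2 CPM in KI mice (SD, n = 6), a log2 fold change of 0.37 (standard error 0.123, adjusted p = 0.0789 from edgeR). There 5 of 6 KI mice lay above every WT mouse (2-sided exact permutation test, p = 0.0117). Over the 1971 genes called on either diet and tested on both, Pearson's r between the log2 fold changes on HFD and on chow was 0.702 and Spearman's rho 0.645. These are correlations across genes, which are not independent replicates. Leaving out 1 mouse at a time gave r from 0.658 to 0.733 and a jackknife standard error of 0.103. The DESeq2 fold changes moved r most, to 0.456. For 1623 of the 1971 genes (82.3%) the direction was the same on both diets. Over the 100 most raised and 100 most lowered genes on HFD, r was 0.826, and 178 (89%) went in the same direction on chow. Over all 14598 genes tested on both diets r was 0.490 and 64.8% went in the same direction. On both diets 271 genes were called, 173 higher on both, 93 lower on both and the rest in opposite directions.

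**Figure D3:**
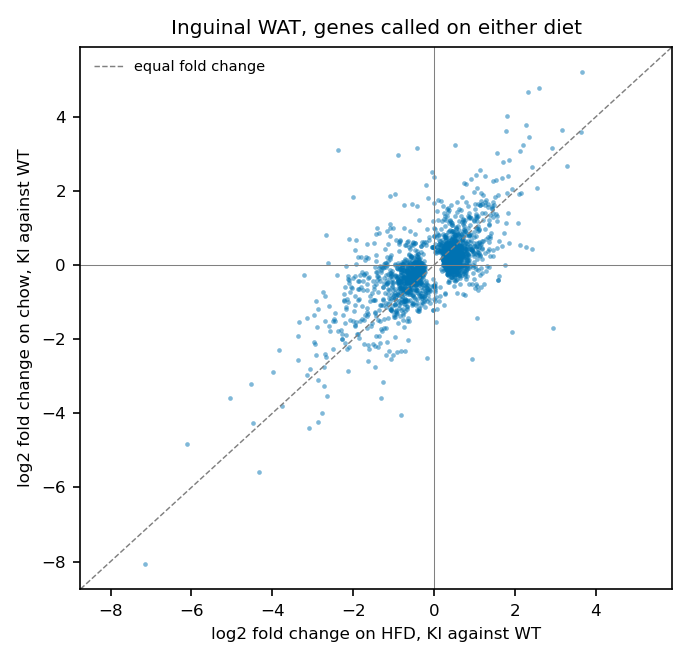
Log2 fold change of KI against WT mice in inguinal WAT on HFD (horizontal axis) and on chow (vertical axis) for the 1971 genes called on either diet, 1 point per gene, with a dashed line of equal fold change. Points in the lower left and upper right quadrants are the 1623 genes with the same direction on both diets.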

Comparison to WT animals revealed strikingly concordant findings to those seen in chow-fed mice (Figure 4—figure supplement 5G). No general differences were seen in the magnitude of transcriptional changes induced by Mfn2 R707W homozygosity between conditions. 

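The difference between diets depended on where the genes were chosen. Over the 1767 genes called on HFD, the median absolute log2 fold change was 0.58 on HFD and 0.34 on chow, and 1348 had the larger change on HFD. Over the 475 genes called on chow, it was 0.48 on HFD and 0.93 on chow, and 63 had the larger change on HFD. The slope through the origin was 0.663 for chow on HFD and 0.739 for HFD on chow over the genes called on either diet. Tested gene by gene, the KI effect differed between diets for 147 of 17400 genes at an adjusted p below 0.01, more positive on HFD for 46 and more negative for 101 (edgeR's quasi-likelihood test of the interaction). Without adjustment 2974 had a p below 0.05. DESeq2 moved this number most at the same threshold, to 401. When the HFD samples were drawn down to the mice and counts of the chow samples, between 894 and 1850 genes were called in the 50 draws, with a median of 1120.5, against 479 on chow.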

Oxidative phosphorylation, unfolded protein response and adipogenesis Hallmark gene sets were strongly upregulated, whereas genes in the EMT set were downregulated in KI mice on both diets. 

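On chow the ISR list had a median log2 fold change of 0.61, with 33 of 38 genes higher. 18 were called higher and none lower, and adjusted over the list alone 24 were higher. Each KI mouse lay above every WT mouse in the list's mean log2 CPM (2-sided exact permutation test, p = 5.83e-04, the smallest possible). The adjusted p was 3.53e-39 by camera, 1.18e-06 by fry, 9.19e-04 with an estimated correlation and 0.0627 with the Reactome set for the unfolded protein response. Atf5 had a log2 fold change of 2.08 (standard error 0.185, adjusted p = 1.45e-05 from edgeR), Mthfd2 2.66 (adjusted p = 3.16e-05), Ddit3 1.23 (adjusted p = 1.6e-05), Gadd45a 2.05 (adjusted p = 5.53e-06) and Atf4 0.61 (adjusted p = 0.0101). Endoplasmic reticulum chaperones had a median of 0.05 (exact permutation test, p = 0.0583). The nuclear-encoded mitochondrial genes had a median of 0.37, with 77 of 80 higher, 3 called higher and none lower, and 21 higher adjusted over the list alone (exact permutation test, p = 0.00233; camera, adjusted p = 2.08e-17; fry, 0.0143; estimated correlation, 0.275). TCA cycle genes had a median of 0.34 with 7 of 24 called higher, and each KI mouse lay above every WT mouse (exact permutation test, p = 5.83e-04, the smallest possible). Of the mitochondrially encoded mRNAs, 11 of 12 tested were lower, with a median of -0.50. None was called, and 1 was lower when adjusted over the list alone. The exact permutation test of the list's mean gave p = 0.0361, or 0.0684 adjusted over all lists. The adjusted p was 2.23e-04 by camera, 0.0666 by fry and 0.407 with an estimated correlation. KI mouse 4, whose sample holds skeletal muscle transcripts, was above the other KI mice, and without it the exact permutation p of this list was 0.00379. The nuclear-encoded and TCA cycle lists above are given with this mouse, and muscle in its sample may have added to their rise. For the adipocyte genes the median was 0.14, with 20 of 30 higher, 2 called higher and 2 lower (exact permutation test, p = 0.323; camera, adjusted p = 0.395). The mean log2 CPM of the 24 among them without secreted proteins was higher in KI mice by 0.46 (exact permutation test, p = 0.00524). The matrix and EMT genes had a median of -0.37, with 41 of 47 lower, 3 called lower and 1 higher, and adjusted over the list alone 7 lower and 1 higher, from Nid2 (-1.24) to Postn (0.75). Their list mean was lower in KI mice, with 5 of 6 below every WT mouse (exact permutation test, p = 0.014, or 0.0335 adjusted over all lists; camera, adjusted p = 1.03e-07; fry, 0.0131; estimated correlation, 0.19). Other fibroblast markers fell by 0.43 in the same samples (exact permutation test, p = 0.00874). The TGFβ list did not differ on chow (median -0.04, exact permutation test, p = 0.377; none of 18 called).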

An exception was the group of mRNAs related to cholesterol homeostasis, for which diet strikingly modified the effect of genotype. They were the top downregulated gene set in inguinal WAT in HFD-fed animals but were not significantly altered on chow in the same depot and were upregulated in BAT (Figure 4I, Figure 4—figure supplement 5E). 

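A list of 20 genes for enzymes of cholesterol synthesis took the place of the Hallmark set, whose enrichment was not recomputed. Of these, 19 were lower in KI mice in inguinal WAT on HFD, with a median log2 fold change of -0.58. 13 were called lower and none higher, and adjusted over the list alone 14 were lower. Each KI mouse lay below every WT mouse in the list's mean log2 CPM (2-sided exact permutation test, p = 1.55e-04, the smallest possible; camera, adjusted p = 1.24e-13; fry, 6.37e-07; estimated correlation, 0.0133). On chow 14 of 19 were lower, with a median of -0.16, 1 called lower and none higher, both over all genes and adjusted over the list alone. The list's mean did not differ between genotypes (exact permutation test, p = 0.16; camera, adjusted p = 0.088), though without the filter on low counts camera gave 0.0277. In BAT 15 of 19 were lower, with a median of -0.20 and none called (exact permutation test, p = 0.216; camera, adjusted p = 0.0747). The effect of KI was more negative on HFD than on chow by a median of -0.55 (camera with the preset correlation, adjusted p = 2.33e-07; fry, 0.00414; permutation of the residuals of the list's mean, 0.00214), but permuting the means themselves gave an adjusted p of 0.15. Between inguinal WAT and BAT the corresponding difference was -0.33 (camera, adjusted p = 5.33e-04; fry, 0.0443; permutation of the residuals, 0.103). In the 50 draws of the HFD samples reduced to the mice and counts of the chow samples, the list's median lay between -0.70 and -0.46. From 5 to 13 of its genes were called lower in these draws. Other target genes of Srebp2 had medians of -0.32 on HFD, -0.32 on chow and -0.11 in BAT. Exact permutation tests of the list's mean gave p = 1.55e-04, 0.00641 and 0.753. On chow this list was thus lower as well (exact permutation test, 0.0161 adjusted over all lists, fry 0.0151, camera 0.166). Its diet difference was not past the threshold (permutation of the residuals, adjusted p = 0.0668). Within this list Insig1 fell most on HFD (log2 fold change -2.10, adjusted p = 2.04e-05), more than on chow (difference -1.60, adjusted p = 0.00933, edgeR). From the lower expression on HFD, and from a set not significantly altered on chow in the same depot, the paper concludes that diet modified the effect of genotype.

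**Figure D4:**
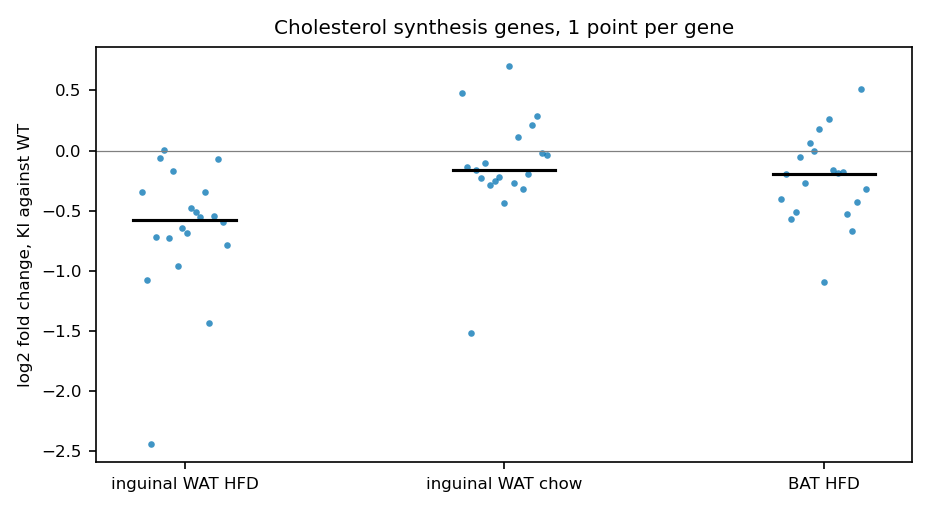
Log2 fold change of KI against WT mice (vertical axis) for the cholesterol synthesis genes, 1 point per gene, by tissue and diet, with the median as a black bar. The median is -0.58 in inguinal WAT on HFD, -0.16 on chow and -0.20 in BAT on HFD.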

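Hmgcs1 (ENSMUSG00000093930, chromosome 13, 119690379 to 119708260) had 308 ± 62.6 CPM in WT and 158 ± 25.4 CPM in KI mice in inguinal WAT on HFD (SD, n = 8 each), a log2 fold change of -0.96 (standard error 0.123, adjusted p = 1.75e-05 from edgeR). There 7 of 8 KI mice lay below every WT mouse. Mvk (ENSMUSG00000041939, chromosome 5, 114444269 to 114460591) had 34.4 ± 4.72 CPM in WT mice (SD, n = 8) and fell in KI mice, a log2 fold change of -0.35 (standard error 0.0837, adjusted p = 0.00582 from edgeR). It stayed called in 9 of the 16 fits that each left out 1 mouse. Sqle (ENSMUSG00000022351, chromosome 15, 59315077 to 59331192) fell from 13.0 ± 2.48 to 8.56 ± 0.723 CPM (SD, n = 8 each), a log2 fold change of -0.60 (standard error 0.115, adjusted p = 0.00105 from edgeR). On chow none of these 3 was called: the log2 fold change was -0.25 for Hmgcs1 (adjusted p = 0.528, edgeR), -0.32 for Mvk (adjusted p = 0.0948) and -0.02 for Sqle (adjusted p = 0.966). Tested gene by gene, the difference between diets was -0.69 for Hmgcs1 (adjusted p = 0.141, edgeR), -0.01 for Mvk (adjusted p = 0.987) and -0.56 for Sqle (adjusted p = 0.221). In BAT Hmgcs1 had 192 ± 16.5 CPM in WT and 192 ± 36.7 CPM in KI mice (SD, n = 6 each, adjusted p = 0.998 from edgeR), and the effect of KI was more negative in inguinal WAT (adjusted p = 6.55e-04 for the difference, edgeR). Mvk and Sqle were not called in BAT (log2 fold change -0.18, adjusted p = 0.495, and 0.52, adjusted p = 0.306).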

Lower expression of key enzymes in cholesterol metabolism (e.g. Hydroxymethylglutaryl-CoA synthase [*Hmgcs1*], mevalonate kinase [*Mvk*], and squalene monooxygenase [*Sqle*]) in WAT on HFD is consistent with the response to inhibition of the mitochondrial respiratory chain in primary human fibroblasts (Wall et al., 2022).

### Lower circulating leptin and adiponectin in mice homozygous for Mfn2^R707W^

One of the most striking aspects of the Mfn2^R707W^-associated lipodystrophy phenotype is the low or undetectable serum leptin concentration despite abundant whole body adiposity, accounted for mostly by excess upper body adipose tissue of relatively normal histological appearance (Rocha et al., 2017). Serum adiponectin concentrations are also low, however this is in keeping with the ‘adiponectin paradox’ widely seen in obesity with insulin resistance (Arita et al., 1999). Mirroring these human observations, KI mice showed low-serum leptin and adiponectin concentrations on both chow and HFD (Figure 5A–C), although unlike humans, the mice had normal fat mass and insulin sensitivity. In both WT and KI mice, serum leptin concentrations correlated positively with whole body adiposity on chow and HFD, but a generalised linear model revealed marked attenuation of the relationship between serum leptin concentration and adipose mass in the KI mice (Figure 5C, Figure 5—figure supplement 1A). Immunoblotting of WAT samples from KI mice fed a HFD confirmed that both leptin and adiponectin expression was reduced (Figure 5—figure supplement 2). Findings were similar in female mice, in which serum adiponectin was significantly lower in KI mice (Figure 3—figure supplement 2F), with a trend towards lower leptin (Figure 3—figure supplement 2G–I).

**Figure 5.**
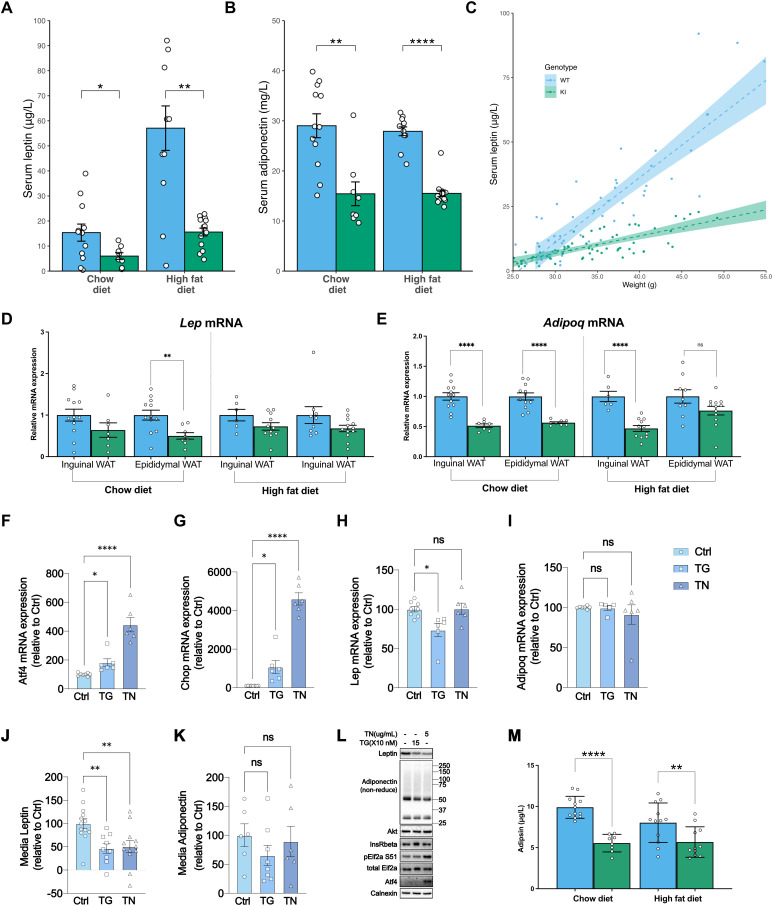
Mfn2^R707W^ decreases adipose secretion of leptin and adiponectin. Fasting serum leptin (**A**) and adiponectin (**B**) from mice after 6 months on chow diet or HFD. Asterisks indicate t-tests comparing WT and Mfn2^R707W^ KI with p-values adjusted for multiple testing. (**C**) Relationship between leptin and body weight for animals fed HFD. Each data point represents one measurement of leptin, with multiple measurements per animal. Shaded area represents the 95% confidence interval. Data are from n=13–14 animals. qPCR of *Lep* (**D**) and *Adipoq* (**E**) from WAT depots. Each data point represents data from a separate animal. Target gene CT values were normalised against three housekeeping genes (*36b4, B2m,* and *Hprt*) and expressed relative to WT for each condition. (**F–I**) mRNA expression of *Atf4*, *Chop*, *Lep, and Adipoq* in primary adipocytes treated with either DMSO control or Thapsigargin (TG, 150 nM) or Tunicamycin (TN, 5 μg/mL) for 6 hr. Each data point represents an individual well from a separate biological experiment (n=5). Asterisks indicate significance on one-way ANOVA with correction for multiple comparisons. (**J**) Leptin and (**K**) Adiponectin secretion from primary adipocytes treated with either DMSO control or Thapsigargin (TG, 150 nM) or Tunicamycin (TN, 5 μg/mL) over 6 hr. Asterisks indicate significance on one-way ANOVA with correction for multiple comparisons. (**L**) Representative western blots of primary adipocytes treated with either DMSO control or Thapsigargin (TG, 150 nM) or Tunicamycin (TN, 5 μg/mL) for 6 hr. (**M**) Fasting serum adipsin (complement factor D) from mice after 6 months on chow diet or HFD. Asterisks indicate p-values from pairwise comparisons (T-tests) between indicated groups that are FDR-adjusted for multiple tests (* p-FDR <0.05, ** p-FDR <0.01, *** p-FDR <0.001, **** p-FDR <0.0001). Figure 5—source data 1.Raw and annotated immunoblots from Figure 5L.

**Figure 5—figure supplement 1.**
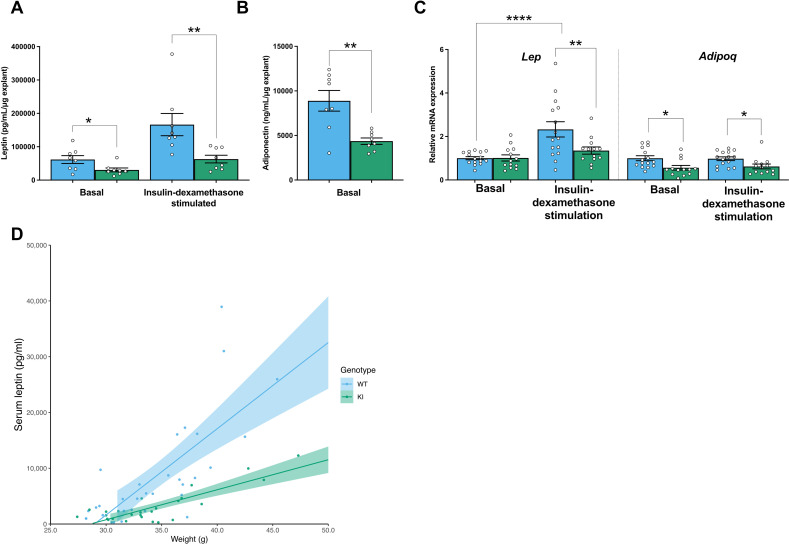
Mfn2^R707W^ decreases adipose leptin and adiponectin secretion from multiple adipose depots and in different dietary conditions. (**A**) Leptin secretion from explants of epididymal WAT in basal conditions and after insulin-dexamethasone stimulation. (**B**) Adiponectin secretion from epididymal WAT explants. (**C**) qPCR of *Lep* and *Adipoq* from epididymal explants from animals fed a HFD, where each data point represents an explant from a separate animal (n=11–13). (**D**) Relationship between leptin and body weight for animals on chow diet. Each data point represents one measurement of leptin, with multiple measurements per animal. Shaded area represents the 95% confidence interval. Data are from n=8–12 animals. Asterisks indicate p-values from pairwise comparisons (T-tests) between indicated groups that are FDR-adjusted for multiple tests (* p-FDR <0.05, ** p-FDR <0.01, **** p-FDR <0.0001).

**Figure 5—figure supplement 2.**
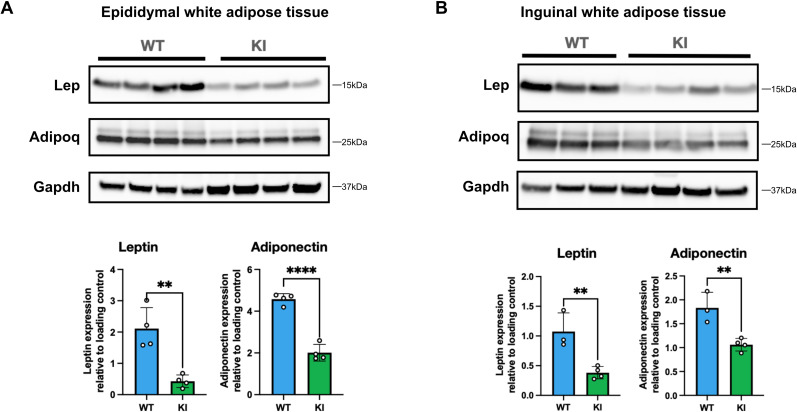
Mfn2^R707W^ decreases leptin and adiponectin protein expression in white adipose tissue. Western blots showing expression of leptin and adiponectin in male mice fed 45% kcal HFD for 6 months from epididymal (**A**) and inguinal (**B**) WAT. Expression is shown from epididymal and inguinal WAT with *Gapdh* used as a loading control. Each lane contains samples from a separate animal with band intensity quantified densitometrically. Asterisks indicate p-values from pairwise comparisons (T-tests) between WT and Mfn2^R707W^ KI that are FDR-adjusted for multiple tests (** p-FDR <0.01, **** p-FDR <0.0001). WT in *blue*, homozygous Mfn2^R707W^ KI in *green*.

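Lep, which encodes leptin, had 1882 ± 787 CPM in WT (SD, n = 7) and 667 ± 366 CPM in KI mice (SD, n = 6) on chow, a log2 fold change of -1.50 (standard error 0.371, adjusted p = 0.0229 from edgeR) or a fold change of 0.354. On HFD it had 2614 ± 708 CPM in WT and 1697 ± 299 CPM in KI mice (SD, n = 8 each), a log2 fold change of -0.62 (standard error 0.151, adjusted p = 0.00621 from edgeR) or a fold change of 0.649. On chow 5 of 6 KI mice lay below every WT mouse (2-sided exact permutation test, p = 0.00291), and on HFD 5 of 8 (exact permutation test, p = 0.00109). On HFD it stayed called in 8 of the 16 fits that each left out 1 mouse, with log2 fold changes from -0.68 to -0.49. The adjusted p moved most with one fit of all 6 groups on HFD, to 0.241, and with DESeq2 on chow, to 3.24e-04. DESeq2 gave 5.38e-04 on HFD. The effect was not shown to differ between diets (difference 0.89, adjusted p = 0.219, edgeR).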

RNAseq showed *Lep* mRNA in inguinal WAT to be lower in Mfn2^R707W^ than in WT mice under both chow (fold change 0.35; p.adj=3.2 × 10^–4^, Figure 4—figure supplement 5A) and HFD (fold change 0.66; p.adj=5.3 × 10^–4^, Figure 4G). *Adipoq* mRNA was also significantly lower in chow (fold change 0.66; p.adj=2.7 × 10^–4^, Figure 4—figure supplement 5A) and HF-fed mice (fold change 0.57; p.adj=3.3 × 10^–15^, Figure 4G). 

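Adipoq, which encodes adiponectin, had 3126 ± 621 CPM in WT (SD, n = 7) and 2025 ± 256 CPM in KI mice (SD, n = 6) on chow, a log2 fold change of -0.63 (standard error 0.148, adjusted p = 0.0166 from edgeR) or a fold change of 0.648. On HFD it had 3020 ± 387 CPM in WT and 1681 ± 240 CPM in KI mice (SD, n = 8 each), a log2 fold change of -0.85 (standard error 0.103, adjusted p = 1.05e-05 from edgeR) or a fold change of 0.556. Every KI mouse lay below every WT mouse on HFD (2-sided exact permutation test, p = 1.55e-04, the smallest possible), and 3 of 6 did on chow (exact permutation test, p = 0.0035). The call on HFD held in all 16 fits that each left out 1 mouse, with log2 fold changes from -0.90 to -0.81. Between the diets the effect differed by -0.20 (adjusted p = 0.623, edgeR). On chow the 11 secreted protein genes had a median log2 fold change of -0.55, and each KI mouse lay below every WT mouse in the list's mean (exact permutation test, p = 0.00117; camera, adjusted p = 2.93e-04; fry, 3.61e-04). Rbp4 was lowest (log2 fold change -2.35, adjusted p = 1.57e-05 from edgeR), while Cfd was not called (-0.86, adjusted p = 0.212).

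**Figure D5:**
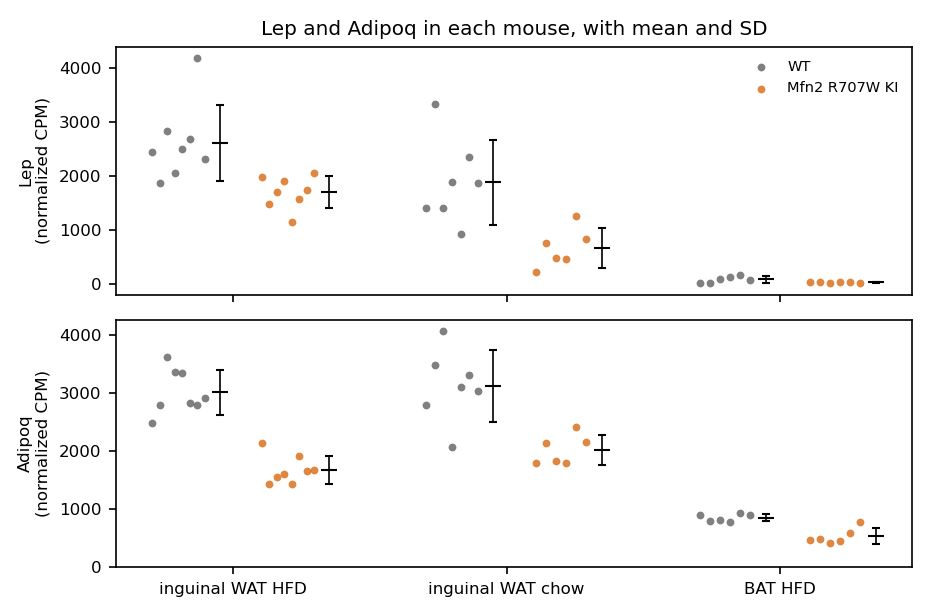
Normalized CPM of Lep and Adipoq in each mouse (points) by tissue and diet (horizontal axis), for WT (grey) and KI mice (orange), with the mean and SD in black. In inguinal WAT on HFD all KI mice lie below all WT mice for Adipoq, and 5 of 8 do for Lep.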

RT-qPCR analysis confirmed lower *Lep* mRNA in epididymal WAT from chow fed Mfn2^R707W^ animals (Figure 5D). RT-qPCR analysis also found 50% lower *Adipoq* mRNA in both inguinal and epididymal WAT in chow fed Mfn2^R707W^ mice and in inguinal WAT from HFD fed Mfn2^R707W^ mice (Figure 5E).

To assess leptin secretion directly, we studied production of adipokines from adipose explants. Explants from KI mice fed on HFD for 4 weeks showed lower secretion of leptin and adiponectin per gram of tissue (Figure 5—figure supplement 1A–B). KI explants also exhibited minimal increase in leptin secretion after insulin and dexamethasone stimulation. *Adipoq* mRNA was lower in KI than WT explants at baseline whereas *Lep* mRNA was no different at baseline but failed to increase in KI explants following insulin and dexamethasone stimulation (Figure 5—figure supplement 1C).

To assess whether induction of the ISR in adipose tissue may be responsible for the relative leptin deficiency in both humans and mice homozygous for MFN2 R707W, we studied adipocytes freshly isolated from mouse gonadal fat in floating culture, adapting a recently described protocol (Li et al., 2021). We induced the ISR using each of two different well characterised activators, namely thapsigargin (TG), an inhibitor of the endoplasmic reticulum (ER) Ca^2+^ ATPase that depletes ER calcium (Wictome et al., 1992; Harding et al., 2000), or tunicamycin (TN), which blocks protein glycosylation. ISR induction was confirmed by increased *Atf4* and *Ddit3* mRNA and/or protein expression, and by eIF2α phosphorylation (Figure 5F–L). *Lep* mRNA was modestly reduced by TG but not by TN (Figure 5H), whereas both agents reduced intracellular leptin protein expression (Figure 5L) and secretion (Figure 5J). Expression of adiponectin was also reduced without a change in mRNA level whereas expression of Akt and the insulin receptor beta subunit were not altered (Figure 5I and K & L). These data suggest that ISR activation may have a bigger impact on secreted proteins than on intracellular proteins, in keeping with the previous suggestion that the ISR tends to prevent a fall in intracellular amino acid concentrations (Harding et al., 2000). In seeking to validate this notion, we proceeded to measure the serum concentration of adipsin, another ‘adipokine’ selectively secreted by adipocytes. Serum adipsin concentrations were significantly lower in the KI mice than in WT controls in both chow- and HFD-fed mice (Figure 5M), suggesting that low serum leptin and adiponectin may be part of a wider pattern of reduced adipocyte-derived secreted proteins in *MFN2^R707W^* KI mice.

## Discussion

The recent discovery that humans homozygous for the MFN2 R707W mutation manifest striking adipose redistribution associated with serious metabolic disease is probably the clearest example to date of a causal link in humans between a mitochondrial perturbation and adipose dysregulation. MFN2-related lipodystrophy has some remarkable and currently poorly understood features. These include: (a) a marked and often dramatic increase in upper body adiposity, contrasting with loss of lower limb adipose tissue; (b) a severe reduction in plasma leptin concentration despite abundant, histologically near-normal upper body fat. These problems have to date been associated only with the R707W mutation. To investigate the molecular pathogenesis of MFN2 R707W-related lipodystrophy, and the role of MFN2 in leptin synthesis and secretion, we generated and characterised homozygous *Mfn2^R707W/R707W^* mice.

*Mfn2* knock-out mice die in early embryogenesis (Chen et al., 2003) while mice homozygous for either of two human neuropathy-associated, GTPase null missense mutations (H361Y or R94W) die on day 0–1 (Strickland et al., 2014). Mfn2 is nearly ubiquitously co-expressed with its closely related paralogue Mfn1, and this demonstrates that it has essential, non-redundant functions. Homozygous Mfn2 R707W mice, in contrast, were viable and bred normally, showing that Mfn2 R707W retains significant function. Mfn2 also has key metabolic functions in mature adipocytes: mice lacking Mfn2 in all adipocytes (Boutant et al., 2017) or in brown adipocytes alone (Mahdaviani et al., 2017) did not show reduced adipose tissue, but they did exhibit lower energy expenditure, reduced expression of multiple oxidative phosphorylation subunits, and impaired cold tolerance. Paradoxically, however, both lines were protected from systemic insulin resistance. Mice in which Mfn2 was deleted in all adipocytes in adulthood showed increased obesity and elevated blood glucose (Mancini et al., 2019). In contrast, homozygous Mfn2 R707W mice showed no overt change in adipose mass, metabolic function, or thermogenic capacity even though the genetic alteration was constitutional. This confirms some retained Mfn2 function also in adipose lineages.

Primary anatomical and/or functional defects in humans with MFN2 R707W homozygosity have been observed only in adipose tissue and peripheral nerves, with some but not all people reported to have sensorimotor neuropathy. Such neuropathy is commonly observed in people with heterozygous loss of MFN2 function (Chung et al., 2006; Pipis et al., 2020). Although homozygous Mfn2 R707W KI mice had no overt anatomical adipose abnormality, and failed to show obvious neurological phenotypes, ultrastructural studies did reveal mitochondrial network disruption in adipose tissues, but not liver, skeletal muscle, or heart. The structural changes in mouse adipose mitochondria resembled those in adipose tissue from patients homozygous for the MFN2 R707W mutation (Rocha et al., 2017), and in both species these were associated with robust activation of the ISR, which was also seen previously in tissue-specific *Mfn2* knock-out mice (Sebastián et al., 2012). The ISR was not activated in liver, muscle, and heart, strengthening evidence that Mfn2 R707W has deleterious effects selectively in adipose tissue. We cannot conclusively exclude the possibility that tissues other than brown and white adipose tissue are affected, as we have not studied every tissue in the mice or patients, but if present, it is not associated with overt phenotypes.

The reason for adipose-selectivity of abnormalities in Mfn2 R707W homozygous mice is not established, but disruption of the function of Mfn2 in establishment or maintenance of mitochondrial-lipid droplet contact sites, perhaps through interaction with an adipose-specific protein, is plausible. We did observe reduced mitochondrial-lipid droplet contacts in brown adipose tissue from Mfn2 R707W KI mice, as reported in adipocyte *Mfn2* knock-out animals, but we were unable to replicate the direct mitofusin 2-perilipin 1 interaction previously reported using co-immunoprecipitation (Boutant et al., 2017). This requires further characterisation in the context of Mfn2^R707W^.

Whether mitochondrial structural and functional perturbation mediates the overgrowth of some adipose depots and loss of others in humans with MFN2 R707W homozygosity remains to be proven. If it does, the mechanisms transducing dysfunction of a key organelle into cellular hyperplasia in some adipose depots but loss of adipose tissue in others are also unexplained. KI mice exhibit neither adipose loss nor hyperplasia, even when challenged by a HFD. This failure to model the gross anatomical adipose abnormalities of humans, despite evidence of mitochondrial dysfunction and attendant ISR, establishes that the cellular abnormalities we describe are not sufficient to perturb adipose growth, but they may still be necessary. Whether a permissive genetic background, or an undefined additional stressor, are required as cofactors, remains to be determined.

Some of the transcriptomic changes observed that are common to mouse and human adipose tissue do suggest both potential opportunities to intervene pharmacologically, and mechanistic hypotheses relating to adipose hyperplasia that warrant further investigation. For example, transcriptional evidence of strong mTORC1 activation, likely part of the proximal ISR triggered by mitochondrial dysfunction, suggests that mTOR inhibitors such as sirolimus are worthy of testing. It is possible that they may reduce the ISR, thereby restraining compensatory adipose hyperplasia or even inducing synthetic lethality in cases of MFN2 R707W homozygosity. Several previous studies have suggested that mTOR inhibition may have beneficial effects in other primary mitochondrial disorders (Johnson et al., 2013; Civiletto et al., 2018). Downregulation of TGFβ also merits further investigation as one candidate mechanism linking Mfn2 R707W homozygosity to adipose hyperplasia. This is based on strong transcriptional evidence of downregulated EMT in both mice and humans, on the important roles of TGFβ in EMT and adipogenesis (Ishay-Ronen et al., 2019; Battula et al., 2010), and on the inter-relationship of TGFβ signalling with mitochondrial dysfunction (Dimeloe et al., 2019; Patel et al., 2015; Sun et al., 2019; Yi et al., 2015).

A further notable difference between the mice and humans with the homozygous MFN2 R707W mutation is that serum concentrations of GDF15 and FGF21 were increased in people but not mice (Table 2). This likely reflects the fact that affected humans also have fatty liver disease and diabetes, both strongly associated with elevated stress hormone levels (Vila et al., 2011; Koo et al., 2018). In keeping with this, we have shown in mice that the liver is the predominant source of circulating FGF21 and GDF15, with little or no contribution from adipose tissue (Patel et al., 2022).

**Table 2.** Comparison of human *MFN2^R707W^*-associated lipodystrophy with phenotype of *Mfn2^R707W/R7007W^* mice. BAT, brown adipose tissue; GTT, glucose tolerance test; HFD, high-fat diet; ISR, integrated stress response; MFN2, mitofusin 2; mRNA, messenger ribose nucleic acid; mtDNA, mitochondrial DNA; PLIN1, perilipin 1; TEM, transmission electron microscope; WAT, white adipose tissue.

Human	Phenocopy?	Mouse
Upper body adipose overgrowth	No	No difference in weight of any adipose depots
Lower limb lipoatrophy	No	
Insulin resistance	No	No difference on GTT or fasting insulin
Lower serum leptin concentration	Yes	Seen on chow or HFD; lower secretion seen from adipose explants
Severely reduced adipose leptin mRNA expression	Partial	Modest decrease only; only significant in some analyses
Lower serum adiponectin concentration	Yes	Seen on chow or HFD; lower secretion seen from adipose explants
Severely reduced adipose adiponectin mRNA expression	Yes	Seen on chow or HFD and in adipose explants
No change in WAT MFN2 protein expression (only over-grown WAT studied)	Yes	No difference in any tissue studied, though variable in WAT and BAT.
No difference in adipocyte size	Yes	True on both chow and HFD
Disorganised, fragmented WAT mitochondria on TEM	Partial	More circular mitochondria with trend towards reduced cristae
Upregulation of nuclear and down regulation of mitochondrial Oxphos transcriptional pathway	Yes	True in inguinal and epididymal WAT, and BAT
Lower Oxphos complex II and III but preserved complex I and IV protein	Partial	Lower complex I and IV protein in WAT
Lower WAT mtDNA	Partial	Lower mtDNA in BAT but not WAT
Transcriptional activation of ISR	Yes	Seen in inguinal and epididymal WAT, and BAT

Although abnormal adipose growth and metabolic disease were not seen in KI mice, the low plasma leptin concentration seen in human adipose overgrowth associated with MFN2 mutations was replicated. Leptin concentrations were not reported in previously described adipocyte *Mfn2* knock-out mice (Boutant et al., 2017; Mancini et al., 2019), and although a different model of adipose-specific mitochondrial dysfunction (*Tfam* knock-out) did show reduced serum leptin, fat mass was also reduced compared to WT (Vernochet et al., 2012). Lower adipose leptin secretion caused by Mfn2 R707W does not appear to be predominantly transcriptionally mediated in mice, as in some analyses, for example of adipose explants under basal conditions, leptin secretion was reduced (Figure 5—figure supplement 1A) without alteration of leptin mRNA (Figure 5—figure supplement 1C). Our findings suggest instead that the lower leptin secretion is a consequence of ISR activation. Synthesis of adipokines is an amino acid-intensive process, and activation of the UPR typically results in conservation of amino acids, in part through reduction of protein secretion (Harding et al., 2000; Cortopassi et al., 2006; Kilberg et al., 2009; Hetz et al., 2020). Stressing primary adipocytes with tunicamycin or thapsigargin reduced leptin secretion without any effect on expression of non-secreted proteins such as the insulin receptor. 

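In BAT the list of amino acid synthesis and one-carbon genes had a median log2 fold change of 0.81, with 18 of 23 higher in KI mice. 6 were called higher and none lower, and adjusted over the list alone 12 were higher and 2 lower. Each KI mouse lay above every WT mouse in the list's mean log2 CPM (2-sided exact permutation test, p = 0.00216, the smallest possible; camera, adjusted p = 3.94e-12; fry, 7.29e-04; estimated correlation, 0.0245). Phgdh had the smallest change of those called (ENSMUSG00000053398, chromosome 3, 98313170 to 98339990), from 36.1 ± 7.44 to 71.2 ± 16.2 CPM (SD, n = 6 each, log2 fold change 0.98, standard error 0.173, adjusted p = 0.00339 from edgeR). The list's rise was not shown to be larger in BAT than in inguinal WAT on HFD (median difference -0.25; camera, adjusted p = 0.134; permutation of the residuals, 0.149). On chow its median in inguinal WAT was 0.28, with 18 of 25 higher and 4 called higher, and each KI mouse lay above every WT mouse (exact permutation test, p = 5.83e-04, the smallest possible).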

We also observed upregulation of pathways related to amino acid metabolism (particularly in BAT) (Figure 4—figure supplement 4), which would be consistent with the known transcriptional effects of Atf4 (Harding, 2003). This suggests that the low leptin may not be due to a mitofusin-specific mechanism, rather secondary to activation of the ISR in adipose tissue as part of amino acid conservation. KI mouse data suggest that other adipokines, including adiponectin and adipsin, are similarly affected.

This study has limitations. We only characterised male homozygous KI mice in detail, so cannot extrapolate our results to females with confidence, though the limited analyses we did do in female mice were broadly consistent with the data from male mice and, case series do not suggest significant sexual dimorphism in the human disorder (Rocha et al., 2017; Sawyer et al., 2015; Capel et al., 2018). We also did not study heterozygous animals, but as human MFN2 R707W-associated lipodystrophy shows recessive inheritance, and as even homozygous mice do not exhibit lipodystrophy, a phenotype in heterozygous animals seems unlikely. It is unclear to what extent the phenotype observed in BAT is due to reduction in expression of both the mitofusins. Given the concomitant reduction in expression of Oxphos components in BAT, the lower mitofusin expression may be more reflective of general mitochondrial perturbation. Lastly, this study has not directly assessed the ability of Mfn2^R707W^ mutants to mediate mitochondrial fusion. However given the normal mitochondrial network morphology in non-adipose tissues in homozygous KI mice and in dermal fibroblasts from humans homozygous for MFN2 R707W (Rocha et al., 2017), any defect is likely mild and context dependent.

### Conclusion

Mfn2^R707W^ KI mice show adipose-selective alteration of mitochondrial morphology and robust activation of the integrated stress response, but no abnormal adipose growth or systemic metabolic derangement. The KI mice do show suppressed leptin expression and plasma leptin concentration, likely secondary to the adipose selective mitochondrial stress response. The unique association of human lipodystrophy with the MFN2 R707W allele remains unexplained, but transcriptomic analysis suggested that reduced TGFβ signalling warrants further explanation as a potential cause of adipose hyperplasia, while mTOR inhibitors are worthy of testing in models as a potential targeted therapy.

## Methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus, C57BL/6 J*)	Mfn2^R707W^	This paper		See “Generation of the Mfn2^R707W/R707W^ knock-in mouse”
Antibody	Mouse monoclonal anti-Adiponectin	GeneTex	Cat# GTX80683	WB (1:1000)
Antibody	Rabit polyclonal anti-Leptin	Abcam	Cat# ab9749	WB (1:1000)
Antibody	Mouse monoclonal anti-Mfn1	Abcam	Cat# Ab126575	WB (1:250)
Antibody	Rabbit monoclonal anti-Mfn2	Cell signalling	Cat# D2D10	WB (1:1000)
Antibody	Rabit polyclonal anti-Mthfd2	Proteintech	Cat# 12270–1-AP	WB (1:1000)
Antibody	Rabit polyclonal anti-Oma1	Proteintech	Cat# 17116–1-AP	WB (1:1000)
Antibody	Mouse monoclonal anti-Opa1	BD Biosciences	Cat# 612606	WB (1:1000)
Antibody	Mouse monoclonal OXPHOS cocktail	Abcam	Cat# Ab110413	WB (1:1000)
Antibody	Rabbit monoclonal anti-Phos-Eif2a	Epitomics	Cat# 10901	WB (1:1000)

A full list of antibodies and primers are available in Supplementary files 1 and 2.

### Generation of the *Mfn2^R707W/R707W^* knock-in mouse

*Mfn2^R707W^* mice were generated using CRISPR-Cas9 microinjection of fertilised oocytes at The Wellcome Trust Centre for Human Genetics (Oxford, UK). Two single guide RNA (sgRNA) sequences targetting exon 18 of the mouse *Mfn2* gene (ENSMUSE00000184630) were used, namely 5’- CACCgTTCCTGCTCCAGATTATCTC-3‘ and 5‘-AAACGAGATAATCTGGAGCAGGAAc-3‘. The single-strand donor oligonucleotide (ssODN) incorporated the desired R707W mutation by recoding codon 707 from CGA to TGG. (This involved two point mutations in order to avoid a stop codon.) A silent mutation was added upstream to generate an EcoRV restriction site (Figure 1).

Superovulated 3-week-old C57BL/6 J female mice were mated with C57BL/6 J males. Embryos were extracted on day 0.5 of pregnancy and cultivated until two pronuclei were visible. One pronucleus was injected with purified sgRNA (20 ng/μL), Cas9 protein (100 ng/μL), and the ssODN template (10 ng/μL). Embryos were reimplanted into pseudopregnant CD1 foster mothers at day 0.5 post-coitum. Mfn2^R707W^ was confirmed by Sanger sequencing of F0 founder males (with one additional upstream silent mutation ACC >ACA). Following cryopreservation of embryos, the line was re-derived in a colony of C57BL/6 J mice in Cambridge, UK.

Genotyping utilised the upstream EcoRV restriction enzyme digestion site. For genotyping, ear biopsies were digested in Chelix and proteinase K (0.1 mg/mL) for 45 min at 50 °C to extract gDNA for use in PCR. gDNA was amplified using primers 5’-AGTCCCTTCCTTGTCACTTAGT-3’ and 5’-ATCTCACAAGAAAGCGAAATCC-3’ and GoTaq DNA Polymerase (Promega), then digested using EcoRV (New England Biosciences). Wild-type (WT) *Mfn2* generates a PCR product of 523 bp, homozygous knock-ins (KI) have two bands at 327 bp and 196 bp, and heterozygotes have all three bands (Figure 1).

### Mouse husbandry and phenotyping

All experiments were performed under UK Home Office-approved Project License 70/8955 except for thermogenic capacity assessments which were conducted under P0101ED1D. Protocols were approved by the University of Cambridge Animal Welfare and Ethical Review Board. Animals were co-housed in groups of 2–5 littermates of mixed genotype, on 12 hr light/dark cycles. They had access to food and water ad libitum except when fasting prior to experimental procedures.

Separate cohorts of male and female mice were studied. Unless otherwise stated (Figure 3—figure supplement 2), data represents results from male mice. WT and KI male mice aged 5 weeks were randomly allocated to HFD (45% kcal as fat, 4.7kcal/g, Research Diets D12451i) or chow (Safe Diets R105-25) for up to 6 months. Investigators were blinded to animal genotype at the point of data collection. Mice were weighed weekly. Tail blood samples were collected four weekly into heparinised capillary tubes (Hawksley) and spun at 13,000 g for 4 min for plasma analysis of leptin and adiponectin. Six hr fasted blood samples were obtained on weeks 16 and 24 of diet, and prior to sacrifice, for analysis of glucose, insulin, and lactate, whilst other blood samples were from fed animals. For lactate, tail vein blood was collected into fluoride oxalate tubes and centrifuged immediately before freezing of plasma at –80 °C.

An intraperitoneal glucose tolerance test (IPGTT) was performed on week 31 of chow and HFD and an intraperitoneal insulin tolerance test (IPITT) was performed on week 32 of HFD (only) after a 6 hr fast. One g/kg of glucose and 0.75 units/kg of insulin were administered for the IPGTT and IPITT, respectively. Blood glucose was measured at 0, 10, 20, 30, 60, 90, and 120 min after the injections using a glucometer (Abbot Laboratories) and glucose test strips (Abbot Laboratories). Insulin was measured at 0 min at the start of IPGTT from a tail vein blood sample.

Body composition (lean and fat mass) was assessed prior to sacrifice by Time-Domain Nuclear Magnetic Resonance (TD-NMR) using a Minispec Live Mouse Analyzer (Bruker). Mice were sacrificed at 4- or 33 weeks on diet after a 6 hr fast. Tissues were weighed, sections were removed for histological or electron microscopic analysis, and remaining tissue was snap frozen in liquid nitrogen.

To estimate the number of mice required for experimental groups, We used data from the *Adipoq*::Cre *Mfn2* knock-out mouse (Boutant et al., 2017), aiming to determine a difference between fat mass in Mfn2^R707W^ and wild-type. Mean fat mass in adipose-specific *Mfn2* knock-out=3.8 ± 0.43 g. Mean fat mass in wild-type=2.9 ± 0.14 g. For 80% power at 0.05 significance, to detect 0.9 g difference, sample size: 8 animals per group.

### Calorimetry studies

Eight-week-old chow-fed male mice were housed in either cold (10 °C) or thermoneutrality (30 °C) for 4 weeks. Animals were anaesthetised using 90 mg/kg of pentobarbital by intraperitoneal injection and were placed in 2.7 l calorimetry chambers (Oxymax, Columbus instruments, Ohio) attached to a Promethion calorimetry system (Sable Systems, Las Vegas, NV, USA) pre-warmed to 30 °C for 20 min for measurement of basal energy expenditure. They were then given a subcutaneous injection of 2 µl/g of 0.5 mg/mL noradrenaline bitartrate (NA) plus 1.66 µl/g of 18 µg/µl pentobarbital and NA-stimulated energy expenditure was measured for 25 min. Animals were then sacrificed, and tissues snap frozen as described above. Basal energy expenditure was calculated from the three readings prior to NA-injection. Peak energy expenditure was calculated from the three greatest readings 5–25 min after NA-injection. NA-induced energy expenditure was calculated as the difference between peak and basal energy expenditure.

### Transmission electron microscopy (TEM)

Chow-fed mice aged 8 weeks were sacrificed and white adipose tissue (inguinal and epididymal), brown adipose tissue, skeletal muscle (quadriceps), heart, and liver were removed, cut into <1 mm^3^ cubes and fixed (2% glutaraldehyde/2% formaldehyde in 0.05 M sodium cacodylate buffer pH 7.4 containing 2 mM calcium chloride) on a rocker at 4 °C overnight. Samples were then washed five times with 0.05 M sodium cacodylate buffer pH 7.4 and osmicated (1% osmium tetroxide, 1.5% potassium ferricyanide, 0.05 M sodium cacodylate buffer pH 7.4) for 3 days at 4°C.

Following initial osmication, samples were washed five times in DIW (deionised water) then treated with 0.1% (w/v) thiocarbohydrazide/DIW for 20 min at room temperature in the dark. After washing five times in DIW, samples were osmicated a second time for 1 hr at room temperature (2% osmium tetroxide/DIW). After washing five times in DIW, samples were block stained with uranyl acetate (2% uranyl acetate in 0.05 M maleate buffer pH 5.5) for 3 days at 4 °C. Samples were washed five times in DIW and then dehydrated in a graded series of ethanol (50%/70%/95%/100%/100% dry) 100% dry acetone and 100% dry acetonitrile, three times in each for at least 5 min. Samples were infiltrated with a 50/50 mixture of 100% dry acetonitrile/Quetol resin (without benzyldimethylamine (BDMA)) overnight, followed by 3 days in 100% Quetol (without BDMA). Then, samples were infiltrated for 5 days in 100% Quetol resin with BDMA, exchanging the resin each day. The Quetol resin mixture is: 12 g Quetol 651, 15.7 g NSA, 5.7 g MNA and 0.5 g BDMA (all from TAAB). Samples were placed in embedding moulds and cured at 60 °C for 3 days.

Thin sections were cut using an ultramicrotome (Leica Ultracut E) and placed on bare 300 mesh copper TEM grids. Samples were imaged in a Tecnai G2 TEM (FEI/Thermo Fisher Scientific) run at 200 keV using a 20 µm objective aperture to improve contrast. Images were acquired using an ORCA HR high-resolution CCD camera (Advanced Microscopy Techniques Corp, Danvers USA).

Analysis was performed by manual measurement of individual mitochondrion from all obtained images using Fiji (Schindelin et al., 2012) /ImageJ measurement tools by an investigator who was blinded to the genotype of tissues/cells. In all tissues, mitochondrial perimeter and aspect ratio (length/width) were determined. In addition, in brown adipose tissue, the number of cristae per mitochondrion and mitochondrial-lipid droplet contacts were quantified. There were insufficient mitochondrial-lipid droplet contact sites with high quality preservation to permit this in white adipose tissue. In liver, mitochondrial-endoplasmic reticulum contact sites were quantified. It was not possible to assess for mitochondria-ER contacts in other tissues due to quality of preservation.

### Isolation of mitochondria for Oroboros analysis

For ex vivo measurement of mitochondrial respiratory capacity, mitochondria were isolated from BAT and liver of 12-week-old chow-fed male mice using the protocols from McLaughlin et al., 2020 for BAT and Fernández-Vizarra et al., 2010 for liver. In brief, tissues were isolated and washed in buffer ‘B’ then homogenised using a drill-driven Teflon pestle and borosilicate glass vessel. Homogenates were centrifuged at 800 x *g* for 10 min at 4 °C to remove cellular debris. Supernatant was removed, and then re-centrifuged at 10,000 x *g* for 10 min at 4 °C to enrich mitochondria. Supernatant was discarded and mitochondria were resuspended in buffer ‘A’. Mitochondria were quantified using a BioRad Protein Assay.

Fifty µg of protein were used per chamber for high-resolution respirometry, using Oroboros (Innsbruck, Austria). There was sequential injection of: 20 µl of 1 M glutamate and 10 µl of 1 M malate (liver only), 20 µl of 0.5 M ADP, 20 µl of 1 M pyruvate, 20 µl of 2 M succinate, 1 µl of 1 mM CCCP (liver only), 2 µl of 2 mM rotenone, and 2 µl of 2 mM antimycin A.

### mtDNA content assay

Relative mtDNA content was assayed using real-time quantitative polymerase chain reaction (RT-qPCR) quantification of mitochondrial *Rnr2* and nuclear *Hk2* DNA. DNA was extracted from snap frozen murine tissue, using a DNeasy kit (Qiagen) as per the manufacturer’s instructions. DNA was quantified using a Nanodrop and diluted to 4 ng/µl. RT-qPCR was performed in triplicate for each sample using 8 ng DNA with primers for *Hk2* and *Rnr2*. mt*Rnr2*/n*Hk2* was calculated using the standard curve method and expressed relative to WT.

### Protein extraction for WB

Fifty mg of frozen tissue was crushed using a pestle and mortar in liquid nitrogen. Powdered tissue was dissolved in 800 µl of RIPA buffer (Sigma, R0278) containing protease (Sigma, 11836170001) and phosphatase inhibitors (Roche, 04906837001). Samples were sonicated twice for 5 s at 30 Hz before centrifugation at 10,000 x g for 5 min at 4 °C. Supernatant was extracted and, for adipose samples, re-centrifuged to remove excess lipid.

Thirty-45 μg of protein lysates were mixed with NuPAGE 4 x LDS buffer (ThermoFisher Scientific), containing 0.05% 2-mercaptoethanol, and denatured for 5 min at 95 °C. Samples were run on 4–12% Bis-Tris gels (Invitrogen) and transferred onto a nitrocellulose membrane using iBlot-2 (ThermoFisher Scientific). For Opa1 immunobloting, protein lysates were prepared using 4 x BOLT LDS sample buffer and resolved using BOLT 8% Bis-Tris with BOLT MOPS SDS running buffer (ThermoFisher Scientific). Membranes were washed in Tris-buffered saline with 0.1% (vol/vol) Tween 20 (TBST, Sigma) before blocking in 5% (wt/vol) skimmed milk powder dissolved in TBST. Membranes were incubated with primary antibodies (Supplementary file 1) at 4 °C for 16 hr, washed with TBST five times for 5 min, followed by incubation with horseradish peroxidase (HRP)-conjugated secondary antibodies for 1 hr at room temperature. Blots were developed using Immobilon Western Chemiluminescent HRP Substrate (Millipore) with images acquired on BioRad ChemiDoc Imaging system or ImageQuant LAS 4000 (GE Healthcare).

For Opa1 quantification, Oma1-cleaved S-Opa1 bands were calculated as described by Shammas et al., 2022, with the intensity of each of the five Opa1 bands on the blot measured., The intensity of c and e bands were summed and divided by the sum of the five bands (a–e) to obtain the percentage of S-Opa1 generated by Oma1 from total Opa1.

### RNA isolation and qPCR analysis

At the end of the study, tissues were harvested and immediately snap frozen in liquid nitrogen and stored at –80 °C. For RNA isolation, 30–50 mg of tissue was placed in Lysing Matrix D tubes and homogenized in 800 µl TRI Reagent (T9424, Sigma) using the Fastprep-24 Homogenizer for 30 s at 4–6 m/s (MP Biomedical). Homogenate was transferred to an RNase free tube and 200 µl chloroform (Sigma) added. The samples were vortexed and centrifuged at 13,000 rpm for 15 min at 4 °C. The upper phase was then transferred to an RNase free tube and mixed with an equal volume of 70% ethanol before loading onto RNA isolation spin columns. RNA was extracted using a RNeasy Mini Kit (74106, Qiagen) isolation kit following the manufacturer’s instructions.

Total RNA of 600 ng was quantified using Nanodrop and converted to cDNA using MMLV Reverse Transcriptase with random primers and RNase inhibitor (Promega). RT-qPCR was performed using SYBR Green or TaqMan Universal PCR MasterMixes (Applied Biosystems) on QuantStudio 7 Flex Real time PCR system (Applied Biosystems). Primers are listed in Supplementary file 2. Reactions were performed in triplicate and RNA expression was normalised to *36b4*, *Hprt*, and *B2m* expression using the standard curve method.

### Immunoassays

Mouse sera and plasma were analysed by the Cambridge Biochemical Assay Laboratory, University of Cambridge. Leptin was measured using a 2-plex Mouse Metabolic immunoassay kit from Meso Scale Discovery Kit (Rockville, MD, USA) according to the manufacturers’ instructions and with supplied calibrants. GDF15 was measured using a modified Mouse GDF15 DuoSet ELISA (R&D Systems) as an electrochemiluminescence assay on the Meso Scale Discovery platform. Adiponectin (K152BYC-2, MSD) was analysed individually using the Meso Scale Discovery Kit (Rockville, MD, USA). NEFA were analysed using the Free Fatty Acid Kit (half-micro test) (11383175001, Roche) and TG was measured using an enzymatic assay (DF69A, Siemens Healthcare). Alanine aminotransferase (ALT, product code DF143), aspartate aminotransferase (AST, product code DF41A), and total cholesterol (product code DF27) were measured using automated enzymatic assays on the Siemens Dimension EXL analyzer. Mouse Fgf21 was measured using an enzyme-linked immunosorbent assay kit (R&D/ Biochne, cat no. MF2100).

### Histological processing

Fresh tissue was fixed in 10% formalin for 24 hr at room temperature immediately following sacrifice. Tissue was then embedded in paraffin and 4 μm sections were cut then baked overnight at 50 °C. For haematoxylin & eosin (H&E) staining, slides were dewaxed in xylene for 5 min twice, then dehydrated in 100% ethanol for 2 min twice. Following a 3-min water wash, slides were stained with filtered Mayer’s haematoxylin (Pioneer Research Chemicals) for 7 min and blued in water for 4 min. Slides were then stained with 1% aqueous eosin (Pioneer Research Chemicals) for 4 min and briefly washed in water before dehydrating in 100% ethanol (1 min, twice) and cleared in xylene (2 min, twice) and mounting with Pertex. Slides were imaged using a Axio Scan Z1 slide scanner (Zeiss). Lipid droplet area and hepatic steatosis was quantified automatically using Halo software (Indica Labs).

### Transcriptomic profiling in white and brown adipose tissue

RNA was isolated from three tissues/dietary conditions for RNA sequencing: (1) inguinal WAT from chow fed animals (n=7 WT, n=6 KI, single technical replicates); (2) inguinal WAT from HFD-fed animals (n=8 WT, n=8 KI, two technical replicates per animal); and (3) BAT from HFD-fed animals (n=6 WT, n=6 KI, single technical replicate). RNA was quantified using Agilent 2100 Bioanalyzer (Agilent Technologies Inc) and only samples with RNA Integrity Number ≥8 were used for library preparation. cDNA libraries were made using Illumina TruSeq RNA sample kits and sequencing was performed on Illumina NovaSeq 6000 with paired-end 150 bp reads (Novogene, Cambridge, UK). Raw reads all passed quality control for Q_score_, error rate distribution, and AT/GC distribution.

Adapter sequences were removed from raw FASTQ files using cutadapt Martin, 2011 and aligned to *Mus musculus* reference genome (GRCm38) using STAR Dobin et al., 2013. Binary alignment/map (BAM) files were sorted using samtools Danecek et al., 2021 and counts were performed using featureCounts Liao et al., 2014. Differential gene expression (DGE) between WT and KI was performed using DESeq2 Love et al., 2014, where significance was considered as a Benjamini-Hochberg false-discovery rate (FDR) corrected p-value <0.01. Pathway analysis was performed with the EnrichR package for R Xie et al., 2021; Chen et al., 2013; Kuleshov et al., 2016 using significantly differentially expressed genes to determine enriched Hallmark Liberzon et al., 2015 and Kyoto Encyclopaedia of Genes and Genomes (KEGG) Kanehisa and Goto, 2000 gene sets. Gene sets with FDR-corrected p-value <0.05 were considered enriched. Figures were generated in R 4.0.2 R Development Core Team, 2019 using packages pheatmap, ggplot2, and dplyr.

### Adipose explant experiments

Inguinal (subcutaneous) and epididymal (visceral) adipose tissue was harvested from 12-week-old male C57BL/6 J mice fed either chow or HFD for 4 weeks (i.e. 8–12 weeks of age). Tissue was placed in Hanks’ Balanced Salt Solution (HBSS, H9269, Sigma) and kept on ice before cutting into 1–2 mm fragments. Approximately 100 mg fragments were incubated in a 12-well plate with M199 media ± 7 nM insulin (Actrapid, Novo Nordisk) and 25 nM dexamethasone (D4902, Sigma). After 24 hr incubation, media were collected, spun down at 5000 x g and stored at –80 °C until leptin and adiponectin assay as above. Explant tissues were weighed and snap frozen for RNA analysis.

### Primary adipocyte experiments

Mature white adipocytes were isolated from 12- to 20-week-old chow-fed male or female C57BL/6 J or C57BL/6 N mice as previously described Li et al., 2021; Harms et al., 2019 with modifications. Briefly, after dissection, gonadal adipose tissue was washed, minced finely, and dissociated to a single-cell suspension in Hanks’ Balanced Salt Solution containing 2.25% (w/v) BSA (Sigma, Cat. H9269) and 1 mg/mL collagenase (Sigma, C6885-1G) for approximately 15 min at 37 °C in a shaking incubator. Digested material was diluted with 6 x volume of high glucose DMEM media (Sigma, Cat. D6546) and connective tissue or undigested pieces were removed by passing through a 100 μm nylon mesh (Fisherbrand, 11517532). Floating adipocytes were washed twice with 6 x volume of high glucose DMEM media before being used for downstream experiments.

Mature adipocytes with a packed volume of 60 μL were then cultured in 500 μL of high glucose DMEM media (supplemented with 10% FBS [Gibco Cat. 10270–106], 2 mM L-glutamine [Sigma Cat. G7513] and 1 x Penn/Strep [Sigma Cat. P0781]) per well in the presence of 100 nM insulin in a 24-well plate. On the third day of in vitro culture, 100 μL of media was sampled followed by media replenishment. Cells were treated with indicated concentration of Thapsigargin or Tunicamycin for 6 hr. Media were sampled at the end of treatment and cells collected for subsequent RT-qPCR or western blotting. Adipokine secretion from adipocytes during the 6 hr window was calculated as X=B A*400/500 (A/B=medium adipokine concentration before/after treatment).

### Statistical analysis

Continuous data were expressed as mean ± standard error (SE). Normally distributed data were analysed by t-test (for two group pairwise comparison) and one-way ANOVA (for three or more groups) with post-hoc Bonferroni multiple comparisons test. FDR-corrected p-value <0.05 was considered significant.

Statistical tests of TEM data (pairwise comparisons of mutant to WT) were based on the mean of independent biological replicates (i.e. the number of different samples, not the number of mitochondria) and FDR adjustment for the number of tests (Lord et al., 2020).

All experiments were conducted at least three times using, where possible, randomisation of sample order and blinding of experimenters handling samples. No data were excluded from analysis. Data were nalysed using R 4.0.2 (R Development Core Team, 2019) and GraphPad Prism version 9 (GraphPad, San Diego). Figures were made using BioRender.

### Materials availability

All reagents used are publicly available. Primer sequences and antibodies are detailed in Supplementary files 1 and 2. Code used in analysis is available from: https://doi.org/10.5281/zenodo.5770057. Raw counts from transcriptomic analysis are available from GEO under accession ID: GSE210771.

## Data Availability

All reagents used are publicly available. Primer sequences and antibodies are detailed in Supplementary files 1 and 2. Code used in analysis is available from: https://doi.org/10.5281/zenodo.5770057. Raw counts from transcriptomic analysis are available from GEO with accession number GSE210771. The following datasets were generated: MannJP SavageDB SempleRK 2022RNAseq from Mfn2-R707W knock-in miceNCBI Gene Expression OmnibusGSE210771 MannJP 2023PublishedCode_MannZenodo10.5281/zenodo.4656979

# Supplementary material for: A mouse model of human mitofusin-2-related lipodystrophy exhibits adipose-specific mitochondrial stress and reduced leptin secretion
**Source:** eLife. 2023 Feb 1;12:e82283. doi: 10.7554/eLife.82283
**Supplement:** Supplementary file 1.

| **Primary** | **Supplier** | **CatID** | **Concentration** | **Diluent** | **2^ary^** |
| --- | --- | --- | --- | --- | --- |
| Adiponectin | Abcam | ab85827 | 1 in 1000 | 5% milk | Mouse |
| AKT | Cell signalling | 2920S | 1 in 1000 | 5% BSA | Mouse |
| Anti-mouse HRP | Cell signalling | 70765 | 1 in 5000 | 5% milk | N/A |
| Anti-rabbit HRP | Cell signalling | 70751 | 1 in 5000 | 5% milk | N/A |
| Atf4 | Cell signalling | 11815S | 1 in 1000 | 5% BSA | Rabbit |
| Beta-tubulin | Abcam | ab6046 | 1 in 1000 | 5% milk | Rabbit |
| Calnexin | Abcam | ab22595 | 1 in 5000 | 5% BSA | Rabbit |
| CitSynth | Abcam | Ab129095 | 1 in 1000 | 5% milk | Rabbit |
| Gapdh | GeneTex | GTX100118 | 1 in 5000 | 5% milk | Rabbit |
| Gapdh (for Opa1 blots) | Proteintech | 10494-1-AP | 1 in 1000 | 5% milk | Rabbit |
| InsR beta | Santa cruz | SC-57342 | 1 in 1000 | 5% BSA | Mouse |
| Leptin | Abcam | ab9749 | 1 in 1000 | 5% BSA | Rabbit |
| Mfn1 | Abcam | Ab126575 | 1 in 250 | 5% milk | Mouse |
| Mfn2 | Cell signalling | D2D10 | 1 in 1000 | 5% milk | Rabbit |
| Mthfd2 | Proteintech | 12270-1-AP | 1 in 1000 | 5% milk | Rabbit |
| Oma1 | Proteintech | 17116-1-AP | 1 in 1000 | 5% milk | Rabbit |
| Opa1 | BD Biosciences | 612606 | 1 in 1000 | 5% milk | Mouse |
| OXPHOS cocktail | Abcam | Ab110413 | 1 in 1000 | 5% milk | Mouse |
| Phos-Eif2a | Epitomics | 10901 | 1 in 1000 | 5% BSA | Rabbit |
| Tom20 | Abcam | Ab56783 | 1 in 500 | 5% milk | Mouse |
| Total Eif2a | D. Ron Lab | N/A | 1 in 3000 | 5% milk | Rabbit |

**Supplementary File 1**: Antibodies used in this study.

# Supplementary material for: A mouse model of human mitofusin-2-related lipodystrophy exhibits adipose-specific mitochondrial stress and reduced leptin secretion
**Source:** eLife. 2023 Feb 1;12:e82283. doi: 10.7554/eLife.82283
**Supplement:** Supplementary file 2. — Fwd, forward primer; Rv, reverse primer.

| **Primer** | **Sequence/TaqMan** |
| --- | --- |
| 36b4 Fwd | AGATGCAGCAGATCCGCAT |
| 36b4 Rv | GTTCTTGCCCATCAGCACC |
| AdipoQ Fwd | GTTGCAAGCTCTCCTGTTCC |
| AdipoQ Rv | ATCCAACCTGCACAAGTTCC |
| Atf4 Fwd | GGGTTCTGTCTTCCACTCCA |
| Atf4 Rv | AAGCAGCAGAGTCAGGCTTTC |
| Atf5 TaqMan | Cat# Mm04179654_m1 (ThermoFisher Scientific) |
| B2m Fwd | ACTGATACATACGCCTGCAGAGTT |
| B2m Rv | TCACATGTCTCGATCCCAGTAGA |
| Ddit3 (Chop) Fwd | CCACCACACCTGAAAGCAGAA |
| Ddit3 (Chop) Rv | AGGTGAAAGGCAGGGACTCA |
| Fgf21 Fwd | CTGGGGGTCTACCAAGCATA |
| Fgf21 Rv | CACCCAGGATTTGAATGACC |
| Gdf15 TaqMan | Cat# Mm00442228_m1 (ThermoFisher Scientific) |
| gDNA_HK2_Fwd | GCCAGCCTCTCCTGATTTTAGTGT |
| gDNA_HK2_Rev | GGGAACACAAAAGACCTCTTCTGG |
| gDNA_Mt-Rnr2_Fwd | AACTCGGCAAACAAGAACCC |
| gDNA_Mt-Rnr2_Rev | CCCTCGTTTAGCCGTTCATG |
| Hprt Fwd | AGCCTAAGATGAGCGCAAGT |
| Hprt Rv | GGCCACAGGACTAGAACACC |
| Lep3 Fwd | CCAGGAtgacaccaaaaccct |
| Lep3 Rv | GATACCGACTGCGTGTGTGA |
| Mfn2 genotyping Fwd | AGTCCCTTCCTTGTCACTTAGT |
| Mfn2 genotyping Rv | ATCTCACAAGAAAGCGAAATCC |

**Supplementary File 2**: Primer sequences used in this study. Fwd, forward primer; Rv, reverse primer.

# Supplementary material for: A mouse model of human mitofusin-2-related lipodystrophy exhibits adipose-specific mitochondrial stress and reduced leptin secretion
**Source:** eLife. 2023 Feb 1;12:e82283. doi: 10.7554/eLife.82283
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Materials and methods, page 23 |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Supplementary Table 1, page 49 |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Supplementary Table 2, page 50 |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Methods, page 22 |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Methods, page 16 |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Methods, page 17 |  |
| Randomisation: animal husbandry team randomly allocated animals to treatments | Methods, page 17 |  |
| Blinding: genotype hidden from investigators throughout | Methods, page 17 |  |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Methods, page 23 |  |
| Define whether data describe technical or biological replicates. | Methods and in all figure legends |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Methods, page 17 |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Methods, page 23. |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Methods, page 22-23 and figure legends. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). |  | N/A |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Methods, page 23. RNAseq available via GSE210771 |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Methods, page 23 |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. | ARRIVE checklist – supplemental file |  |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

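The deposited counts came as 41 columns, each of 1 mouse and tissue, in 3 tables of 54838 genes each, one for BAT on HFD, one for inguinal WAT on HFD and one for inguinal WAT on chow. The 1884 entries without length or count were left out. Entries that shared a gene symbol (200 entries of 99 symbols) had identical counts in every mouse, and the first of each symbol was kept, which left 52853 genes, 37 of them mitochondrially encoded. Counts were used as deposited, without alignment or counting of reads. Gene models were those of GENCODE vM21, in which 52764 of the genes have a transcript.

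Each comparison of KI with WT mice was fitted on its own with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filter filterByExpr, robust quasi-likelihood dispersions and genotype as the only term. A gene is called at an adjusted p below 0.01 (Benjamini-Hochberg). Volcano genes have an absolute log2 fold change above 1.5 and an adjusted p below 0.001, as in the paper. Differences of the KI effect between diets and between tissues were tested as interactions. Whether BAT and inguinal WAT on HFD came from the same mice is not stated, and the test of the tissue difference takes them as independent. Standard errors are the absolute log2 fold change over the square root of its F statistic. Single-mouse values were compared with 2-sided exact permutation tests over all divisions of the mice. A group whose mice all have 3 counts or fewer is set to a floor of 3 counts, and the fold change is given as at least that value. The alternatives, the gene lists and the rule for named genes were set before the data were examined. The alternatives were DESeq2 1.42.0, RLE size factors, no low-count filter, at least 10 counts in every mouse, mitochondrially encoded genes left out, a replicate block, 1 surrogate variable from sva 3.50.0, one fit of all 6 groups, each mouse left out in turn, other thresholds and the ISR list without genes that the paper names. The rule names every gene that the paper's text names for RNA sequencing, in each comparison the 5 largest rises and the 5 largest falls among genes called with no overlap between the genotypes, and the extreme called members of each list. Sex and strain check genes were added to these.

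Gene lists covered the ISR, ER chaperones, mitochondrial chaperones and proteases, mitochondrially encoded mRNAs, the genes of the paper's mitochondrial and TCA cycle heatmaps, amino acid synthesis and one-carbon genes, aminoacyl-tRNA synthetases, glycolysis and the pentose phosphate pathway, cholesterol synthesis, other Srebp2 targets, matrix and EMT genes, TGFβ ligands and receptors, adipocyte, secreted adipocyte protein and brown adipocyte genes, and markers of macrophages, lymphocytes, skeletal muscle, fibroblasts, endothelium and epithelium. The main list test was camera with a preset correlation of 0.01 (limma 3.58.1). Its alternatives were fry, an estimated correlation, Fisher's exact test (2 times the smaller tail) and Reactome sets. Adjusted values are over 66 pairs of list and comparison, and for the exact test over 67, which include the epithelial list on HFD with 1 gene. The exact test of each list's mean log2 CPM per mouse was added after divisions of the mice had pointed to a preset correlation that is too low. Many of these divisions kept part of the genotype difference.

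Several choices were made after values had been seen. Weight was moved from camera, which remains the planned test of lists, to the exact tests. For differences between diets and tissues, lists were tested by camera, then by permuting list means, then by permuting their residuals, and the lists reported are those past the last test. The 4 lists named as not discussed by the paper, and the threshold for them, were picked from the list results. The 200 genes of the diet comparison were those most changed on HFD, while the divisions of the mice ranked all genes anew. Lists in these divisions were adjusted within one comparison. The test of ER chaperones replaced an earlier one that had argued against a general unfolded protein response. The test of white fat for Hcar1 and Peg3 was at first a shared comparison of falls, left open because both had been picked as large falls. It was replaced by the share of white fat that each would need, and the cause of the fall of Hcar1 stays open as well. Its gene set was reduced to 31 after secreted genes were left out. The conclusion on white fat for Lep was weakened to open. The conclusion on GC content was tied to an exact p below 0.05 as well, and that on the genes around Mfn2 was weakened to open. The replicate block for inguinal WAT on HFD was run last.

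On simulated counts with 200 genes changed by 1.5 on the log2 scale, edgeR called 87.5% of these for inguinal WAT on HFD, 79.5% on chow and 86.5% in BAT, with 1.08%, 0.617% and 2.24% of the calls false. DESeq2 called 91%, 86% and 92%, with 3.94%, 6.35% and 6.37% false. The interaction with diet called 78.5%, with 3.09% false.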

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

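The tests of muscle transcripts in BAT, of lymph node tissue, of epithelial tissue in WT mouse 4 on chow, of Grid1, Pkp1 and Plppr4 on HFD, of white fat for Hcar1, Peg3 and Lep, and of brown fat were chosen only after the result was seen. A mouse was set apart where its gap to the nearest mouse of its group was large against the range of the group. Among 260 groups of values 37 mice stood apart, where chance gives 13.

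In inguinal WAT of WT mice on HFD, the column WT_7 was far from the other 7 mice for Atf5 at 235 CPM against 93.8 to 158 and Lep at 4185 CPM against 1875 to 2838. The column WT_2 stood apart for Mthfd2 at 14.9 CPM against 7.13 to 10.8 and TGF-beta ligand and receptor genes at 5.39 log2 CPM against 5.67 to 5.76. WT_5 did so for Mvk at 45.3 CPM against 29.9 to 35.4, and WT_1 for Fgf21 at 4.02 CPM against 0.863 to 2.31. WT_8 was lowest for glycolysis and pentose phosphate genes at 7.37 log2 CPM against 7.57 to 7.71 and cholesterol synthesis genes at 4.21 log2 CPM against 4.50 to 4.77. No biological explanation was tested for these mice. In a test for a mislabelled sample, 0 of 41 samples lay nearer to the mean of the other genotype, with WT mice from -0.124 to 0.190 and KI mice from 0.518 to 1.30 of the way from the WT to the KI mean.

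In inguinal WAT of KI mice on HFD, the column KI_2 was far from the others for mitochondrially encoded share of counts at 3.68% against 2.16 to 2.76, Mvk at 21.7 CPM against 26.1 to 29.4 and lymphocyte marker genes at 6.66 log2 CPM against 1.15 to 1.84. KI_3 stood apart for Hmgcs1 at 220 CPM against 141 to 157. KI_5 did so for Gdf15 at 21.2 CPM against 3.60 to 7.14 and macrophage marker genes at 7.26 log2 CPM against 5.74 to 6.34. More macrophages in the sample of KI_5 may account for its macrophage genes, since 9 of 10 further macrophage transcripts were highest in this mouse among the KI mice, but whether Gdf15 came from them was not tested. Lymph node tissue may account for the lymphocyte transcripts. Across the 16 mice, the B cell and the T cell transcripts rose together, with a Spearman rho of 0.635 (permutation p = 0.00990) and a Pearson r of 0.971 (permutation p = 7e-05), or 0.908 without the 2 farthest mice. Cd79a ran from 0.767 to 241 CPM. On chow rho was 0.615 (permutation p = 0.0280) and r 0.846 (permutation p = 6.9e-04), or 0.585 without the 2 farthest. An infiltrate of both cell types would show the same and stays open.

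In inguinal WAT of WT mice on chow, mouse 4 was far from the other 6 for Mthfd2 at 19.5 CPM against 5.89 to 10.6, Gdf15 at 9.63 CPM against 0.610 to 4.38, Oma1 at 19.0 CPM against 12.2 to 14.6 and ER chaperone genes at 6.73 log2 CPM against 6.30 to 6.42. It was lowest for adipocyte genes at 9.63 log2 CPM against 10.07 to 10.40 and secreted adipocyte protein genes at 10.42 log2 CPM against 10.80 to 10.91. Mouse 1 stood apart for aminoacyl-tRNA synthetase genes at 6.04 log2 CPM against 5.92 to 5.96. Tissue other than fat in the sample of mouse 4 may account for part of this, since 9 of 10 epithelial markers were highest there, with Krt8 at 64.7 CPM against at most 0.398 CPM in the others. Whether such tissue raised Mthfd2, Gdf15, Oma1 and the chaperones was not tested.

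In inguinal WAT of KI mice on chow, mouse 4 was far from the other 5 for mitochondrially encoded share of counts at 3.84% against 1.73 to 2.01, the mitochondrially encoded mRNAs at 8.64 log2 CPM against 7.29 to 7.53, the mitochondrially encoded heatmap genes at 6.88 log2 CPM against 5.66 to 5.83 and skeletal muscle marker genes at 11.75 log2 CPM against 2.47 to 4.61. Muscle in the sample may account for these: 10 of 10 muscle transcripts outside the marker list were over 4-fold above the next mouse, and muscle markers held 8.52% of its counts against at most 0.114% in the others. Without this mouse the mean of the mitochondrially encoded mRNAs was -0.78 in KI against WT mice on the log2 scale (exact permutation p = 0.00379). Mouse 1 stood apart for Cfd at 9220 CPM against 1969 to 4430, TCA cycle heatmap genes at 8.20 log2 CPM against 7.83 to 7.92 and TGF-beta ligand and receptor genes at 5.03 log2 CPM against 5.38 to 5.49, for which no explanation was tested.

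In BAT of WT mice, mouse 4 was far from the other 5 for Mthfd2 at 8.15 CPM against 2.57 to 4.59, Gdf15 at 21.6 CPM against 1.19 to 3.37, Fgf21 at 4.67 CPM against 0.265 to 1.53 and ISR genes at 4.76 log2 CPM against 4.36 to 4.44. KI tissue or a KI label is argued against by its place over all the genes called, 0.0673 of the way from the WT to the KI mean. Mouse 1 stood apart for brown adipocyte genes at 8.46 log2 CPM against 8.05 to 8.12. Among KI mice, mouse 5 was highest for Sqle at 14.3 CPM against 5.99 to 8.79, Fgf21 at 117 CPM against 1.80 to 37.5 and other Srebp2 target genes at 5.39 log2 CPM against 4.71 to 4.86, and mouse 6 for Cfd at 531 CPM against 39.6 to 180. Muscle tissue in some BAT samples may account for muscle transcripts that varied together, with a median pairwise Spearman correlation of 0.699 across the 12 mice and Acta1 from 0.734 to 502 CPM. Whether genotype had a part cannot be told apart from this with 6 mice per genotype (exact permutation p = 0.234). No biological explanation was tested for the other values.

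The effect of KI differed between inguinal WAT and BAT on HFD for 485 of 17214 genes and between HFD and chow for 147 of 17400. In 100 regroupings of the mice, the actual one included, 1 had as many genes for diet and 1 for tissue, where the highest number among the others was 3 in both. More counts on HFD or in inguinal WAT are argued against, since draws of the same depth gave at least 103 and 437 genes. Each comparison has count columns of its own, with 0 shared with the others, so a difference between the sets of samples cannot be told apart from one between diets or tissues. Against BAT, the effect in inguinal WAT was -4.05 (adjusted p = 0.00853) for Fgf21, -2.08 (adjusted p = 0.00455) for Gadd45a and -0.998 (adjusted p = 6.55e-04) for Hmgcs1, by edgeR.

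For lists, the mean log2 CPM per mouse was compared after regrouping its residuals, a test chosen after camera and a regrouping of the means themselves. The effect of KI was lower on HFD than on chow for the mitochondrially encoded mRNAs, -1.13 (adjusted p = 0.00240), the mitochondrially encoded heatmap genes, -1.22 (adjusted p = 0.00214), glycolysis and pentose phosphate genes, -0.70 (adjusted p = 5.21e-05), cholesterol synthesis genes, -0.46 (adjusted p = 0.00214), and brown adipocyte genes, -1.21 (adjusted p = 0.00145). It was higher for the secreted adipocyte protein genes, 0.43 (adjusted p = 0.00578). KI mouse 4 on chow, whose sample holds muscle, was kept in these tests. This mouse was the highest of its group for the mitochondrially encoded lists, so their diet differences may be overstated. Against BAT, inguinal WAT was lower for the mitochondrially encoded mRNAs, -1.20 (adjusted p = 0.00173), and heatmap genes, -1.26 (adjusted p = 0.00112), and higher for the secreted protein genes, 0.61 (adjusted p = 0.00174), all adjusted p by permutation of the residuals. For the secreted protein genes, less white fat in the KI BAT samples stays open as a cause. Of 46 differences, 20 were past 0.05 by camera with the preset correlation, 12 by fry, 9 by the residuals and 2 by the means themselves, which were glycolysis and brown adipocyte genes between diets. For the others the call depends on the test. Too few counts or mice on chow are argued against for the cholesterol genes, of which at least 5 were called lower in each reduced HFD draw, against 1 on chow. The same holds for the number of genes called, at least 894 in these draws. The draws keep the spread between the HFD mice, so a larger spread between mice on chow stays open.

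The paper does not discuss some genes and lists that changed, and these 4 lists were picked after their values were seen. In BAT the log2 fold changes were -2.26 for Hcar1 (adjusted p = 6.59e-04 from edgeR) and -2.26 for Peg3 (adjusted p = 0.00616). 31 genes at least 20 times lower in BAT than in inguinal WAT of both diets on average had in WT BAT a median of 4.00% of their level in inguinal WAT of WT mice on HFD. The fall of Hcar1 would need 13.1% of white fat like inguinal WAT, more than this level in 6 of 6 WT mice (exact sign-flip permutation p = 0.0312). Hcar1 also fell further than these genes within each mouse (exact permutation p of the gap, 0.00649). But these genes were chosen for their low level in BAT, and Hcar1 for its large fall, so neither p is an independent test. White fat poorer in these genes than inguinal WAT stays open as the cause. For Peg3 white fat cannot be told apart from a change in BAT. The fall of Peg3 would need 9.05%, more than this level in 5 of 6 mice (exact sign-flip permutation p = 0.125). Neither this nor the gap (exact permutation p = 0.0606) was past 0.05 for Peg3 alone. The gap of the mean of both genes was past it (exact permutation p = 0.00433). For Lep white fat cannot be told apart from lower expression in KI fat either. Lep fell in BAT like these genes (exact permutation p of the gap, 0.643), whose median log2 fold change there was -1.14 (30 of 31 lower; exact permutation p = 0.00433). What keeps it open is that they also fell in KI inguinal WAT, by a median of -0.32 on HFD (19 lower) and -0.90 on chow (27 lower).

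For chow-fed mice, inguinal WAT gave 3 further falls. Here the log2 fold changes were -4.22 for Grid1 (adjusted p = 0.00388 from edgeR), -4.26 for Pkp1 (adjusted p = 0.00153) and -4.39 for Plppr4 (adjusted p = 6.71e-04). Other tissue in some WT samples on chow is argued against by the same genes on HFD, all 3 called lower with a median log2 fold change of -3.08. Other technical explanations were not tested for them.

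Mitochondrial chaperone and protease genes had median log2 fold changes of 0.25 on HFD, 0.29 on chow and 0.16 in BAT, and aminoacyl-tRNA synthetase genes 0.39, 0.38 and 0.63. For both lists the exact permutation p adjusted over all lists was 0.00130, 0.00279 and 0.00651, with each KI mouse above every WT mouse. The synthetase list shares genes such as Nars with the ISR list, so its rise partly repeats that of the ISR genes. Room left by fewer mitochondrially encoded counts is argued against: relative to all nuclear genes the largest exact permutation p was 0.00216 for the synthetases and 0.00216 for the chaperones, and 0.00373 for the nuclear-encoded mitochondrial genes on HFD. On chow the medians were 0.67 for glycolysis and pentose phosphate genes (adjusted exact permutation p = 0.00279, 6 of 6 KI mice above every WT mouse) and 1.21 for brown adipocyte genes (0.0109, 5 of 6). Muscle in KI mouse 4 is argued against as the whole cause for glycolysis, since without it the exact permutation p was 0.00126. Without it the brown adipocyte genes had an exact permutation p of 0.0101. Brown fat in the KI samples is argued against by Ucp1, at most 0.961 CPM there, where the rise of Cidea would need 310 CPM. A regulation of these lists by genotype is a hypothesis that stays open.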

How the results depend on the processing

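The offsets for GC content and gene length, the covariates for muscle and lymphocyte markers, the exact tests of list means and the regrouping of residuals were tests chosen only after the result was seen. Technical replicates could not be taken as separate libraries, since the counts hold 1 column per mouse. Unless said otherwise, the cause was not tested.

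The number of genes called in inguinal WAT on HFD, 1886, was 1242 with one fit of all 6 groups, and 3448 and 880 at thresholds of 0.05 and 0.001. The 215 volcano genes fell to 142 with at least 10 counts in every mouse, which tests fewer genes. On chow 479 became 1102 with DESeq2, 1088 with one fit of all 6 groups, and 1263 and 127 at those thresholds, and 59 volcano genes became 174 with DESeq2 and 171 with one fit. In BAT 243 became 717, 835, 952 and 59 in the same order, and 368 with 1 surrogate variable, and 23 volcano genes became 85 and 61. With the replicate block, 1545 genes were called on HFD, 119 on chow and 363 in BAT, with 187, 11 and 22 volcano genes. The mouse numbers were not shown to pair the mice. The correlation of deviations for the same and for other numbers averaged -0.0210 and 0.00615 on HFD and -0.0397 and 0.0115 on chow. In BAT these averages were 0.137 and -0.0257. For the same number it ran from -0.244 to 0.654 on HFD, from -0.276 to 0.179 on chow and from -0.0768 to 0.432 in BAT. The fits that each left out 1 mouse gave 285 to 509 genes and 31 to 65 volcano genes on chow, 134 to 313 and 14 to 42 in BAT, and 1460 to 2338 and 203 to 239 on HFD. The diet difference of 147 genes was 401 with DESeq2 and 555 at 0.05, and the tissue difference of 485 was 839 and 1280. The correlation between diets was 0.456 with DESeq2.

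Of 66 list tests, 40 were past 0.05 by camera with the preset correlation and 15 with an estimated correlation. With the estimate, adjusted p was 0.400, 0.275 and 0.521 for the nuclear-encoded mitochondrial genes on HFD, on chow and in BAT, 0.511, 0.190 and 0.388 for matrix and EMT genes, 0.407 on chow and 0.190 in BAT for mitochondrially encoded mRNAs and 0.240 for adipocyte genes in BAT. By fry it was 0.0666 for mitochondrially encoded mRNAs on chow, and in BAT 0.130 for nuclear-encoded mitochondrial and 0.0625 for matrix genes. By Fisher's exact test it was 1 for mitochondrially encoded mRNAs on chow, 0.750 on chow and 1 in BAT for nuclear-encoded mitochondrial genes, 0.0854 and 0.671 for matrix genes, and 8.91e-04 for adipocyte genes on HFD. Reactome sets gave 0.512, 0.0627 and 0.0601 for the ISR. Without the low-count filter, the cholesterol genes reached 0.0277 on chow and 0.0271 in BAT.

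Directions reversed for adipocyte genes with the Reactome set (0.251 on HFD, 0.820 on chow, 0.535 in BAT) and with Fisher's test on chow (0.199), for TGFβ genes on HFD with Fisher's test (1) and at least 10 counts (0.868) and with the Reactome set on chow (0.512) and in BAT (0.0710), for brown adipocyte genes on HFD with Fisher's test (0.193) and without the filter (0.342), and for other Srebp2 targets with the Reactome set on chow (0.0214) and without the filter in BAT (0.934), all adjusted p. Hmgcs1 in BAT, near 0, had log2 fold changes of 0.0138 with DESeq2, 0.00642 with RLE factors, 0.00936 without the filter, 0.00175 with at least 10 counts, 0.0406 with one fit, 0.00612 with GC and length offsets, and -0.0547 to 0.0850 leaving out 1 mouse. On chow Sqle had 7.79e-04 with these offsets and -0.200 to 0.0764 leaving out 1 mouse, Nnt -0.0319 to 0.159 and Kdm5d -0.00602 to 0.155. The 213 single genes and further lists had 1975 refits with all mice, 1817 of them with the same call and direction, 96 weaker, 47 stronger and 15 reversed, and 2272 that left out 1 mouse, 2038 the same, 205 weaker, 13 stronger and 16 reversed.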

Differences from the paper's values

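The adjusted p of Lep in inguinal WAT on HFD was 0.00621 with edgeR against the paper's 5.3e-04, and 5.38e-04 with DESeq2 (from 5.38e-04 to 0.241 over the alternatives with all mice). The adjusted p of Lep in inguinal WAT on chow was 0.0229 with edgeR against the paper's 3.2e-04, and 3.24e-04 with DESeq2 (from 3.24e-04 to 0.0518 over the alternatives with all mice). The adjusted p of Lep in BAT was 0.101 with edgeR against the paper's 0.03, and 0.0321 with DESeq2 (from 0.00543 to 0.247 over the alternatives with all mice).

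The adjusted p of Adipoq in inguinal WAT on HFD was 1.05e-05 with edgeR against the paper's 3.3e-15, and 3.37e-15 with DESeq2 (from 3.37e-15 to 4.83e-04 over the alternatives with all mice). The adjusted p of Adipoq in inguinal WAT on chow was 0.0166 with edgeR against the paper's 2.7e-04, and 2.68e-04 with DESeq2 (from 2.68e-04 to 0.0674 over the alternatives with all mice). The adjusted p of Adipoq in BAT was 0.0133 with edgeR against the paper's 6.3e-04, and 6.14e-04 with DESeq2 (from 6.14e-04 to 0.0165 over the alternatives with all mice). For both genes DESeq2, the tool in the paper's methods, was the one alternative set before the data were examined that closed the gap, and the others did not, except that in BAT the fit without WT mouse 2 did so for Lep. Below 0.01, with a gap that stayed, one fit of all 6 groups put Lep on chow and in BAT and Adipoq on chow and in BAT. So did the fit without KI mouse 5 for Lep on chow, 1 surrogate variable and the fit without WT mouse 4 for Adipoq on chow, and for Adipoq in BAT no low-count filter, the replicate block, 1 surrogate variable and the fit without KI mouse 6.

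The paper tested Hallmark sets for enrichment among its significant genes, while other gene lists were tested here by their fold changes. Set and list can therefore differ without contradiction. The paper gives the cholesterol set as higher in BAT, where the list of synthesis genes had a median log2 fold change of -0.20 with 15 of 19 lower. No setting that was run turned the direction of this list. It gives adipogenesis as higher in inguinal WAT on both diets, where the adipocyte list had medians of 0.01 on HFD and 0.14 on chow, neither past the threshold, and the mean log2 CPM of 24 adipocyte genes without the secreted ones was higher by 0.04 on HFD (exact permutation p = 0.745) and 0.46 on chow (exact permutation p = 0.00524). The Reactome set for white adipocyte differentiation was higher on HFD (camera, adjusted p = 0.251), also not past it. It gives the mitochondrially encoded genes as not significantly lower in BAT, where the mRNAs had a median of -0.69 and were past 0.05 by camera and fry (adjusted p = 1.37e-07 and 0.0131) and not with an estimated correlation (0.190). The genes of its heatmap had a median of -0.32, 21 of 29 lower, past 0.05 by camera (0.00140) and not by fry (0.117). It states no general difference in the size of changes between diets, where genes called on HFD had a median absolute log2 fold change of 0.58 on HFD and 0.34 on chow, and those called on chow 0.48 and 0.93. Each set changed more on the diet it was chosen on, which the choice alone can give. These values therefore do not count against the paper's statement.

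Of genes labelled in the volcano plots, edgeR put 15 of 16 tested past both thresholds as higher and 22 of 23 as lower in inguinal WAT on HFD, 17 of 22 and 2 of 4 on chow, and 11 of 18 and 3 of 5 in BAT. DESeq2 put 16 and 23, 20 and 5, and 18 and 6 past them.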

Other observations

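The test of the ER chaperones was changed after its result was seen, and the tests of Mfn2 without the mitochondrially encoded genes and of the lipogenic genes on chow were chosen only after the result was seen. In 100 divisions of the mice, the actual one included, 1 gave as many genes called and 1 as many volcano genes in inguinal WAT on HFD, 1 and 1 on chow, and 1 and 1 in BAT. As many lists past 0.05 by camera with the preset correlation came from 27, 6 and 12 of 100. Many of these divisions moved few mice and so kept part of the genotype difference. They therefore cannot tell how many lists chance alone would pass, and no conclusion is drawn from the number of lists. As high a correlation between the diets came from 3 of 100.

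GC content and gene length are argued against as the whole cause of the lower mitochondrially encoded mRNAs, whose median log2 fold change with offsets for both was -1.70 on HFD, -0.51 on chow and -0.76 in BAT. Without the mitochondrially encoded genes the log2 fold change of Mfn2 on HFD was 0.34. Leaving these genes out moved the median log2 fold change of all genes by only 0.00042. It therefore cannot tell whether fewer such counts had a part in the rise of Mfn2. A change of the genes around Mfn2 cannot be told apart from one of Mfn2 alone, since too few genes lie within 1 Mb: 4 of 26 were called on HFD, 2 of 21 on chow and 1 of 19 in BAT (smallest Fisher's exact p of 3 against genes elsewhere, 0.15).

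Fewer fibroblasts in KI tissue may account for the lower matrix genes on chow and in BAT, where fibroblast markers outside the list fell as much or more (exact permutation p of the gap, 0.650 and 0.0152). On HFD the explanations cannot be told apart, since neither the markers' fall nor the gap (0.256) was past 0.05. A lower share of adipocytes is argued against for Adipoq and Lep, which fell relative to other adipocyte genes (exact permutation p = 1.55e-04, the smallest possible, on HFD and 0.00117 on chow). The ISR genes rose more than the ER chaperones within each mouse (exact permutation p of the gap, 1.55e-04 on HFD, 5.83e-04 on chow and 0.00216 in BAT). A general unfolded protein response with a smaller rise of the chaperones cannot be told apart from the ISR alone. What keeps it open is that the mean log2 CPM of the chaperones was higher in KI mice in all comparisons. It rose by 0.09 on HFD (exact permutation p = 0.0367, or 0.0684 adjusted over all lists). The rise was 0.14 on chow (exact permutation p = 0.0583) and 0.07 in BAT (exact permutation p = 0.180). That of the 5 most abundant ER genes was 0.11 on HFD (exact permutation p = 0.177), 0.17 on chow (exact permutation p = 0.00408) and 0.01 in BAT (exact permutation p = 0.894). Of these 6 rises, 2 were past 0.05 before adjustment, neither of them in BAT.

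Marker lists had these median log2 fold changes on HFD, on chow and in BAT, with the p of the list's mean log2 CPM. Medians and means can part where single mice hold most of the transcripts, as muscle in KI mouse 4 on chow. Macrophage markers had -0.28 (exact permutation p = 0.0937), -0.43 (exact permutation p = 0.228) and -0.24 (exact permutation p = 0.448). Lymphocyte markers had -0.11 (exact permutation p = 0.369), 1.25 (exact permutation p = 0.978) and -0.14 (exact permutation p = 0.561). Skeletal muscle markers had 0.67 (exact permutation p = 0.359), 5.90 (exact permutation p = 0.734) and -2.14 (exact permutation p = 0.234). Fibroblast and preadipocyte markers had -0.21 (exact permutation p = 0.0897), -0.50 (exact permutation p = 0.00175) and -0.64 (exact permutation p = 0.00216), and endothelial markers -0.07 (exact permutation p = 0.745), -0.17 (exact permutation p = 0.0338) and -0.12 (exact permutation p = 0.504). Of the epithelial markers at most 1 was tested in a comparison. Brown adipocyte genes had 0.55 (exact permutation p = 0.0931) on HFD and 0.27 (exact permutation p = 0.0628) in BAT, and TCA cycle genes 0.11 (exact permutation p = 0.407) in BAT.

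Fgf21 had log2 fold changes of 0.47 on HFD (adjusted p = 0.254), 1.48 on chow (0.0996) and 4.48 in BAT (0.0331), and Gdf15 1.52 (0.0117), 2.08 (0.0258) and 3.74 (0.0360), by edgeR. On chow, genes of fat synthesis picked after their values were seen rose in KI mice: Fasn 2.00 (adjusted p = 0.0153 from edgeR), Acly 2.52 (0.00195) and Elovl6 3.17 (0.00492). Nnt, a check of the strain, had a log2 fold change of 0.48 on HFD (adjusted p = 7.87e-04 from edgeR) and -0.45 in BAT (0.138), for which no explanation was tested.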
